# Molecular diversity and migration of GABAergic neurons in the developing ventral midbrain

**DOI:** 10.1016/j.isci.2024.111239

**Published:** 2024-10-23

**Authors:** Özge Düdükcü, Divya D.A. Raj, Lieke L. van de Haar, Laurens M. Grossouw, Louisa E. Linders, Oxana Garritsen, Youri Adolfs, Nicky C.H. van Kronenburg, Mark H. Broekhoven, Troy H.W. Kapteijns, Frank J. Meye, R. Jeroen Pasterkamp

**Keywords:** Molecular neuroscience, Developmental neuroscience, Cellular neuroscience

## Abstract

Dopaminergic neurons in the ventral midbrain (mDA) are surrounded by GABAergic neurons. The full extent of GABAergic neuron subtypes occupying this region and the mechanisms that underlie their development and function are largely unknown. Therefore, we performed single-cell RNA sequencing (scRNA-seq) of fluorescence-activated cell sorting (FACS)-isolated GABAergic neurons in the developing mouse ventral midbrain. Several distinct GABAergic neuron subtypes were identified based on transcriptomic profiles and spatially assigned to the ventral midbrain using *in situ* hybridization and immunohistochemistry for specific markers. A subset of GABAergic clusters that co-expressed mDA markers was studied in more detail and showed distinctive molecular, functional, and wiring properties. Finally, migration of different GABAergic neuron subtypes required netrin-1 from different cellular sources acting via distinct receptor mechanisms. Overall, our work provides insight into the heterogeneity and spatial organization of GABAergic neurons in the developing ventral midbrain and begins to dissect the mechanisms that underlie their development.

## Highlights

• scRNA-seq identifies GABAergic neuron subtypes in the developing ventral midbrain
• Developing GABA-DA neurons show specific molecular, functional, and wiring properties
• Netrin-1 controls the migration of several ventral midbrain GABAergic neuron subtypes
• Distinct netrin-1 cellular sources and receptors underlie subtype-dependent migration

## Introduction

The midbrain dopamine (mDA) system is associated with various groups of GABAergic neurons. These GABAergic neurons not only function as local inhibitory interneurons for mDA neurons but can also project over long distances to connect to other brain regions. These regions in part overlap with known targets of mDA projections, including the prefrontal cortex, basal ganglia, and other limbic areas.^1^^,^^2^^,^^3^^,^^4^ In the ventral midbrain, GABAergic neurons can regulate mDA neuron activity in the substantia nigra pars compacta (SNc) and ventral tegmental area (VTA). For example, GABAergic projection neurons in the substantia nigra pars reticulata (SNr) inhibit mDA neurons through their axon collaterals. Through these complex connections, GABAergic neurons in the midbrain contribute to several complex behaviors. Further, changes in neurons located in the ventral midbrain have been linked to different psychiatric disorders and constitute interesting therapeutic targets.^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^^,^^13^ The ability of ventral midbrain neurons to underpin a disproportionally large number of physiological functions and diseases is likely explained by their heterogeneous nature. Recent single cell profiling studies reveal several molecularly distinct subtypes of GABAergic neurons in the midbrain.^12^^,^^14^^,^^15^^,^^16^^,^^17^^,^^18^^,^^19^ However, precisely which molecular GABAergic neuron subtypes flank or occupy the developing mDA system as well as their connectivity patterns remains poorly understood.

During development, GABAergic neurons destined for the ventral midbrain originate from two different progenitor domains, in the diencephalon/midbrain or hindbrain. The initial fate of these neurons is dictated by the highly regulated expression of specific transcription factors.^2^^,^^12^^,^^16^^,^^20^^,^^21^^,^^22^ Several lines of experimental evidence suggest that subsequent developmental steps also require subtype-specific mechanisms and that different neuron subtypes have distinct properties. For example, while some regions containing GABAergic neurons are penetrated by the dendrites of mDA neurons (e.g., SNr), others are not (e.g., interpeduncular nucleus [IPN]).^23^^,^^24^^,^^25^ Further, different GABAergic neuron subtypes appear to be generated at distinct developmental stages. For example, GABAergic neurons of the midbrain reticular formation (MRF) are generated at embryonic day E10.5, while SNr and VTA GABAergic neurons arise at E11.5.^26^^,^^27^ Migration of GABAergic neurons into the ventral midbrain may also require subtype-specific mechanisms as axon-derived netrin-1, a secreted axon guidance protein, is responsible for positioning GABAergic neuron into the rostral but not caudal SNr.^28^ However, the molecular mechanisms that control the positioning of other GABAergic subtypes in the ventral midbrain or that regulate additional aspects of their development remain largely unknown.

Here, we perform single-cell transcriptional profiling of VGAT^+^ GABAergic neurons in the developing mouse ventral midbrain at key developmental stages for their migration and positioning. Using these data, we identify and characterize different neuron subtypes within the developing ventral midbrain GABAergic population and characterize the long-range axonal projection patterns and electrophysiological properties of subtypes co-expressing GABAergic and mDAergic markers. Furthermore, we show that the guidance molecule netrin-1 is responsible for the migration and positioning of multiple distinct GABAergic neuron subtypes by being provided from different cellular sources and by acting through different receptors. Our findings begin to address the molecular profile and connectivity pattern of specific GABAergic neuron subtypes and the molecular cues that instruct their development. Together, these data constitute a framework for future studies on GABAergic ventral midbrain development in health and disease.

## Results

### scRNA-seq identifies GABAergic neuron subtypes in the developing ventral midbrain

To study the heterogeneity of GABAergic neurons in and around the developing mDA system during the period of GABAergic neuron migration, single-cell RNA sequencing (scRNA-seq) was performed on cells isolated from *VGAT-Cre:Ai14:Pitx3-GFP* mice. In these mice, *VGAT-Cre:Ai14* labels all GABAergic neurons, while *Pitx3-GFP* predominantly marks the mDA system to ensure the precise dissection of GABAergic neurons in and around the mDA system.

Cells were collected at two developmental stages, E16.5 and P0.5 (Figure 1A). Migration of GABAergic neurons into the ventral midbrain starts around E14.5 leading to the occupation of nuclei, such as the SNr and the IPN at E16.5^28^ (Figure S1A). As migration of GABAergic neurons to the IPN continues until postnatal stages,^29^ samples were also collected at P0.5 (Figure S1A). 

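Single-cell RNA sequencing was done with SORT-seq, a plate-based form of CEL-seq2 in which each sorted cell is lysed in its own well and its mRNA receives a well barcode and a random molecular barcode. The cells came from the ventral midbrain of mice in which cells that have expressed the vesicular GABA transporter gene Slc32a1 (VGAT) carry tdTomato and Pitx3-expressing cells carry GFP. Cells with tdTomato were sorted onto 7 plates (VGAT plates), 4 at E16.5 and 3 at P0.5. Cells with both proteins were sorted onto 2 plates (VGAT+Pitx3 plates), 1 at each stage. The sample labels give these stages as E16 and P0. The authors counted the distinct molecular barcodes on the exons and introns of each gene in each well and corrected each count for molecules that share a barcode by chance. The deposited values are therefore expected counts, which were not scaled to depth. All non-zero values lay within 0.001 of the corrected value of a whole number of distinct barcodes of 6 random bases. They were rounded to whole numbers, after summing where sums were used. Wells were kept with at least 2000 genes, at most 50000 counts, and less than 15% mitochondrial, 20% ribosomal protein and 30% ERCC spike-in counts, and the ERCC and mitochondrial entries were then left out.

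Total counts of the kept cells per plate were between 4005525 and 5408710 on the 4 VGAT plates at E16.5, with a median of 5202438 over 1026 cells in all. On the 3 VGAT plates at P0.5 they were between 1435919 and 3344587, with a median of 1796330 over 434 cells. The VGAT+Pitx3 plate at E16.5 had 4609905 counts in 304 cells, and the VGAT+Pitx3 plate at P0.5 had 2336752 counts in 271 cells. Cells of a plate are not independent replicates, so n is the number of plates throughout. The text of the paper does not say which brains or litters reached which plate. Plates may therefore share animals, and the tests take them as independent, which could not be checked. For comparisons across all genes, counts were summed per plate and tested with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Levels are given as CPM (counts scaled to a common total) from the same normalization, as mean ± SD over plates. For shares of cells with a gene, each cell was thinned at random to 4000 counts, because a deeper cell shows more genes, and the 78 cells with fewer counts were left out. A cell had a gene when at least 1 count was left. The share with a given gene was compared within each plate between cells with and without another gene. The differences, in percentage points, were tested over plates with at least 5 cells carrying that other gene, with a two-sided exact sign-flip permutation test adjusted over 22 pairs of genes. Intervals of shares on single plates are 95% exact Clopper-Pearson intervals, which cover counting error only. Gene positions are those of mouse genome build GRCm38.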

Fluorescence-activated cell sorting (FACS) was performed to isolate tdTomato^+^ (tdT^+^) and tdT^+^/GFP^+^ cells. Image stream analysis confirmed the presence of cells co-expressing tdT and GFP (Figures 1B and S1B).

**Figure 1:**
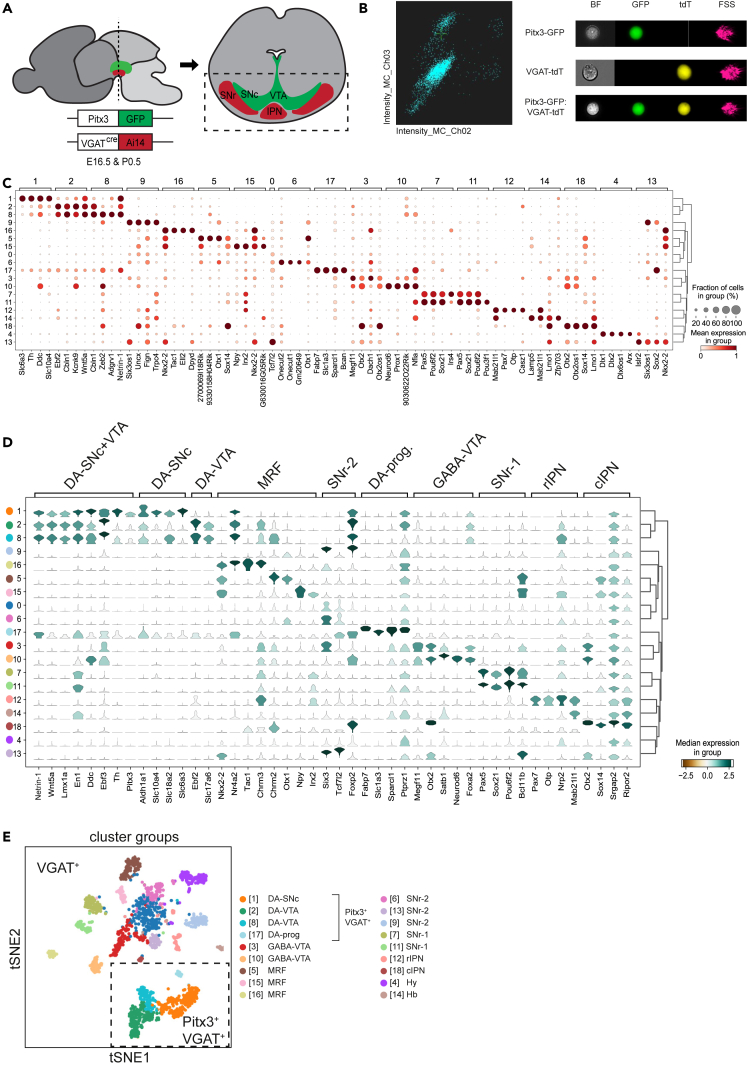
scRNA-seq identifies GABAergic neuron subtypes in the developing ventral midbrain (A) Schematic representation of the experimental design. Dashed line indicates location of the section shown at the right. E16.5 or P0.5 *VGAT-Cre:Ai14:Pitx3-GFP* mice were used for the purification of GABAergic neurons in the ventral midbrain. GFP signal allowed dissection of the mDA system. Boxed area indicates the ventral midbrain region cut out for the tissue dissociation. IPN, interpeduncular nucleus; SNc, substantia nigra pars compacta; SNr, substantia nigra pars reticulata; VTA, ventral tegmental area. (B) Imagestream analysis of tdTomato (tdT)^+^GFP^+^ labeled cells. Left: fluorescent particle detection by scatter intensity. Right: representative images of fluorescent labeled single cells (GFP, tdT, or GFP and tdT co-expressing). BF, brightfield; FSS, Forward/Side Scatter. (C) Dot-plot showing scaled and normalized expression of the top 4 differentially expressed genes (DEGs) per cluster (except for cluster 0) calculated by Wilcoxon rank-sum test after filtering (minimum normalized expression within cluster = 0.25, maximum normalized expression in other groups = 0.5, minimum fold change = 2). Disk size indicates positive fraction of cells within the group (%). (D) Stacked violin plot showing expression of selected marker genes in different clusters annotated by region in the ventral midbrain. cIPN, caudal IPN; DA-prog, DA progenitors; Hy, hypothalamus; Hb, hindbrain; MRF, midbrain reticular formation; rIPN, rostral IPN. (E) Annotated t-SNE embedding showing VGAT^+^ and VGAT^+^Pitx3^+^ (boxed area) clusters. VGAT^+^Pitx3^+^ cells represent approximately 2% of VGAT^+^ cells but are overrepresented in the study due to more extensive sampling to aid their analysis. See STAR Methods for more details. See Figure S1, Table S1.

FACS-based CEL-seq2 scRNA-seq resulted in transcriptional profiles of 3,455 cells expressing 32,787 genes. 

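The count tables held 383 wells for the VGAT+Pitx3 plate at P0.5 and 384 for every other plate, 3455 in all. Of the 32787 entries per well, 92 were ERCC spike-ins and 34 were mitochondrial genes. Of the 32695 entries that were not spike-ins, 32643 had the same identifier in the genome annotation. The median count per well, without the spike-ins, was lowest for VGAT P0.5 replicate 1, at 290.01, and highest for VGAT E16.5 replicate 3, at 15326. These values, 1 per plate, have no replicate error.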

After quality control, a total of 2,042 cells expressing 25,122 genes were used for subsequent analysis (see STAR Methods for more details).^30^ 

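With the filters on genes, counts and mitochondrial, ribosomal protein and ERCC shares, 2035 wells were kept, 1460 from VGAT plates and 575 from VGAT+Pitx3 plates. Among wells with enough genes, 5 were left out for their mitochondrial share and 37 for more than 50000 counts, and none for the ribosomal protein or ERCC share. The number of cells kept per plate was lowest for VGAT P0.5 replicate 1, with 44, and highest for VGAT E16.5 replicate 4, with 305. In the kept cells, 24972 entries were found in at least 3 cells, or 24848 without the ERCC and mitochondrial entries. The alternative that moved the number of cells most was a minimum of 85% spliced counts per cell, which kept 152.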

Louvain clustering revealed 19 distinct clusters, of which 4 contained tdT^+^/GFP^+^ co-expressing cells (Figures S1C–S1G).^31^ 

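The clusters were rebuilt with the steps of the methods: 10000 counts per cell, 2827 variable genes, regression on counts and mitochondrial share, 40 principal components and the Louvain algorithm. The number of neighbours and the resolution, for which the methods section gives no value, were set to 15 and 1. This gave 16 clusters. A cluster was counted as a VGAT+Pitx3 cluster when most of its cells came from the VGAT+Pitx3 plates, which held for 3 clusters. They contained 570 of the 575 cells from these plates (99.1%) and 8 cells from VGAT plates. The number of clusters depended on the settings. It was 14 with 30 nearest neighbours, 17 from spliced counts, 18 with the Leiden algorithm (4 of them VGAT+Pitx3 clusters) and 21 at a resolution of 1.2. Clusters have no replicate error, since all 9 plates enter 1 clustering.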

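The stages were compared gene by gene on the 7 VGAT plates, where both stages are replicated. Of 13639 genes tested with edgeR, 624 passed the threshold, 387 higher and 237 lower at P0.5, and 3284 had an unadjusted p under 0.05. Leaving out the filter on low counts moved the number most, to 1588 genes. With a minimum of 85% spliced counts per cell, 2674 genes were left to test, of which edgeR called 0 (259 at an unadjusted p under 0.05; DESeq2 was not run on these cells). DESeq2 called 944 genes in place of edgeR's 624. The number also rested on single plates: without VGAT P0.5 replicate 3 it was 76, without VGAT E16.5 replicate 3 it was 92 and without VGAT E16.5 replicate 2 it was 833.

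Among the genes whose plates did not overlap, large increases were in Gm4943, Cyp26b1, Rln3, Bcan and Slc22a3, with log2 fold changes from P0.5 over E16.5 of 3.76, 3.36, 2.74, 2.62 and 2.60. Large decreases were in Fn1, Sp8, Gm49152 and Gm43187, with log2 fold changes of -3.56, -3.27, -2.39 and -2.36. Rln3 and Gm49152 were also among the 10 highest-ranked genes of single rebuilt clusters. The mixture of clusters differed between the stages, so that numbers of cells may enter these fold changes. Gm4943 at E16.5 and Fn1 and Sp8 at P0.5 had mean levels under that of 3 counts on any plate of the stage, so that the sizes of their fold changes are uncertain. Fn1 (ENSMUSG00000026193), on chromosome 1 from 71585520 to 71653200, had 5.74 ± 2.20 CPM at E16.5 (SD, n = 4) and 0.426 ± 0.371 CPM at P0.5 (SD, n = 3), with a standard error of 0.68 on the log2 scale and an adjusted p of 0.0178 from edgeR. Gm4943 (ENSMUSG00000068487), a processed pseudogene on chromosome 16 from 22053510 to 22053933, had 0.429 ± 0.231 CPM at E16.5 (SD, n = 4) and 6.38 ± 2.48 CPM at P0.5 (SD, n = 3), and its counts can include reads of related genes. Its standard error was 0.54 and its adjusted p was 0.00813 from edgeR. Gm4943 alone among these genes stayed past the threshold with each plate left out. Fn1 lost it without VGAT P0.5 replicate 2 or replicate 3 (adjusted p = 0.0529 and 0.0777 from edgeR). Bcan had 45.4 CPM on the highest P0.5 plate and 4.15 CPM on the lowest. Its log2 fold change was 0.82 without VGAT P0.5 replicate 2. With each plate left out, that of Cyp26b1 was between 2.61 (without VGAT P0.5 replicate 1) and 5.14 (without VGAT E16.5 replicate 2). That of Rln3 was between 2.38 (without VGAT E16.5 replicate 1) and 4.03 (without VGAT E16.5 replicate 2). That of Sp8 was between -7.33 (without VGAT P0.5 replicate 1) and -2.33 (without VGAT P0.5 replicate 3).

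Whether the stages differed otherwise in VGAT+Pitx3 cells was asked with an interaction term over all 9 plates. Each stage has 1 VGAT+Pitx3 plate, which was assumed to vary like the VGAT plates. Of 15724 genes, edgeR called 0 and DESeq2 called 3, while 998 had an unadjusted p under 0.05 in edgeR. Without the filter on low counts edgeR called 66 (1485 at an unadjusted p under 0.05).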

For the cluster analysis, data from both development stages were combined as no clear differences in transcriptomic profiles were observed at E16.5 and P0.5 (Figure S1D). This approach is line with other recently published developmental scRNA-seq studies.^14^^,^^32^^,^^33^^,^^34^ To facilitate more in-depth analysis of tdT^+^/GFP^+^ co-expressing neurons, these cells were collected separately and pooled in the Louvain cluster analysis. As a result, these neurons are relatively more abundant in the scRNA-seq data. Visualization of the top differentially expressed genes (DEGs) per cluster revealed that most clusters were defined by a combination of marker genes rather than unique marker genes (Figures 1C and S1H; Table S1). Based on expression of previously published marker genes,^14^^,^^29^^,^^33^^,^^35^^,^^36^^,^^37^ we annotated 15 GABAergic neuron clusters and 4 clusters co-expressing GABAergic and mDAergic markers. 

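Between the 2 VGAT+Pitx3 plates and the 7 VGAT plates, with the stage as a covariate, edgeR called 1306 of 14624 genes, 692 higher and 614 lower in VGAT+Pitx3 cells, and 2652 had an unadjusted p under 0.05. A minimum of 85% spliced counts per cell moved the number most, to 201 of the 3391 genes then tested. With the VGAT+Pitx3 plate at E16.5 left out, 625 genes were called, and with the one at P0.5 left out, 866; in both fits the plate that was left is assumed to vary like the others.

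Large log2 fold changes among genes whose plates did not overlap were those of Aldh1a1 (11.01), Chrnb3 (9.60), Pitx3 (9.44), Slc6a3 (9.13) and Chrna6 (8.47). Chrnb3, Pitx3 and Chrna6 had mean levels on VGAT plates under that of 3 counts on any of these plates, so that the sizes of their fold changes are uncertain. Aldh1a1 (ENSMUSG00000053279), on chromosome 19 from 20492715 to 20643465, had 1964 ± 319.6 CPM in VGAT+Pitx3 plates (SD, n = 2) and 1.02 ± 0.664 CPM in VGAT plates (SD, n = 7), with a standard error of 0.21 and an adjusted p of 2.69e-13 from edgeR. In the other direction, Sox14, Dlx1, Dlx2 and 9230102O04Rik had 0 counts on both VGAT+Pitx3 plates. With 3 counts over these plates taken as the limit that a count of 0 allows, Sox14 (ENSMUSG00000053747; chromosome 9, from 99874106 to 99876170) was at least 174-fold lower, Dlx1 at least 106.5-fold, 9230102O04Rik at least 35.4-fold and Dlx2 at least 34.8-fold. The levels of Dlx1 and Dlx2 differed widely between VGAT plates, from 2.63 to 137.3 CPM and from 1.46 to 43.0 CPM. Both highest levels were on VGAT E16.5 replicate 2 and raise the VGAT means (37.8 and 12.9 CPM) behind these limits. Without that plate the limits of Dlx1 and Dlx2 would be lower. Neither passed the threshold without the VGAT+Pitx3 plate at E16.5, with adjusted p-values of 0.419 and 0.478 from edgeR, and Dlx2 did not pass without the one at P0.5 either (0.0658). Gata3 (ENSMUSG00000015619; chromosome 2, from 9857078 to 9890034) had 7 counts on the VGAT+Pitx3 plates, 0.792 ± 1.12 CPM (SD, n = 2), and 562 ± 130.1 CPM in VGAT plates (SD, n = 7), with a log2 fold change of -9.08 (standard error 0.43, adjusted p = 2.83e-09 from edgeR). 9230102O04Rik lies within Gata3 on the same strand, so its counts are uncertain.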

The annotated clusters localized to the SNc (cluster 1), SNr (6, 7, 9, 11, 13), VTA (2, 3, 8, 10), MRF (5, 15, 16), IPN (12, 18), hypothalamus (Hy; 4), or hindbrain (Hb; 14). Cluster 0 expressed GABAergic marker genes but could not be assigned to a specific region (Figures 1D, 1E, and S1C). 

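The rebuilt clusters were named from the marker genes in the labels of Figures 1C, 1D, 2G, 3G and 4E when at least 3 markers of a list were found in at least 25% of a cluster's cells and at 2 times their level elsewhere. The 3 VGAT+Pitx3 clusters had 254 DA-SNc-like cells and 188 and 136 DA-VTA-like cells. Of the others, clusters of 392 and 95 cells were SNr-2-like (Six3 list), clusters of 103 and 70 cells SNr-1-like (Pax5 list), clusters of 132 and 73 cells GABA-VTA-like, and clusters of 130, 49 and 40 cells MRF-like. A cluster of 145 cells was Hy-like, one of 60 cells Hb-like and one of 34 cells rIPN-like. A cluster of 134 cells could not be given a name.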

To further study the spatial localization of some of these clusters, immunohistochemistry and *in situ* hybridization (if no specific antibodies were available) were performed to localize distinguishing markers in the ventral midbrain at different rostral-to-caudal positions. In the subsequent sections, the results for different regions are shown.

#### GABAergic neuron subtypes in the SNr

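In thinned cells of the 7 VGAT plates, Pax5 (ENSMUSG00000014030; chromosome 4, from 44524757 to 44710487) was found in 7.62% ± 5.28 of cells with Six3 (SD, n = 7; ENSMUSG00000038805; chromosome 17, from 85613608 to 85629302) and in 18.7% ± 11.4 of cells without Six3. The difference was -11.0 points ± 10.8 (SD), negative on 6 of 7 plates (exact permutation p = 0.0313, adjusted p = 0.0764). It was -7.83 points with cells thinned to 8000 counts, -7.57 points without VGAT E16.5 replicate 3 and -4.69 points without thinning. Tcf7l2 was found in 28.4% ± 10.5 of cells with Six3 and 15.9% ± 6.81 of cells without (SD, n = 7), a difference of 12.5 points that was positive on 6 of 7 plates, with the same exact p. Foxp2 was found in 27.7% ± 5.64 of cells with Six3 and 19.1% ± 3.14 of cells without (SD, n = 7), a difference of 8.57 points (exact p = 0.0625, adjusted p = 0.106; 6 of 7 plates).

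VGAT P0.5 replicate 1 had 4 thinned cells with Pax5 and was left out of the comparisons by Pax5, so that the smallest p that the 6 plates allow is 0.0313. Sox21 (ENSMUSG00000061517; chromosome 14, from 118233232 to 118237030) was found in 44.3% ± 14.4 of cells with Pax5 and 6.39% ± 2.41 of cells without (SD, n = 6), a difference of 37.9 points ± 16.1 (SD). It was positive on 6 of 6 plates and had the smallest exact p. None of the 22 pairs of genes had an adjusted exact p under 0.05; the lowest was 0.0764.

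**Figure D1:**
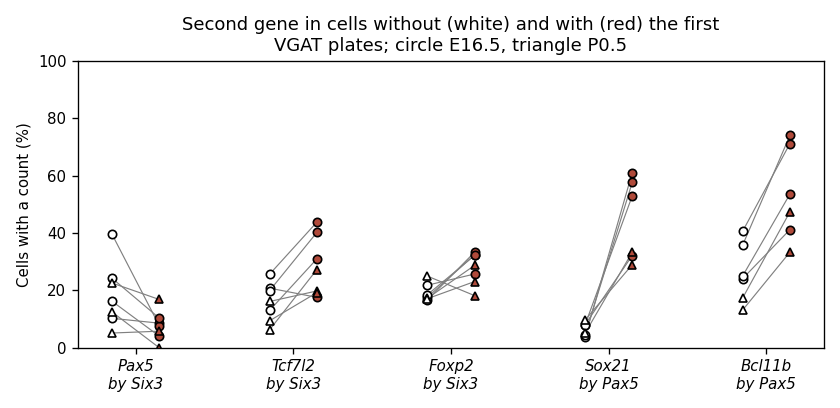
Share of thinned cells (%) with a count of the named gene among cells without (white) and with (red) Six3 or Pax5, with lines joining the values of a plate. Each point is a VGAT plate with at least 5 cells carrying Six3 or Pax5, circles at E16.5 and triangles at P0.5; for Sox21 every red point lies above its white point.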

Our scRNA-seq data identified distinct SNr clusters, either marked by the SNr marker *Six3* (cluster 6, 9, and13) or *Pax5* (cluster 7 and 11).^14^^,^^15^^,^^16^^,^^35^^,^^38^ *Tcf712* and *Foxp2* were strongly expressed in some of the *Six3*^*+*^ clusters (6 and 13), and *Sox21* and *Pou6f2* were strongly expressed in *Pax5*^*+*^ clusters (7 and 11) (Figure 2A). *Bcl11b* was a shared marker of several of these subtypes (cluster 7, 11, and 13) (Figure 2A). 

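Bcl11b (ENSMUSG00000048251; chromosome 12, from 107910403 to 108003602) was found in 53.4% ± 16.3 of cells with Pax5 and 26.0% ± 10.5 of cells without (SD, n = 6), a difference of 27.5 points ± 7.68 (SD) that was positive on 6 of 6 plates (exact permutation p = 0.0313, the smallest possible). By Six3, the shares were 25.6% ± 8.66 with and 33.2% ± 14.4 without (SD, n = 7), a difference of -7.60 points that was negative on 5 of 7 plates (exact permutation p = 0.0781, adjusted p = 0.123). Without thinning, this difference was 1.62 points.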

Immunohistochemistry combined with *in situ* hybridization or double immunohistochemistry on embryonic *VGAT-Cre:Ai14:Pitx3-GFP* mice were used to confirm expression of some of these markers, i.e., *Pax5*, Sox21, and Pou6f2, in the tdT^+^ GABAergic area of the SNr (Figures 2B–2D). Six3 expression was reported previously^28^^,^^38^ and its analysis revealed an interesting SNr subregion-specific distribution of some marker genes. Six3 was predominantly expressed in the lateral SNr (lSNr), while Sox21 expression was localized closer to the SNc in the medial SNr (mSNr) (Figures 2C and 2E). To examine whether further subregions could be identified, the different SNr clusters (6, 7, 9, 11, and 13) were subclustered and top marker genes were identified (Figures 2F and 2G). Hierarchal clustering of the pairwise correlation between coupling *Z* scores was performed, which highlighted subgroups of clusters. With this process, noise from other clusters was eliminated, the signal of SNr clusters enhanced, and a relative comparison exclusively on SNr signals conducted. Spatial analysis of a selection of the markers using the Allen Brain Atlas (ABA) showed that at E18.5 the *Six3* clusters could be divided into *Six3*^*+*^*Tcf7l2*^*+*^ and *Six3*^*+*^*Foxp2*^*+*^ subclusters with a more dorsal or ventral location, respectively (Figures 2H, 2K, and 2L). Further, *Six3* and *Pax5* expression patterns were largely non-overlapping at E18.5 with prominent *Pax5* signals in the ventro-caudal SNr and *Six3* staining in other parts of the SNr (Figures 2H and 2I). *Bcl11b* labeled the *Pax5*^*+*^ area and a ventral *Six3*^*+*^ subcluster (Figures 2H–2J). Part of the *Pax5*^*+*^ region was also labeled by *Sox21*, *Pou6f2*, *Irs4*, and *Pou3f2* (Figures 2A, 2G, and S2A). Further, molecularly defined subregions of the SNr could still be detected at postnatal stages (Figures S2B and S2C). However, beyond P14 signals were weaker and the density of labeled cells decreased.

**Figure 2:**
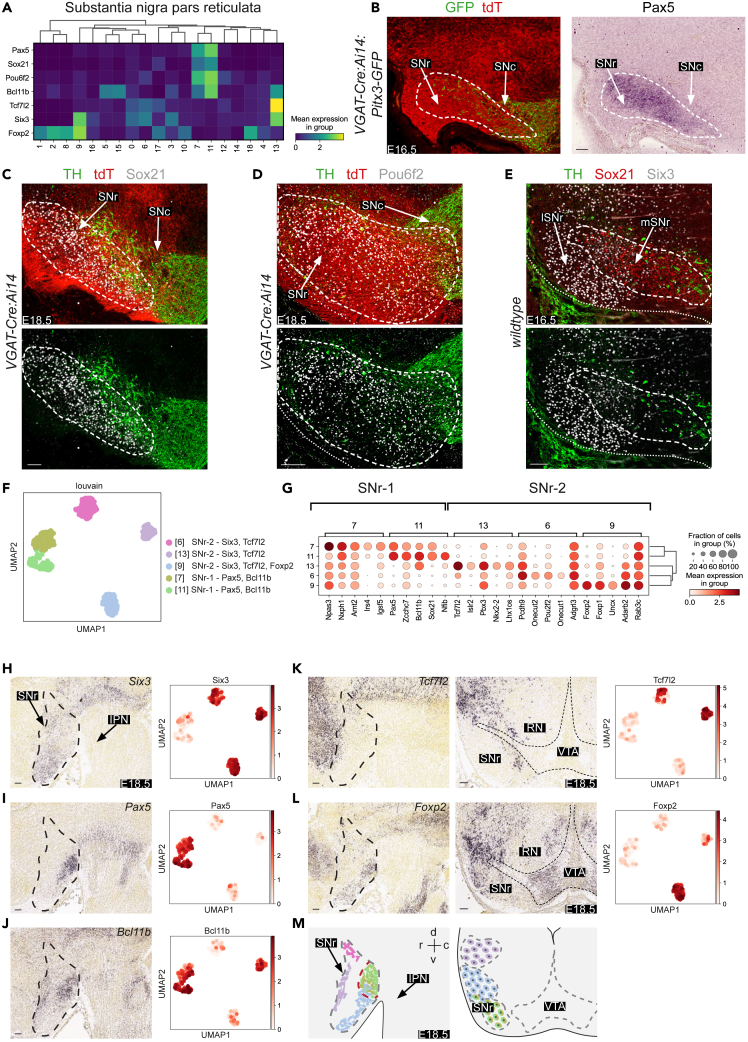
GABAergic neuron subtypes in the substantia nigra pars reticulata (A) Matrix plot showing the mean expression levels of the top ranked markers of SNr clusters (from Figure 1). (B) *In situ* hybridization for *Pax5* combined with immunohistochemistry for GFP or tdTomato (tdT) on coronal sections of the E16.5 ventral midbrain of *VGAT-Cre:Ai14:Pitx3-GFP* mice. Dashed line in B-E and H-L indicate substantia nigra pars reticulata (SNr). SNc, substantia nigra pars compacta. (C–E) Double immunohistochemistry for tdT, tyrosine hydroxylase (TH, to mark the mDA system) and the indicated SNr markers on coronal sections of the E18.5 (C and D) or E16.5 (E) ventral midbrain of *VGAT-Cre:Ai14* or wild-type mice. Each staining was performed on >3 embryos with similar results. lSNr, lateral SNr; mSNr, medial SNr. (F) UMAP embedding showing the identified SNr clusters following subclustering as detected by the Louvain algorithm per single cell and a few (sub)cluster marker genes. (G) Dot-plot showing the mean normalized expression of the top 5 ranked markers of the 5 subclustered SNr subtypes, disk size indicates positive fraction of cells within the group (%). (H–L) Spatial gene expression analysis of SNr markers. For each panel (and marker) UMAP embedding of the selected SNr clusters is shown at the right and *in situ* hybridization of sagittal sections of the E18.5 ventral midbrain at the left (from the Allen Brain Atlas; rostral is to the left). For (K) and (L), coronal sections are also shown. Dashed line indicates SNr in sagittal sections and mDA system in coronal sections. IPN, interpeduncular nucleus; RN, red nucleus; VTA, ventral tegmental area. (M) Schematic representations of the location of different SNr clusters. Left schematic, rostral is to the left. Right schematic is a coronal view. Color coding as in (F). c, caudal; d, dorsal; r, rostral; v, ventral. Scale bar, 100 μm. See Figure S2.

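To compare the cells on genes that do not define them, the counts of cells with Six3 and no Pax5 count and of cells with Pax5 and no Six3 count were summed on each of the 7 VGAT plates and tested in pairs within plates, with Six3 and Pax5 left out. The cells were chosen by these counts alone and not by region. In thinned cells, Six3 was also found in 77 of 129 cells of a GABA-VTA-like cluster and 29 of 141 Hy-like cells. The comparison is therefore not one of SNr cells alone. The sums held between 19 and 131 Six3 cells and between 5 and 69 Pax5 cells per plate. Cells with counts of both genes, between 5 and 50 per plate, were left out. Of 9973 genes tested with edgeR, 284 passed the threshold, 137 higher and 147 lower in Six3 cells, and 1103 had an unadjusted p under 0.05. Without the plate as a block, 148 genes passed, and without the filter on low counts 541. A minimum of 85% spliced counts per cell left 753 genes to test and 1 past the threshold. Without VGAT E16.5 replicate 3, 131 genes passed, and without VGAT E16.5 replicate 4, 154.

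Large log2 fold changes in Six3 cells over Pax5 cells, among genes with 1 direction on all plates, were those of Six3os1 (5.59), Nr2f2 (2.85), Islr2 (2.73), B130024G19Rik (2.66) and Sox1 (2.52). Each of these genes had 0 counts in the Pax5 cells of at least 1 plate, so that the sizes of their fold changes are uncertain. Six3os1 overlaps Six3 on the opposite strand and B130024G19Rik overlaps Nr2f2 on the opposite strand, so that their counts are uncertain if reads were counted without regard to strand. Nr2f2 (ENSMUSG00000030551; chromosome 7, from 70351944 to 70366735) had 375 ± 113 CPM in Six3 cells and 56.4 ± 45.6 CPM in Pax5 cells (SD, n = 7), with a standard error of 0.28 and an adjusted p of 1.53e-05 from edgeR. In Pax5 cells, large differences were those of Klhl14 (-3.74), Sox21 (-3.52), En2 (-3.40) and Irs4 (-3.27). Klhl14 (ENSMUSG00000042514; chromosome 18, from 21550377 to 21654718) had 3.04 ± 2.09 CPM in Six3 cells and 47.1 ± 19.6 CPM in Pax5 cells (SD, n = 7), with a standard error of 0.35 and an adjusted p of 8.52e-06 from edgeR. Foxp2 was higher in Six3 cells on 7 of 7 plates, with a log2 fold change of 2.38 (adjusted p = 5.45e-05 from edgeR). Tcf7l2 was higher on 6 of 7 plates with a log2 fold change of 2.51 and did not pass (adjusted p = 0.0888 from edgeR). It passed with DESeq2 (3.32), spliced counts (4.35), no filter on low counts (2.58) and without VGAT E16.5 replicate 1 (3.48), and over all its alternatives the adjusted p was between 1.89e-62 and 0.555. Bcl11b was lower on 7 of 7 plates (-1.66), and Pou3f2 differed by -0.47 with 4 of 7 plates lower (adjusted p = 0.462 from edgeR).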

In summary, our scRNA-seq analysis identified two large, distinct GABAergic clusters within the developing SNr, expressing *Six3*^*+*^ or *Pax5*^*+*^, in addition to further molecular subgroups within these clusters with distinct ventro-lateral and rostro-caudal locations (Figure 2M).

#### GABAergic neuron subtypes in the IPN and MRF

The IPN is located ventral of the VTA and is predominantly composed of GABAergic neurons but also contains serotonergic and glutamatergic cells.^39^^,^^40^^,^^41^^,^^42^ The dissection of the ventral midbrain in this study included part of the IPN and as a result two distinct IPN clusters were identified marked by expression of *Pax7* or *Otp* (cluster 12) and *Sox14* (cluster 18) (Figures 3A and 3B). 

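Pax7 (ENSMUSG00000028736; chromosome 4, from 139737062 to 139833528) was rare, with at least 5 thinned cells on 4 of the 7 VGAT plates and 48 cells over these. Otp (ENSMUSG00000021685; chromosome 13, from 94875602 to 94885130) was found in 36.7% ± 16.9 of cells with Pax7 and 2.85% ± 1.01 of cells without (SD, n = 4), a difference of 33.8 points that was positive on 4 of 4 plates. The 4 plates cannot give an exact permutation p below 0.125, which was the value here. Sox14 was found in 10.0% ± 8.40 of cells with Pax7 and 16.2% ± 3.25 of cells without (SD, n = 4), a difference of -6.17 points with 2 plates in each direction (exact permutation p = 0.500). Its direction changed with spliced counts, where the difference was 5.43 points.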

Immunohistochemistry on sections of P0.5 *VGAT-Cre:Ai14:Pitx3-GFP* mice showed expression of Pax7 in the tdT^+^ rostral IPN (Figure 3C). The *VGAT*^*-*^ area between the VTA and the GABAergic IPN was positive for Vsx2 and has been reported to contain glutamatergic neurons (Figure 3C).^22^ *In situ* hybridization showed *Otp* and *Sox14* staining in the rostral and caudal IPN, respectively^43^ (Figure 3D). Due to the small number of cells in clusters 12 and 18, no subclustering was performed.

**Figure 3:**
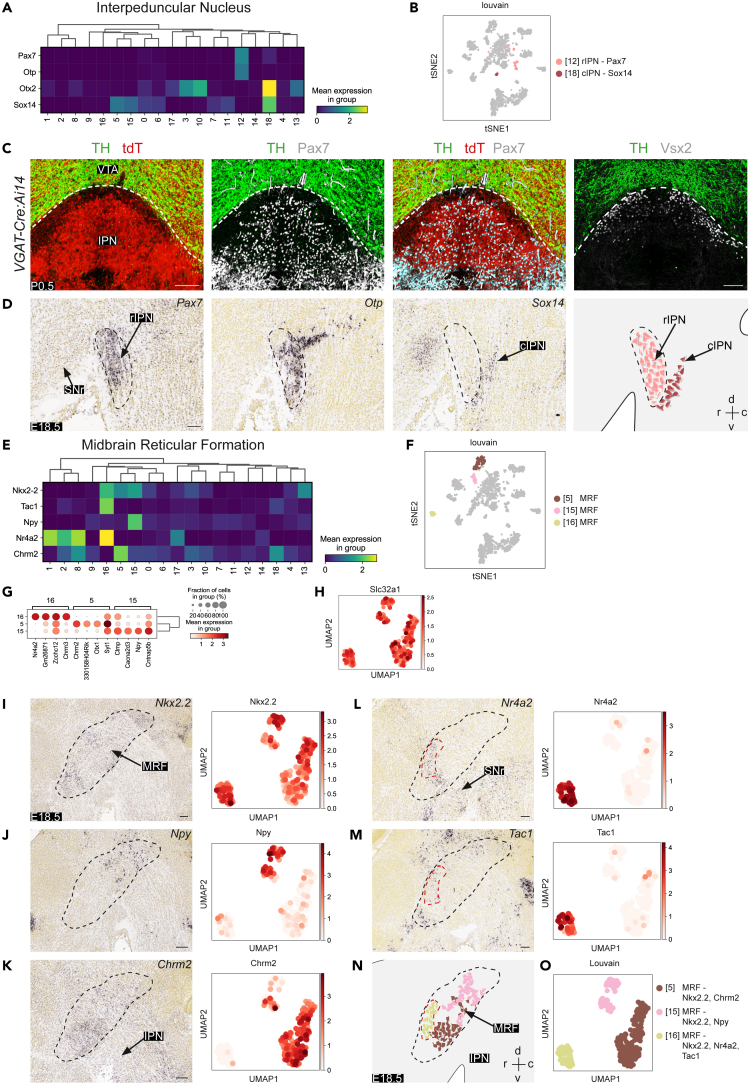
GABAergic neuron subtypes in the interpeduncular nucleus and midbrain reticular formation (A) Matrix plot showing the mean expression levels of the top ranked markers of the interpeduncular nucleus (IPN) clusters (from Figure 1). (B) t-SNE embedding showing the identified IPN clusters in the context of all identified clusters. (C) Immunohistochemistry for tyrosine hydroxylase (TH), tdTomato (tdT), and/or Pax7 or Vsx2 on coronal sections of the IPN of P0.5 *VGAT-Cre:Ai14* mice. Dashed line indicates border between ventral tegmental area (VTA) and IPN. Each staining was performed on >3 embryos with similar results. (D) *In situ* hybridization for *Pax7*, *Otp*, and *Sox14* in sagittal sections of E18.5 wildtype mice (Allen Brain Atlas). Schematic on the right summarizes the location of the different IPN clusters in a sagittal view. Dashed line indicates rostral (r) IPN.; cIPN, caudal IPN; d, dorsal; c, caudal; v, ventral. (E) Matrix plot showing the mean expression of the top ranked markers of the midbrain reticular formation (MRF) clusters (from Figure 1). (F) t-SNE embedding highlighting the identified MRF clusters in the context of all identified clusters. (G) Dot-plot showing normalized expression of the top 4 ranked markers of the 3 subclustered MRF subtypes. Disk size indicates positive fraction of cells within the group (%). (H) UMAP embedding of *Slc32a1* expression in the MRF subclusters. (I–M) Spatial gene expression analysis of MRF markers. For each panel (and marker) UMAP embedding of the selected MRF cluster(s) is shown at the right and *in situ* hybridization of sagittal sections of the E18.5 ventral midbrain at the left (from the Allen Brain Atlas; rostral is to the left). Black dashed line indicates the MRF. Red dashed line indicates location of MRF cluster 16. (N) Schematic representation of the location of different MRF clusters. Color coding as in (O). (O) UMAP embedding showing the identified MRF clusters following subclustering as detected by the Louvain algorithm per single cell and a few (sub)cluster marker genes. Scale bar, 100 μm. See Figure S3.

The MRF is located medially in the midbrain around the red nucleus (RN) and dorsal of the SNc. The MRF contained different GABAergic clusters (5, 15, and 16) that were marked by expression of *Nkx2.2* (Figures 1D and 3E; Figures S3A and S3B). While early postnatal stages (P4) showed clear *Nkx2.2* expression in the MRF, at later postnatal stages (P14-28) signals decreased and no clear region-specific patterns were found (Figures S3C–S3E). Sub-clustering of MRF clusters was performed followed by *in situ* hybridization (Figure 3G). 

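Slc32a1 (ENSMUSG00000037771; chromosome 2, from 158610767 to 158615748) was found in 62.2% ± 10.6 of thinned VGAT cells with Nkx2-2 (SD, n = 7; Nkx2.2 in the paper) and in 53.1% ± 11.0 of cells without it. The difference was 9.05 points ± 7.32 (SD), positive on 6 of 7 plates (exact permutation p = 0.0469, adjusted p = 0.103). Nkx2-2 (ENSMUSG00000027434) lies on chromosome 2 from 147177546 to 147194243, and 290 thinned cells had it.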

The identified subclusters expressed *Slc32a1* (gene encoding for VGAT) confirming their GABAergic identity (Figures 3H and S3B). 

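Chrm2 (ENSMUSG00000045613; chromosome 6, from 36388084 to 36528414) was found in 30.2% ± 6.87 of thinned VGAT cells with Nkx2-2 and 25.2% ± 6.16 of cells without (SD, n = 7). The difference was 5.00 points ± 8.79 (SD), smaller than its spread between plates, and positive on 6 of 7 plates (exact permutation p = 0.109, adjusted p = 0.160). VGAT P0.5 replicate 3 had a difference of 23.9 points, and without that plate the mean was 1.85 points. Over all 7 plates the mean was 9.49 points with spliced counts and 11.7 points without thinning.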

Cluster 5 was marked by *Chrm2* and occupied the ventrocaudal MRF (Figure 3K). 

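Tac1 (ENSMUSG00000061762; chromosome 6, from 7554879 to 7565834) was found in 36.8% ± 18.6 of thinned VGAT cells with Nr4a2 (SD, n = 7; ENSMUSG00000026826; chromosome 2, from 57106830 to 57124003) and in 4.69% ± 0.823 of cells without. The difference of 32.1 points ± 18.4 (SD) was positive on 7 of 7 plates (exact permutation p = 0.0156, the smallest possible with 7 plates, adjusted p = 0.0764) and rested on 75 cells with Nr4a2. Between cells with and without Nkx2-2, the shares with Tac1 were 14.0% ± 10.8 and 5.01% ± 1.68 (SD, n = 7), a difference of 9.01 points on 6 of 7 plates (exact permutation p = 0.0313). Without VGAT P0.5 replicate 1, where 3 of 8 cells with Nkx2-2 had Tac1, the mean difference was 5.22 points.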

Cluster 16 was marked by *Nr4a2* (also known as *Nurr1*) and *Tac1* which showed overlap in their distribution in part of the *Nkx2.2*^*+*^ area (Figures 3E, 3L, and 3M). Interestingly, different regions of the MRF showed a different neuropeptide profile. For example, cluster 16 neurons expressed *Tac1* (marking substance P neurons), while cluster 15 expressed *Npy* (Figures 3I–3M). In addition, cluster 4 was marked by *Dlx1* and identified as a hypothalamic cluster, while cluster 14 was identified as a *Lamp5*-positive hindbrain cluster (Figures S3I and S3J).

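Among thinned VGAT cells with Npy (ENSMUSG00000029819; chromosome 6, from 49822710 to 49829507), 4.43% ± 3.72 had Tac1, against 6.11% ± 1.84 of cells without Npy (SD, n = 6). The difference of -1.68 points ± 4.91 (SD) was smaller than its spread and negative on 4 of 6 plates (exact permutation p = 0.406). Its direction changed when cells were thinned to 8000 counts, to 0.156 points, and with 1000 or more genes per cell, to 1.26 points. Npy was found in 11.1% ± 9.95 of cells with Nkx2-2 and 9.91% ± 8.80 of cells without (SD, n = 7), a difference of 1.19 points that was positive on 4 of 7 plates (exact permutation p = 0.766). It was -1.60 points without VGAT E16.5 replicate 1 and -0.238 points without cells that had more than 2 times the median count of their plate, but 6.26 points with spliced counts and 8.51 points without thinning.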

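Mab21l1 was found in 29.1% ± 23.1 of thinned VGAT cells with Lamp5 (ENSMUSG00000027270; chromosome 2, from 136052239 to 136069917) and 6.69% ± 6.42 of cells without (SD, n = 7), a difference of 22.5 points that was positive on 5 of 7 plates (exact permutation p = 0.0625).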

In conclusion, our analysis identified two distinct GABAergic IPN clusters located at different rostro-caudal levels (Figure 3D, bottom right panel). Further, different GABAergic neuron subtypes were found in the MRF, which all expressed *Nkx2.2* but differed in their expression of neuropeptides and other genes (e.g., *Chrm2* and *Chrm3*) (Figures 3N and 3O).

#### GABAergic neurons in the mDA system

In addition to regions surrounding the mDA neuron pool, GABAergic neuron subtypes were identified in the mDA system (SNc and VTA) (Figure 1E). These clusters expressed *Slc32a1* and a few co-expressed *Slc32a1* and *Pitx3*. These double-labeled cells (tdT^+^/GFP^+^) were isolated separately by FACS and RNA-seq was performed (Figures 1B–1D, S1C, and S1D). 

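Slc32a1 had 255 ± 41.9 CPM in VGAT+Pitx3 plates (SD, n = 2) and 235 ± 60.7 CPM in VGAT plates (SD, n = 7). Its log2 fold change of 0.10 (standard error 0.15, adjusted p = 0.822 from edgeR) was within the spread between plates. It was -0.05 without the VGAT+Pitx3 plate at E16.5. Pitx3 (ENSMUSG00000025229; chromosome 19, from 46135685 to 46148326) had 113 ± 49.0 CPM in VGAT+Pitx3 plates (SD, n = 2) and 0.124 ± 0.164 CPM in VGAT plates (SD, n = 7), with a standard error of 0.29 on the log2 scale and an adjusted p of 4.41e-11 from edgeR. On the VGAT+Pitx3 plates, 52 of 112 thinned cells with Pitx3 at E16.5 also had Slc32a1 (46.4%, interval 37.0 to 56.1), and 18 of 49 at P0.5 (36.7%, interval 23.4 to 51.7). Among cells without Pitx3, Slc32a1 was found in 53.5% at E16.5 (interval 46.1 to 60.8) and 54.0% at P0.5 (interval 46.8 to 61.1). Without thinning, the shares at E16.5 and P0.5 were 72.3% and 63.4% of cells with Pitx3 and 77.5% and 66.7% of cells without.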

Using a selection of transcription factors that mark the mDA system, 6 clusters were assigned to the SNc and VTA (1–3, 8, 10, and 17). Four of these clusters co-expressed mDAergic and GABAergic markers (1 [DA-SNc], 2 [DA-VTA], 8 [DA-VTA], and 17 [DA-prog]) (Figures 1D, 1E, 4A, and 4B). This is in line with previous studies showing the presence of GABAergic/mDAergic neurons in the adult midbrain.^17^^,^^33^^,^^44^ To confirm these data, *in situ* hybridization was performed for a selected marker, *En1*, which is expressed in clusters 1, 2, 8, and 17. 

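On the VGAT+Pitx3 plates, counts of dopamine and GABA genes were found in the same cells. Whether RNA from other wells gave part of these counts was not tested. There is 1 plate per stage, so these shares have no replicate error. Of 149 thinned cells with Slc6a3 at E16.5, 30.9% had Slc32a1 (interval 23.6 to 39.0), against 70.7% of 150 cells without Slc6a3 (interval 62.7 to 77.8). At P0.5 the shares were 25.4% of 114 cells (interval 17.7 to 34.4) and 71.9% of 135 cells (interval 63.5 to 79.2). Gad2 was found in 25.5% of the cells with Slc6a3 at E16.5 (interval 18.7 to 33.3) and 92.7% of those without (interval 87.3 to 96.3), and in 34.2% (interval 25.6 to 43.7) and 94.8% (interval 89.6 to 97.9) at P0.5. Ebf2 had the same direction at both stages, with 27.5% and 31.6% of cells with Slc6a3 and 84.7% and 77.0% of cells without. Slc17a6 was found in 46.4% and 49.3% of cells with Ebf2 at E16.5 and P0.5, and in 14.5% and 29.4% of cells without it.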

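En1 (ENSMUSG00000058665; chromosome 1, from 120602418 to 120607992) had 556 ± 77.1 CPM in VGAT+Pitx3 plates (SD, n = 2) and 54.9 ± 17.5 CPM in VGAT plates (SD, n = 7), a log2 fold change of 3.35 (standard error 0.22, adjusted p = 1.27e-07 from edgeR). It was found in 79.0% ± 6.07 of thinned cells of the VGAT+Pitx3 plates (SD, n = 2) and 13.4% ± 3.25 of thinned cells of the VGAT plates (SD, n = 7). Its level was lowest on VGAT E16.5 replicate 1, at 27.8 CPM, and the log2 fold change without that plate was 3.23. Of the 3 VGAT+Pitx3 clusters, the DA-SNc-like one had the highest share of thinned cells with En1, 89.5% (interval 85.0 to 93.0), and a DA-VTA-like one the lowest, 59.8% (interval 51.0 to 68.3).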

*En1* was expressed in the mDA system in the area of tyrosine hydroxylase (TH) and VGAT (tdT) expression (Figures 4C and S3F–S3H). To explore further heterogeneity, the 6 clusters that were originally assigned to the mDA system were sub-clustered (Figure 4D). GABAergic neurons in the mDA system could be grouped into subdomains that were classified by the combinatorial expression of specific molecular factors (Figure 4E) (DA-SNc, DA-VTA, DA-prog, and GABA-VTA). Interestingly, analysis of the top ranked marker genes of cluster 17 identified this small subset as progenitor cells of neurons in the GABAergic/mDAergic clusters (Figure 4E). Further, GABA-VTA clusters 3 and 10 were labeled by *Otx2*, while DA-VTA clusters 2 and 8 had less prominent *Otx2* expression but prominent *En1* labeling (Figures 4A and 4F–4I). 

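Otx2 (ENSMUSG00000021848; chromosome 14, from 48657677 to 48673819) had 23.4 ± 7.14 CPM in VGAT+Pitx3 plates (SD, n = 2) and 96.9 ± 16.3 CPM in VGAT plates (SD, n = 7), a log2 fold change of -2.01 (standard error 0.19, adjusted p = 4.13e-06 from edgeR). In thinned VGAT cells, Foxa2 was found in 33.1% ± 7.38 of cells with Otx2 and 3.51% ± 2.46 of cells without (SD, n = 7), a difference of 29.6 points that was positive on 7 of 7 plates and had the smallest exact permutation p. For En1 by Otx2 the difference was -0.0995 points ± 7.85 (SD, n = 7; exact permutation p = 0.969). It was between -1.95 and 1.37 points with each plate left out, and -6.44 points with cells thinned to 8000 counts. Sox14 was found in 13.9% ± 7.64 of cells with Otx2 and 18.6% ± 5.05 of cells without (SD, n = 7). The difference of -4.73 points was negative on 4 of 7 plates (exact permutation p = 0.328). It was 6.74 points when 2 or more counts were asked for and -13.7 points without thinning. On the VGAT+Pitx3 plates, 22 of 24 cells with Otx2 had En1 at E16.5 (91.7%, interval 73.0 to 99.0) and 16 of 21 at P0.5 (76.2%, interval 52.8 to 91.8). Of cells without Otx2, 82.5% had En1 at E16.5 (interval 77.5 to 86.8) and 74.6% at P0.5 (interval 68.4 to 80.1), so that the intervals overlap at each stage. Th was found there in 51.4% and 57.5% of cells with En1 and in 38.0% and 41.3% of cells without it at E16.5 and P0.5, with overlapping intervals at each stage.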

Immunohistochemistry confirmed that both Otx2 and En1 were expressed in the lateral portion of the VTA (Figures 4F–4H). Generally, Otx2 cells lacked TH signal, whereas En1-positive cells expressed TH, consistent with the clustering data. Interestingly, only a small number of cells co-expressed Otx2 and En1 in this region (Figure 4I).

**Figure 4:**
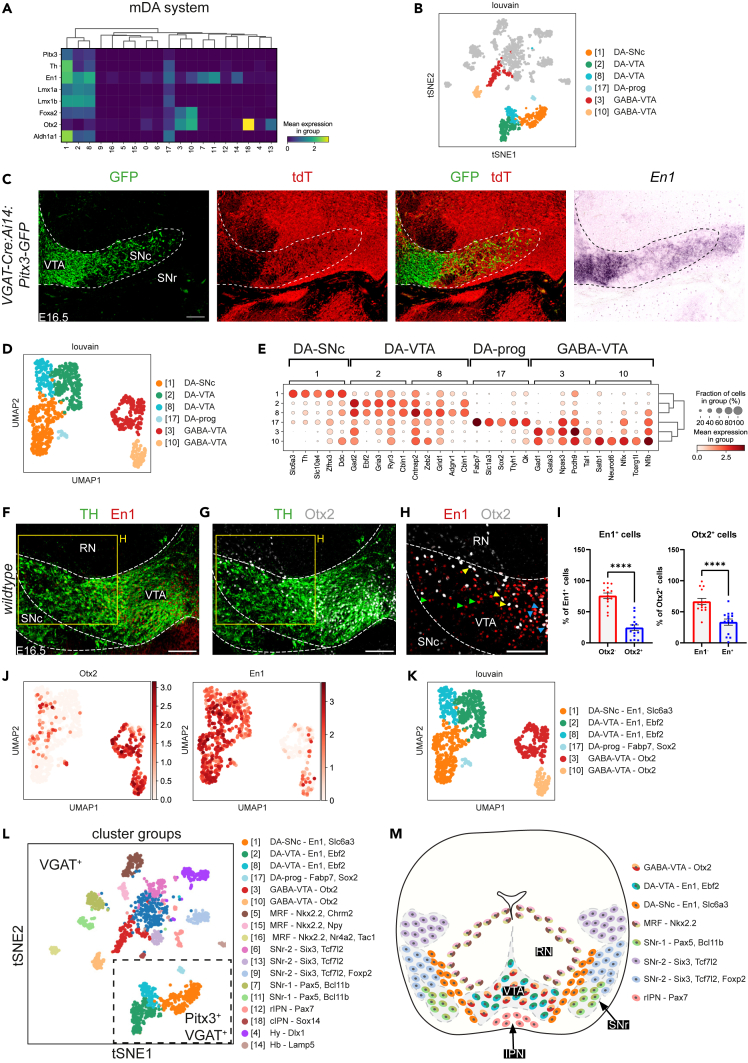
GABAergic neuron subtypes in the midbrain dopamine system (A) Matrix plot showing the mean expression of the top ranked markers of GABAergic neurons the midbrain dopamine (mDA) system (from Figure 1). (B) t-SNE embedding showing the identified clusters in the mDA system in the context of all clusters. DA-prog, DA progenitors. (C) *In situ* hybridization for *En1* combined with immunohistochemistry for GFP or tdTomato (tdT) on coronal sections of the E16.5 ventral midbrain of *VGAT-Cre:Ai14:Pitx3-GFP* mice. Dashed line indicates mDA system. SNc, substantia nigra pars compacta; SNr, substantia nigra pars reticulata; VTA, ventral tegmental area. (D) UMAP embedding showing the identified mDA system clusters following subclustering as detected by the Louvain algorithm per single cell. (E) Dot-plot showing normalized expression of the top 5 ranked markers of the 6 subclustered mDA system subtypes. Disk size indicates positive fraction of cells within the group (%). (F–H) Double immunohistochemistry for tyrosine hydroxylase (TH), Otx2, and/or En1 on coronal sections of the wild-type E16.5 mDA system. Dashed line demarcates the mDA system. Yellow boxed area is shown at higher magnification in H. RN, red nucleus. *n* = 4, 2 slices per brain. (I) Quantification of the number of En1^+^/Otx2^+^ and Otx2^+^/En1^+^ cells in the lateral portion of the VTA (H). Per mouse two sections obtained from two different rostral-caudal levels were used and both sides of the DA system were analyzed (*n* = 4 mice). Data points indicate sections and data are presented as means ± SEM. Normality tested with Shapiro-Wilk, two-tailed t test, ∗∗∗∗*p* < 0.0001. (J) UMAP embedding showing the expression levels of the selected marker genes *Otx2* and *En1*. (K) Annotated UMAP embedding of the mDA system clusters following subclustering with (sub)cluster specific markers. (L) Annotated t-SNE embedding showing VGAT^+^ and VGAT^+^Pitx3^+^ (boxed area) clusters in the ventral midbrain including (sub)cluster markers genes. This panel is identical to (Figure 1E). (M) Schematic overview of the spatial localization of the different GABAergic clusters in the late embryonic ventral midbrain. Color coding as in (L). Scale bar, 100 μm. See Figure S3.

In conclusion, our data identify different GABAergic neuron subtypes in the developing mDA system, in part co-expressing GABAergic and mDAergic markers (Figures 4J–4M).

### Electrophysiological properties and wiring patterns of VGAT^+^Pitx3^+^ neurons

Our scRNA-seq analysis of the ventral midbrain of *VGAT-Cre:Ai14:Pitx3-GFP* mice identified several GABAergic neuron subtypes in and around the mDA neuron pool (Figures 4L and 4M). Several of these subtypes co-expressed markers of mDAergic and GABAergic neurons, which is in line with the observation that in the adult mDA system subsets of neurons can synthesize and/or release more than one neurotransmitter.^45^^,^^46^^,^^47^ To examine whether such combinatorial expression of neurotransmitters could already be detected at developmental stages, expression of genes involved in the synthesis and transport of different neurotransmitters was studied in the clusters identified in this study (Figure 1E). This analysis confirmed that several clusters expressed markers corresponding to different neurotransmitter systems (Figures 5A and 5B). For example, clusters 1, 2, 8, and 17 not only expressed GABAergic markers but also genes implicated in DA synthesis and transport (*TH*, *Slc6a3* [encoding DAT], *Ddc* and *Slc18a2* [encoding VMAT2]). 

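Th (ENSMUSG00000000214; chromosome 7, from 142892752 to 142931128) had 519 ± 64.8 CPM in VGAT+Pitx3 plates (SD, n = 2) and 2.35 ± 2.21 CPM in VGAT plates (SD, n = 7), a log2 fold change of 7.78 (standard error 0.38, adjusted p = 3.91e-09 from edgeR). Slc6a3 (ENSMUSG00000021609; chromosome 13, from 73536747 to 73578672) had 670.3 ± 49.2 CPM and 1.30 ± 1.20 CPM in the same groups, with an adjusted p of 3.33e-11 from edgeR. The log2 fold changes of Ddc and Slc18a2 were 4.52 (standard error 0.20) and 6.22 (standard error 0.24). In thinned cells of the VGAT+Pitx3 plates, Th was found in 51.3%, Slc6a3 in 47.8%, Slc18a2 in 50.6% and Ddc in 68.3%. On the VGAT plates these shares were 1.13%, 0.399%, 0.850% and 7.07%. Ddc was also found in 71.4% of thinned cells of a GABA-VTA-like cluster. Of thinned VGAT+Pitx3 cells with Th, 35.4% had Slc32a1 at E16.5 (interval 27.7 to 43.7) and 33.8% at P0.5 (interval 25.9 to 42.5), against 65.8% and 69.8% of cells without Th. Without thinning these shares were 66.0% and 56.3% of cells with Th, against 90.1% and 79.8% of cells without.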

*TH* and *Ddc*, both involved in DA synthesis, and *Gad1* and *Gad2*, involved in GABA synthesis, showed distinct expression in different sets of clusters. *Gad1* was expressed in all VGAT^+^ clusters (in the SNr, IPN, MRF and to a lesser extent in the SNc), whereas *Gad2* was more strongly expressed in VGAT^+^/Pitx3^+^ clusters (most prominently in VTA clusters 2 and 8), as well as in all VGAT^+^ clusters. 

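Gad1 (ENSMUSG00000070880; chromosome 2, from 70553072 to 70602014) had 12.4 ± 2.93 CPM in VGAT+Pitx3 plates (SD, n = 2) and 1057 ± 149 CPM in VGAT plates (SD, n = 7), a log2 fold change of -6.37 (standard error 0.25, adjusted p = 3.88e-10 from edgeR). Gad2 (ENSMUSG00000026787; chromosome 2, from 22622205 to 22693874) had 990.4 ± 77.3 CPM and 563 ± 56.0 CPM in the same groups, a log2 fold change of 0.83 (standard error 0.12, adjusted p = 0.000269 from edgeR). The difference in Gad2 was -0.24 and did not pass with a minimum of 85% spliced counts per cell. Gad1 was found in 1.27% ± 0.0940 of thinned cells of the VGAT+Pitx3 plates (SD, n = 2) and 93.5% ± 1.79 of those of the VGAT plates (SD, n = 7). For Gad2 the shares were 63.1% ± 5.57 and 81.3% ± 3.50, so that fewer VGAT+Pitx3 cells had Gad2 while its mean level was higher. Over the 3 VGAT+Pitx3 clusters, the share of thinned cells with Gad2 was 23.5% in the DA-SNc-like cluster (interval 18.3 to 29.3) and 88.4% and 99.2% in the DA-VTA-like clusters (intervals 82.7 to 92.8 and 95.9 to 100), and over the 13 other clusters it was between 55.2% and 98.0%. Gad1 was found in 0.810% to 4.62% of cells of the VGAT+Pitx3 clusters and 81.0% to 99.2% of cells of the others.

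**Figure D2:**
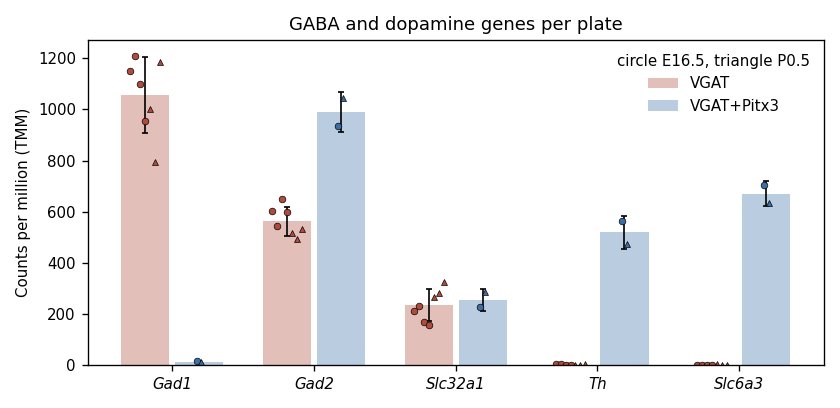
CPM of 5 genes of GABA and dopamine synthesis and transport on each plate, circles at E16.5 and triangles at P0.5. Bars are means and error bars SD over 7 VGAT plates and 2 VGAT+Pitx3 plates; Gad1 has a mean of 12.4 CPM in VGAT+Pitx3 plates and Th a mean of 2.35 CPM in VGAT plates.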

*In situ* hybridization confirmed this differential pattern of expression at adult stages (Figures S4A and S4B).

**Figure 5:**
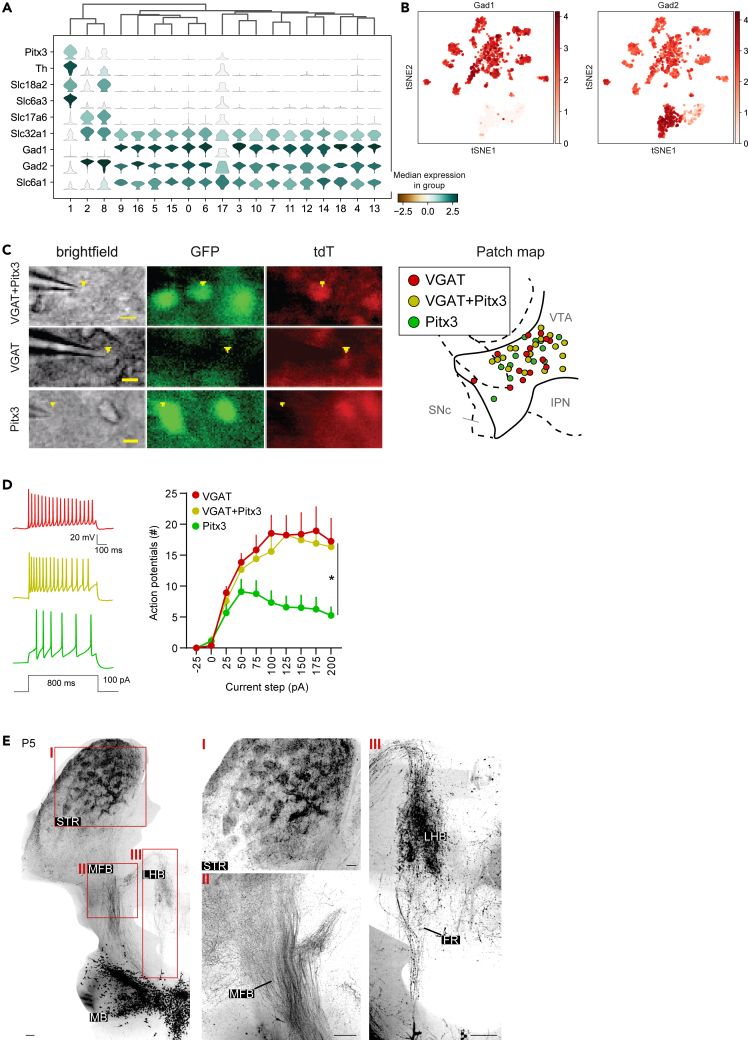
VGAT^+^Pitx3^+^ neurons display specific electrophysiological profiles and axon projections (A) Stacked violin plots showing expression of selected genes involved in the synthesis and transport of DA, glutamate and GABA in the different ventral midbrain GABAergic clusters. (B) t-SNE embedding showing expression of *Gad1* and *Gad2*. See Figure 1E for annotation. (C) Electrophysiological characteristics of VGAT^+^(tdT^+^), VGAT^+^Pitx3^+^ (tdT^+^GFP^+^), and Pitx3^+^ subsets (GFP^+^) in the midbrain. Example of patched neurons from different identities. Representative images of patched neurons (indicated by yellow triangle) in bright field, in GFP and tdTomato (tdT) channels, for conditions of VGAT^+^Pitx3^+^ neurons (top), single VGAT^+^ neurons (middle) and single Pitx3^+^ neurons (bottom). Scale bar, 10 μm. Right: Map of patched cells across the conditions in the ventral tegmental area (VTA). IPN, interpeduncular nucleus; SNc, substantia nigra pars compacta. (D) VGAT^+^Pitx3^+^ neurons and single VGAT^+^ neurons show similar firing patterns, while Pitx3^+^ neurons show reduced firing (n VGAT^+^ = 13 n Pitx3^+^ = 12, n double VGAT^+^Pitx3^+^ = 20, RM ANOVA, F(2,41) = 4.2, *p* = 0.022). Error bars represent ±SEM. (E) P5 *VGAT-Cre:Pitx3-FlpE:Ai65* mice were immunostained for tdT, optically cleared and imaged in a horizontal plane using fluorescent light sheet microscopy (FLSM). Left: representative max projection of 500 μm sections of a hemisphere from a horizontal plane z stack. Boxed areas are shown at higher magnification at the right. Images at the right show axons in striatal (STR) patches (I), the medial forebrain bundle (MFB) (II) and the lateral habenula (LHb) (III). HY, hypothalamus, MB, midbrain; FR, fasciculus retroflexus. Stainings were performed on >3 mice with similar results. Scale bar, 100 μm. See Figures S4 and S5; Tables S2 and S3.

To establish whether the molecularly distinct GABAergic and GABAergic/mDAergic neuron subtypes identified in our study also display different functional properties, whole-cell current clamp recordings were performed on VGAT^+^, Pitx3^+^, and VGAT^+^Pitx3^+^ co-expressing neurons in the VTA of postnatal *VGAT-Cre:Ai14:Pitx3-GFP* mice (between P3 and P12). VGAT^+^Pitx3^+^ neurons were defined as tdT^+^/GFP^+^, VGAT^+^ neurons as tdT^+^/GFP^−^, and Pitx3^+^ neurons as tdT^−^/GFP^+^. The three populations were equally distributed in terms of age of the recorded animals (average P + SEM; VGAT^+^ = 6.9 + 0.69, Pitx3^+^ = 6.8 + 0.96, VGAT^+^Pitx3^+^ = 7.0 + 0.48, Table S2). Moreover, the postnatal age at the time of patching did not significantly correlate with the neurophysiological properties that were assessed in the three cellular populations (Table S3). Recordings of the three subtypes were performed throughout the VTA (Figure 5C). These measurements revealed that VGAT^+^Pitx3^+^ and VGAT^+^ neurons fired more action potentials in response to current injections as compared to Pitx3^+^ neurons (Figure 5D). Further, VGAT^+^Pitx3^+^ and VGAT^+^ neurons had a lower action potential threshold as compared to Pitx3^+^ neurons (Figure S4B). Resting membrane potential, membrane resistance, capacitance, and voltage sag were not different between the three populations (Figures S4C–S4F). Thus, neurons in the VTA that express GABAergic or both mDAergic and GABAergic markers exhibit different electrophysiological firing properties as compared to mDAergic neurons in their immediate environment.

As VGAT^+^Pitx3^+^ neurons displayed distinct electrophysiological properties as compared to Pitx3^+^ neurons, we next assessed their axonal wiring pattern using P5 *Pitx3-FlpE:VGAT-Cre:Ai65* mice. In *Pitx3-FlpE* mice, a FlpE expression cassette replaces exons 2, 3, and in part exon 4 of the *Pitx3* gene, allowing for specific labeling of Pitx3-expressing neurons (Figure S5A). In line with the scRNA-seq data (Figure 1E), a subset of TH^+^ mDA neurons expressed tdT (VGAT + Pitx3) in the SNc and VTA (Figures S5B–S5D). Vice versa, a subset of neurons in the ventral midbrain, particularly in the rostral linear nucleus, expressed VGAT and Pitx3 but not TH (tdT^+^/TH^−^ cells) (Figures S5A and S5B). iDISCO^48^ was used to optically clear whole brains following whole-mount immunostaining followed by fluorescent light sheet microscopy (FLSM). tdT^+^ cell bodies were confined to the ventral midbrain (SNc, VTA, rostral linear nucleus), confirming the specificity of the intersectional strategy, and prominent axon projections to the forebrain were detected (Figure 5E). The overall wiring patterns of tdT^+^ axons were similar to those described for mDA neurons as detected by for example TH immunostaining or in *Pitx3-GFP* mice, with innervation of targets such as striatum or the habenula. However, both the medial forebrain bundle (MFB) and striatum were less broadly populated by tdT^+^ axons as compared to TH^+^ axons (Figures S5E–S5G). Interestingly, striatal patches appeared enriched for both TH^+^ axons and tdT^+^ axons, while tdT^+^ innervation of the habenula was restricted to the lateral habenula (LHB) as compared to broader TH labeling (Figures 5E and S5E). We observed a few tdT^+^TH^−^ axons in additional regions, including the cortex, septum, and thalamus, in line with the known projection patterns of GABAergic neurons. No regions beyond those shown in the figures exhibited such axonal labeling. These data indicate that the majority of VGAT^+^Pitx3^+^ neurons project to known mDA target areas, while a subset of VGAT^+^Pitx3^+^TH^−^ neurons projecting to non-mDA target areas.

Together, these findings identify a group of molecularly distinct GABAergic neurons in the developing mDA system which express mDAergic markers (e.g., *Th* and *Pitx3*) and have distinct functional properties (i.e., compared to mDAergic neurons) and distinctive axonal innervation patterns.

### Netrin-1 instructs the positioning of different ventral midbrain GABAergic subtypes

The molecular mechanisms that direct the migration of ventral midbrain GABAergic neurons during development are poorly understood. Our scRNA-seq data of GABAergic neurons isolated at developmental stages during which their migration occurs provide an opportunity to identify molecular factors that may regulate these migratory events. As axon guidance proteins are well-known for their role in neuron migration,^49^ the expression of these cues was examined in the different GABAergic clusters. This revealed broad expression for some cues (e.g., *Ephb1* and *Sema6d*) and more subtype-dependent expression for others (e.g., *netrin-1*, *Bdnf*, and *Epha5*) (Figures 6A and 6B). 

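Ephb1 (ENSMUSG00000032537; chromosome 9, from 101922128 to 102354693) was found in 68.9% ± 7.35 of thinned cells of the VGAT plates (SD, n = 7) and 32.8% ± 0.931 of those of the VGAT+Pitx3 plates (SD, n = 2), and its level in VGAT+Pitx3 plates had a log2 fold change of -1.71 (standard error 0.16, adjusted p = 4.72e-06 from edgeR). Sema6d (ENSMUSG00000027200; chromosome 2, from 124089969 to 124667770) was found in 72.6% ± 7.58 (n = 7) and in 87.0% (n = 2). Its log2 fold change of 0.65 (standard error 0.17, adjusted p = 0.0255 from edgeR) lost the threshold when either VGAT+Pitx3 plate or VGAT P0.5 replicate 3 was left out. The adjusted p was 0.445 from edgeR without the VGAT+Pitx3 plate at P0.5. Epha5 (ENSMUSG00000029245; chromosome 5, from 84054761 to 84417382) was found in 52.9% ± 3.59 of thinned VGAT cells (SD, n = 7) and 87.6% ± 2.27 of thinned VGAT+Pitx3 cells (SD, n = 2), with a log2 fold change of 1.41 (standard error 0.14, adjusted p = 8.85e-06 from edgeR). Over the 16 rebuilt clusters the share of thinned cells was between 26.3% and 95.7% for Ephb1, between 13.8% and 93.5% for Sema6d and between 20.7% and 100% for Epha5.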

Interestingly, *netrin-1*, *Bdnf*, *Lmx1a*, and *Wnt5a* were almost exclusively expressed in the VGAT^+^Pitx3^+^ clusters. 

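Ntn1, the gene of netrin-1 (ENSMUSG00000020902; chromosome 11, from 68209364 to 68400823), had 404 ± 51.0 CPM in VGAT+Pitx3 plates (SD, n = 2) and 11.9 ± 8.69 CPM in VGAT plates (SD, n = 7), a log2 fold change of 5.11 (standard error 0.33, adjusted p = 7.90e-08 from edgeR). Wnt5a (ENSMUSG00000021994; chromosome 14, from 28504750 to 28527448) had 300.4 ± 12.6 CPM and 7.86 ± 2.22 CPM in these groups, a log2 fold change of 5.28 (standard error 0.17, adjusted p = 4.91e-11 from edgeR). Lmx1a (ENSMUSG00000026686; chromosome 1, from 167689237 to 167848741) had 243 ± 75.9 CPM and 1.34 ± 1.62 CPM, a log2 fold change of 7.75 (standard error 0.35, adjusted p = 1.82e-09 from edgeR), or 8.30 without VGAT E16.5 replicate 1, which had 14 counts of Lmx1a. Bdnf (ENSMUSG00000048482; chromosome 2, from 109674700 to 109727007) had 129.7 ± 7.78 CPM and 15.0 ± 6.87 CPM, a log2 fold change of 3.18 (standard error 0.22, adjusted p = 1.43e-07 from edgeR). In every one of these genes both VGAT+Pitx3 plates were above all 7 VGAT plates.

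In thinned cells of the VGAT+Pitx3 plates and the VGAT plates, Ntn1 was found in 70.5% ± 7.04 and 3.66% ± 1.99, Wnt5a in 60.6% and 3.06%, Lmx1a in 57.1% ± 6.31 and 0.288% ± 0.403, and Bdnf in 22.6% ± 5.86 and 5.25% ± 3.16 (SD, n = 2 and n = 7). Bdnf was found in 45.3% of thinned cells of the DA-SNc-like cluster and 4.55% of those of a DA-VTA-like cluster, and in up to 10.0% of those of the 13 other clusters.

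**Figure D3:**
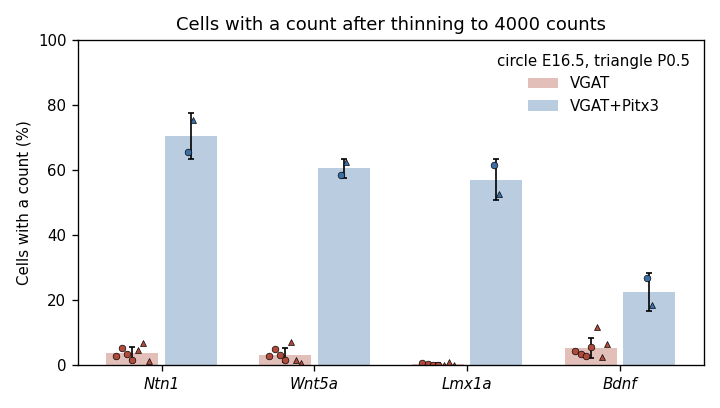
Share of thinned cells (%) with a count of Ntn1, Wnt5a, Lmx1a or Bdnf on each plate, circles at E16.5 and triangles at P0.5. Bars are means and error bars SD over 7 VGAT plates and 2 VGAT+Pitx3 plates; the VGAT+Pitx3 plates lie above the VGAT plates for each gene.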

As our previous work had shown that netrin-1 is required for the migration of Six3^+^ GABAergic neurons to the SNr,^28^ we explored potential roles for this cue in the positioning of other GABAergic subtypes in the ventral midbrain.

**Figure 6:**
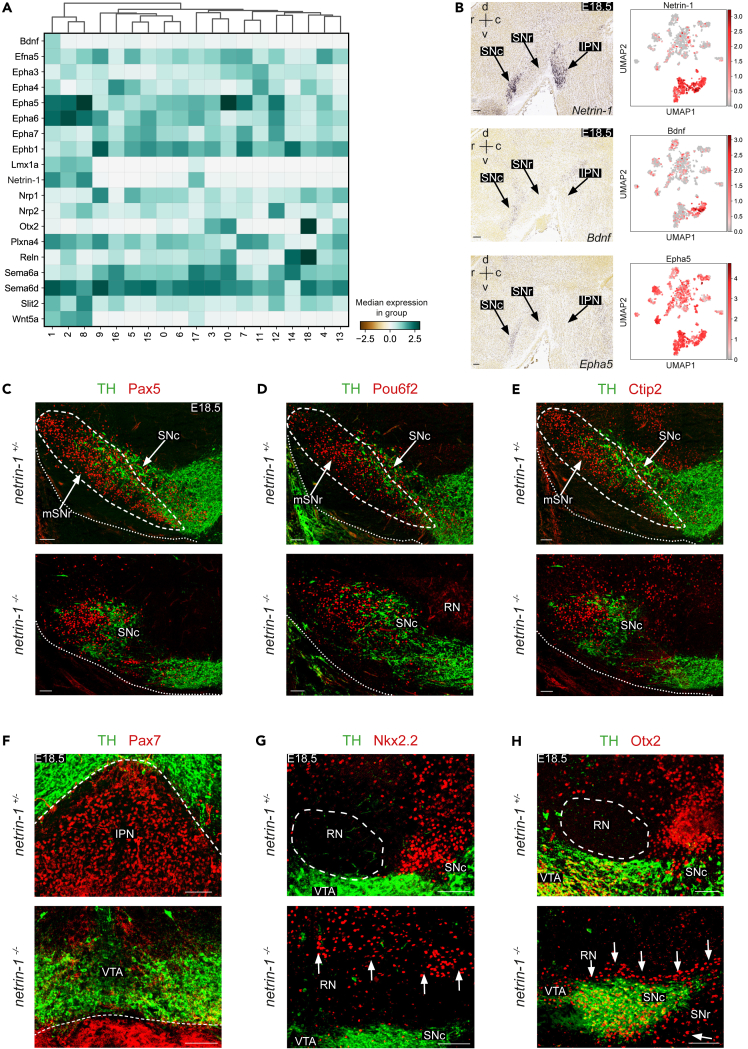
Netrin-1 instructs the positioning of different ventral midbrain GABAergic neuron subtypes (A) Heatmap showing the expression of axon guidance cues (GO:0008046, GO:0007411) in the ventral midbrain GABAergic neuron clusters. (B) Expression of selected axon guidance cues *netrin-1*, *Bdnf* and *Epha5*. Left: *In situ* hybridization for the selected axon guidance cues in sagittal sections of E18.5 ventral midbrain (from the Allen Brain Atlas; rostral is to the left). Right: UMAP embedding showing the expression of the selected axon guidance cues in the ventral midbrain GABAergic clusters. Please see Figure 1E for cluster annotations. SNc, substantia nigra pars compacta; SNr, substantia nigra pars reticulata; IPN, interpeduncular nucleus. (C–H) Double immunohistochemistry for tyrosine hydroxylase (TH) and the indicated proteins on coronal sections of the ventral midbrain of E18.5 *netrin-1*^*+/−*^ (control) and *netrin-1*^*−/−*^ mice. Each staining was performed on >3 embryos with similar results. RN, red nucleus; VTA, ventral tegmental area. Dashed line indicates SNr (C–E), border VTA and IPN (F), or RN (G and H). Arrows indicate aberrantly localized cells. mSNr, medial SNr. Scale bar, 100 μm. See Figure S6.

First, the spatial localization of the GABAergic markers *Gad1*, *Gad2*, and *Tal1* was assessed in E18.5 *netrin-1*^*−/−*^ mice and littermate controls (*netrin-1*^*+/−*^ and *netrin-1*^*+/+*^ embryos were used with similar results) to establish the overall effect of netrin-1 depletion on the distribution of GABAergic neurons (Figures S6A–S6C). In *netrin-1*^*+/−*^ mice, *Gad1*^*+*^ and *Gad2*^*+*^ neurons were located around the RN and in the SNc, whereas *Gad2*^*+*^ was also found in the VTA. In *netrin-1*^*−/−*^ embryos, the mDA neuron pool had flattened, as reported previously.^28^^,^^50^ *Gad1*^*+*^ neurons mislocalized in the RN and dorsal of the mDA neuron pool in *netrin-1*^*−/−*^ embryos (Figure S6A). *Gad2* expression around the RN was intact but some *Gad2*^*+*^ neurons aberrantly localized dorsal of the mDA neuron pool. Further, as the mDA system had flattened in the absence of netrin-1, the density of *Gad2*^*+*^ neurons in this structure increased (Figure S6B). *Tal1* was strongly expressed in neurons in the MRF and SN (SNc and SNr) in *netrin-1*^*+/−*^ embryos. In *netrin-1*^*−/−*^ mice, *Tal1*^*+*^ neurons invaded the RN and accumulated in specific regions of the SN (Figure S6C). Together, these data suggest that the migration of several GABAergic subtypes is affected in the ventral midbrain in the absence of netrin-1.

To study the effect of netrin-1 ablation on specific GABAergic neuron subtypes in the ventral midbrain, we first focused on the SNr. Six3^+^ GABAergic neurons rely on axon-derived netrin-1 for entering the rostral SNr during embryonic development.^28^ To test whether the migration or positioning of other SNr subtypes is also netrin-1-dependent, we assessed Pax5^+^(Six3^-^) neurons. In *netrin-1*^*+/−*^ mice, Pax5^+^ neurons were localized lateral of the TH^+^ SNc mDA neurons in the SNr (Figure 6C). However, in E18.5 *netrin-1*^*−/−*^ mice, TH^+^ neurons occupied the SNr territory and Pax5^+^ GABAergic neurons, similar to Six3^+^ neurons,^28^ accumulated more dorsally (Figure 6C). Other markers for GABAergic neurons in the SNr, such as *Pou6f2* and *Bcl11b* (Ctip2) (Figures 2D and 2J), also showed similar mislocalization in *netrin-1*^*−/−*^ mice (Figures 6D and 6E).

Next, GABAergic subtypes in the IPN and MRF were examined. Netrin-1 has been implicated in the migration of neurons to IPN,^29^^,^^51^^,^^52^ and particularly of Pax7^+^ neurons.^43^ However, the effect of netrin-1 depletion had not been studied. Analysis of *netrin-1*^*−/−*^ mice showed displacement of TH^+^ neurons and reduced *Pax7* expression confirming the role of *netrin-1* in GABAergic IPN development (Figure 6F). In control *netrin-1*^*+/−*^ mice, GABAergic neurons in the MRF expressed Nkx2.2 and were located around the RN and dorsal of the SNc (Figure 6G). In contrast, in E18.5 *netrin-1*^*−/−*^ mice, a subset of Nkx2.2^+^ neurons had invaded the RN region and Nkx2.2^+^ neurons were absent from the region immediately dorsal of the SNc (Figure 6G). In the ventral midbrain, *Otx2* is expressed in the VTA, MRF, and cIPN. In *netrin1*^*−/−*^ mice, Otx2^+^ neurons were still present in the VTA, but their organization was disrupted. Compared to control *netrin-1*^*+/−*^ mice, in which no Otx2 expression was detected outside of the VTA or in the MRF, Otx2^+^ neurons were positioned dorsal as well as ventral of the SNc and VTA in *netrin-1*^*−/−*^ mice (Figure 6H).

Together, these results indicate that netrin-1 is required for the migration of several GABAergic neuron subtypes. For example, for positioning SNr GABAergic neurons ventrolateral to the SNc, GABAergic IPN neurons ventral to the VTA, and GABAergic MRF neurons dorsal to the SNc.

### Ventral midbrain GABAergic neuron migration requires specific netrin-1 sources and receptors

As striatal axon-derived netrin-1 instructs Six3^+^ neurons to localize ventrolateral of the SNc,^28^ we next asked which cellular sources of netrin-1 are required for guiding other GABAergic subtypes in the ventral midbrain. Our data showed strong *netrin-1* expression in Pitx3^+^VGAT^+^ clusters (Figures 6A and 6B). *Netrin-1* expression has also been reported in the ventricular zone (VZ), and netrin-1 protein was detected in radial glia, mDA neurons, and the cerebral peduncle.^28^^,^^53^^,^^54^^,^^55^^,^^56^^,^^57^ Therefore, conditional knockout (cKO) experiments were performed to establish which netrin-1 sources are required for the migration of some of the GABAergic subtypes identified in this study. Analysis of E18.5 *Tag1-Cre:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice revealed a strong disorganization of several different GABAergic subtypes, i.e., Otx2^+^ VTA, Pax7^+^ IPN, and Nkx2.2^+^ MRF as compared to several control genotypes (Figures 7A and S6D). However, *Tag1* is expressed throughout the CNS and Tag1^+^ axons in the ventral midbrain originate from different neuronal populations throughout the brain. Therefore, in subsequent experiments Cre lines that target the hindbrain and the spinal cord (*HoxB1-Cre*), midbrain and rhombomere 1 (r1) (*En1-Cre*), or specifically mDA neurons (*Pitx3-Cre*) were used. P0.5 *HoxB1-Cre:netrin-1*^*f*^^*l*^^*\fl*^ and *HoxB1-Cre:netrin-1*^*+\+*^ mice showed a similar pattern of Otx2 and Pax7 expression in the ventral midbrain, arguing against a role for hindbrain/spinal cord-derived netrin-1 (Figure 7B). Analysis of E18.5 *En1-Cre:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice showed ectopic localization of Otx2^+^ neurons dorsal to the SNc as observed in *netrin-1*^*−/−*^ mice. Moreover, these embryos showed failure of GABAergic neuron migration into the IPN. This region was instead occupied by mDA neurons (Figure 7C). In contrast, expression of Nkx2.2 around the RN was unchanged in E18.5 *En1-Cre:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice (Figure S6E). These data show that local neurons or other cells in the midbrain or r1 are the cellular source of netrin-1 for instructing the migration of GABAergic subtypes in the VTA and IPN but not MRF. To examine whether mDA neurons comprise this local source, *Pitx3-Cre:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice were analyzed at E18.5. In these mice, no changes in the organization of Otx2^+^ neurons or the Pax7^+^ IPN were found (Figure 7D). Similarly, depletion of the mDA system in E18.5 *Pitx3-Cre*^*+/−*^*:DTA*^*+/+*^ mice did not affect the distribution of Pax7^+^ neurons in the IPN (Figure S6F). To assess whether netrin-1 derived from the habenula, a netrin-1^+^ structure that provides major afferent inputs to the IPN,^58^^,^^59^ can also contribute to the migration of Pax7^+^ GABAergic neurons into the IPN *Dbx1-Cre*^*+/−*^*:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice were analyzed. However, no differences in Pax7 distribution in the IPN of *Dbx1-Cre*^*+/−*^*:netrin-1*^*+/+*^ and *Dbx1-Cre*^*+/−*^*:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice at E18.5 were observed (Figure S6G). Thus, our data indicate that cells in the midbrain or r1 express netrin-1 to control Pax7^+^ GABAergic IPN and Otx2^+^ GABAergic neuron migration. Analysis of the SNr marker Sox21 in *FoxG1-Cre*^*+/−*^*:netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice at E18.5 revealed mispositioning of Sox21^+^ neurons outside the SNr suggesting that, similar to Six3^+^ GABAergic neurons,^28^ migration of this GABAergic subtype relies on forebrain-derived netrin-1 (Figure S6H).

**Figure 7:**
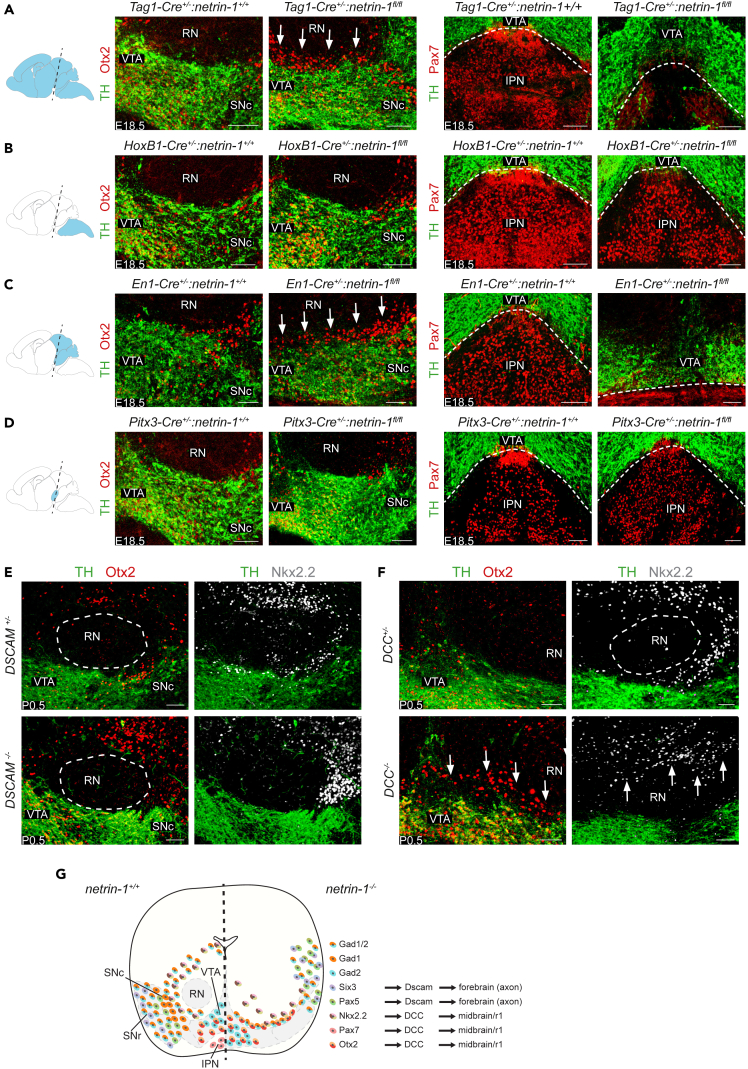
Ventral midbrain GABAergic neuron migration requires specific netrin-1 sources and receptors (A–D) Double immunohistochemistry for tyrosine hydroxylase (TH) and the indicated proteins in coronal sections of the ventral midbrain of E18.5 *netrin-1*^*f*^^*l*^^*/f*^^*l*^ mice crossed with the indicated Cre lines. Schematic at the left shows Cre expression patterns (in blue) in the different mouse Cre lines (at the right). Each staining was performed on >3 embryos with similar results. IPN, interpeduncular nucleus; RN, red nucleus; SNc, substantia nigra pars compacta; SNr, substantia nigra pars reticulata; VTA, ventral tegmental area. Dashed line indicates border VTA and IPN (A–D). Arrows indicate aberrantly localized cells. Scale bar, 100 μm. (E and F) Double immunohistochemistry for TH and the indicated proteins on coronal sections of the ventral midbrain of P0.5 down syndrome cell adhesion molecule (*DSCAM*)^*−/−*^ or deleted in colorectal cancer (*DCC*)^*−/−*^ mice and littermate controls. Ablation of netrin-1 receptors DSCAM (E) and DCC (F). Double immunohistochemistry for subsets Otx2 and Nkx2.2 for each receptor knockout. Dashed line indicates the RN. Arrows indicate aberrantly localized cells. Scale bars, 100 μm. (G) Schematic overview of changes in the localization of ventral midbrain GABAergic subtypes in *netrin-1*^*−/−*^ mice, associated netrin-1 receptors and cellular sources. Six3 data are derived from.^28^ Scale bar, 100 μm. See Figure S6.

The effects of netrin-1 can be mediated by different cell surface receptors. For example, down syndrome cell adhesion molecule (DSCAM) is required for Six3^+^ GABAergic neurons to respond to striatal axon-derived netrin-1 in the SNr.^28^ To investigate which netrin-1 receptors are involved in the migration of different GABAergic subtypes in the ventral midbrain, we first assessed their expression. 

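The levels of 5 receptor genes were compared within each of the 9 plates, as CPM of the summed counts of exons and introns. Dcc (ENSMUSG00000060534; chromosome 18, from 71253634 to 72351069) had 1561 ± 331 CPM, Dscam (ENSMUSG00000050272; chromosome 16, from 96590840 to 97170752) 595 ± 89.1 CPM, Unc5d 479 ± 156 CPM, Unc5c 339.6 ± 67.5 CPM and Neo1, the gene of neogenin, 175 ± 31.3 CPM (SD, n = 9). Dcc exceeded Neo1, Unc5c and Unc5d by 3.15, 2.20 and 1.76 on the log2 scale, on 9 of 9 plates each (two-sided exact permutation p = 0.00391, the smallest possible, adjusted p = 0.00469 over 6 comparisons). Dscam exceeded Neo1 and Unc5c by 1.77 and 0.82 on 9 of 9 plates, with the same p. Dscam exceeded Unc5d by 0.38 ± 0.56 (SD, n = 9) on 7 of 9 plates (exact permutation p = 0.0273). The difference was 1.09 and 1.55 on the VGAT+Pitx3 plates at E16.5 and P0.5, and between -0.10 and 0.33 on the 7 VGAT plates. On the VGAT plates Dscam had 587 ± 86.7 CPM and Unc5d 546 ± 96.1 CPM (SD, n = 7). On the VGAT+Pitx3 plates Unc5d had 247 ± 5.32 CPM (SD, n = 2). Without the VGAT+Pitx3 plate at P0.5 the mean difference between Dscam and Unc5d was 0.23. It lost the threshold in 5 of the 9 fits with 1 plate left out.

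In spliced counts the order was another. Of 54030 Dcc counts over all kept cells, 487 were spliced (0.901%), against 70.5% for Neo1, 19.1% for Unc5c, 13.6% for Dscam and 11.7% for Unc5d. Dcc had 18.8 ± 5.41 CPM in spliced counts and Neo1 166 ± 30.0 CPM (SD, n = 9). The differences between Dcc and Neo1, Unc5c and Unc5d were then -3.17, -2.24 and -2.09, and that between Dscam and Neo1 was -0.52, each with an adjusted exact permutation p of 0.00469. The mean level of Dscam exceeded those of Unc5c and Unc5d in both kinds of counts.

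**Figure D4:**
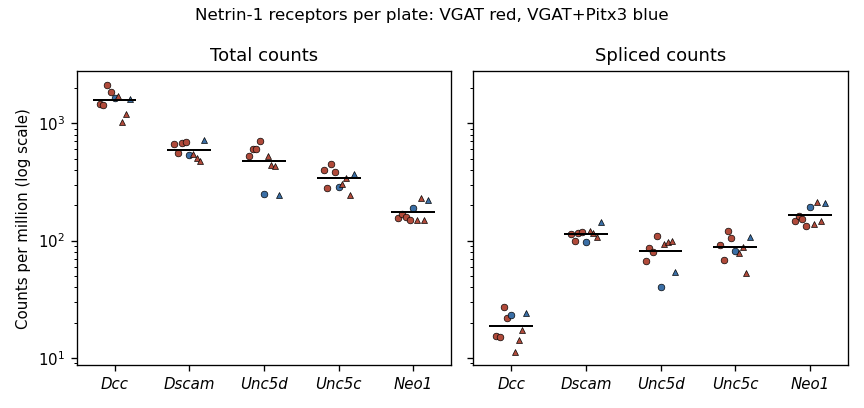
CPM, on a log axis, of 5 netrin-1 receptor genes on each of 9 plates, from total counts (left) and spliced counts (right), circles at E16.5 and triangles at P0.5, VGAT plates in red and VGAT+Pitx3 plates in blue. Lines are means; Dcc has the highest mean in total counts and the lowest in spliced counts.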

Our scRNA-seq data revealed prominent expression of deleted in colorectal cancer (*DCC*) and *DSCAM*, and weaker expression of *Unc5c*, *Unc5D*, and *Neogenin* (Figure S6I). Analysis of *DSCAM*^*−/−*^ mice at P0.5 did not reveal changes in the distribution of Pax7^+^ IPN, Nkx2.2^+^ MRF, and Otx2^+^ VTA neurons (Figures 7E and S6K). This suggests that only GABAergic neurons of the SNr rely on DSCAM.^28^ Genetic ablation of DCC has been shown to cause defects in the Pax7^+^ IPN,^43^ similar to our observations in *netrin-1*^*−/−*^ mice (Figures 6F and 7F). In addition, we found invasion of the RN by Nkx2.2^+^ neurons and ectopic Otx2^+^ neurons dorsal of the mDA neuron pool in *DCC*^*−/−*^ mice, as detected in *netrin-1*^*−/−*^ mice (Figures 6G, 6H, and 7F). However, no changes in the distribution of Sox21^+^ and Pax7^+^ neurons were found (Figures S6J and S6K). Together, these data show that distinct GABAergic subtypes in the ventral midbrain require different netrin-1 receptors for their migration and positioning, with SNr neurons requiring DSCAM,^28^ and other subtypes, such as IPN, MRF, and VTA, DCC (Figure 7G).

## Discussion

Different subtypes of GABAergic neurons reside in and around the mDA neuron pool, but how these subtypes develop, connect, and function remains incompletely understood. To address these unresolved questions, we performed single-cell transcriptional profiling of VGAT^+^ GABAergic neurons in the developing mouse ventral midbrain at key developmental stages. Our work identifies distinct GABAergic neuron subtypes in different parts of the ventral midbrain and further characterizes developing neurons that co-express GABAergic and mDAergic markers. These data were subsequently exploited to show that the axon guidance protein netrin-1 directs the migration and positioning of different GABAergic neuron subtypes, being provided by distinct cellular sources and by acting through distinct receptors (Figures 7G; Table S4). Our findings begin to unveil the molecular profile and developmental wiring pattern of specific GABAergic neuron subtypes as well as the molecular cues required for their development. Together, these data constitute a valuable resource for future studies on GABAergic ventral midbrain development in health and disease.

### GABAergic neuron diversity in the developing ventral midbrain

Recent single-cell profiling studies revealed molecularly distinct subtypes of GABAergic neurons in the midbrain.^12^^,^^14^^,^^15^^,^^16^^,^^17^^,^^18^^,^^19^ However, precisely which molecular GABAergic neuron subtypes flank or occupy the developing mDA system as well as their developmental mechanisms, functional roles, and connectivity patterns remain poorly understood. By performing FACS-based scRNA-seq on the ventral midbrain of *VGAT-Cre:Ai14:Pitx3-GFP* mice at two key developmental stages for neuron migration and positioning, we identified two large populations of GABAergic neurons. One marked by VGAT (tdT^+^) expression and one by a combination of VGAT and Pitx3 (tdT^+^/GFP^+^).

Although the developmental stages selected here did not allow us to firmly establish the developmental origin of these different GABAergic neuron subtypes, it has been proposed that ventral midbrain GABAergic neurons originate from two different progenitor domains, in the diencephalon/midbrain (rostral GABAergic neurons) or hindbrain (caudal GABAergic neurons).^12^^,^^16^^,^^20^^,^^21^^,^^22^^,^^60^ Neurons originating from the hindbrain (rhombomere 1) are dependent on the transcription factor *Tal1*.^16^^,^^22^ Our data identify *Tal1* in most GABAergic clusters, except for the VGAT^+^Pitx3^+^ (clusters 1, 2, 8, and 17) and IPN (cluster 12) clusters. This suggests different origins for distinct GABAergic neuron subtypes, i.e., hindbrain for VGAT^+^Pitx3^-^ and midbrain for VGAT^+^Pitx3^+^ neurons. 

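Tal1 (ENSMUSG00000028717; chromosome 4, from 115056426 to 115071755) had 9 counts on the VGAT+Pitx3 plates, 1.13 ± 0.962 CPM (SD, n = 2), and 157 ± 22.4 CPM in VGAT plates (SD, n = 7), a log2 fold change of -6.87 (standard error 0.31, adjusted p = 2.18e-09 from edgeR). It was found in 42.2% of thinned cells of the VGAT plates and 0.167% of those of the VGAT+Pitx3 plates. Among the rebuilt clusters of VGAT cells, the share of thinned cells with Tal1 was 2.84% in the Hy-like cluster (interval 0.778 to 7.10) and 2.94% in the rIPN-like cluster (interval 0.0744 to 15.3), and between 39.6% and 70.2% in the 11 others. From the presence of Tal1 in one population and its absence from the other, the paper proposes a hindbrain origin for VGAT cells without Pitx3 and a midbrain origin for those with Pitx3.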

Further work is needed to firmly establish these different origins. However, co-expression of VGAT with Pitx3, and other factors required for early mDA neuron development (such as En1 and Lmx1a),^61^^,^^62^ hints at a midbrain origin for VGAT^+^Pitx3^+^ neurons and suggests that in some cases mDAergic and GABAergic neurons may originate from the same neurogenic region.

VGAT^+^Pitx3^-^ neuron subtypes populated different ventral midbrain regions, such as SN, MRF, RN, and IPN, in which further heterogeneity with respect to molecular GABAergic neuron subtypes was detected. Such heterogeneity was especially evident in the SNr, a complex region ventral to the SNc harboring not only mDA neuron dendrites and GABAergic neurons but also various afferent connections and glial cells.^4^ 

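Some VGAT cells had both Six3 and Pax5. Without thinning, there were between 5 and 50 such cells per plate, the most on VGAT E16.5 replicate 3. They outnumbered cells with Pax5 alone on VGAT E16.5 replicates 1 and 2 (26 against 5 and 36 against 30). The same held on VGAT P0.5 replicates 2 and 3 (30 against 19 and 12 against 7). They were fewer on VGAT E16.5 replicates 3 and 4 (50 against 69 and 33 against 62), and VGAT P0.5 replicate 1 had 5 of each. In thinned cells, 51 had both, among 559 with Six3, and 181 had Pax5 alone. In the SNr-1-like clusters, which were named by Pax5 and its partners, 21 of 169 thinned cells had Six3 (12.4%, interval 7.86 to 18.4). On the VGAT plates these were 17 of 101 cells in the one (16.8%, interval 10.1 to 25.6) and 4 of 67 cells in the other (5.97%, interval 1.65 to 14.6). The share was 11.0% of 127 cells in an MRF-like cluster, 10.2% of 49 cells in another and 38.2% of 34 cells in the third, whose names rest on neither gene.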

Our data revealed two large clusters of SNr GABAergic neurons, i.e., *Six3*^*+*^*Pax5*^*-*^ or *Six3*^*-*^*Pax5*^*+*^.^15^^,^^16^^,^^28^^,^^35^^,^^38^ Clusters in the caudal SNr (clusters 7 and 11) expressed *Pax5*, but not *Six3*, while rostral ventro-lateral SNr clusters (clusters 6, 9, and 13) expressed *Six3* and not *Pax5*. Interestingly, further molecular subdivisions exist as *Six3* expression was predominantly observed in the lateral SNr, whereas *Sox21* expression was found more medially. This molecular diversity in GABAergic neurons along the rostral-caudal and medial-lateral axes of the developing SNr is in line with previous work demonstrating subregional heterogeneity in the SNr^12^^,^^22^^,^^35^ and with reported differences in the origin of rostral and caudal SNr neurons. For example, *Pax5*^*+*^*Zfpm2*^*+*^ neurons occupy caudal SNr and derive from rostral rhombomere 1, while *Six3*^*+*^ GABAergic neurons in the rostral SNr have been proposed to originate from progenitor zones in caudal midbrain.^16^^,^^20^ It is tempting to speculate that the molecular signatures of these SNr subclusters, composed by (combinatorial) expression of transcription factors, serve a role in the development of subregion-specific features. For example, there is topographically organized connectivity between the SNr and striatum. Molecular codes along the rostral-caudal axis of the SNr could help to establish this wiring pattern.^63^^,^^64^ Similarly, in rostral but not caudal parts of the SNr mDA neuron dendrites form bundles, i.e., dendrons, between GABAergic neurons.^65^ The molecular mechanism underlying these SNr subregion-specific wiring patterns remain unknown, but our molecular interrogation of SNr (sub)clusters may aid their identification. For example, rostral and caudal SNr clusters show differential expression (levels) of guidance cues and receptors, such as Ephs and ephrins.

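Of the Eph and ephrin genes, 17 could be tested between Six3 cells and Pax5 cells within the 7 VGAT plates. These cells were chosen from all VGAT cells by Six3 and Pax5 counts, and are not those of rostral and caudal SNr clusters alone. Epha3 (ENSMUSG00000052504; chromosome 16, from 63543534 to 63864175) alone passed the threshold over all genes with the settings used first, with 92.0 ± 29.7 CPM in Six3 cells and 220.5 ± 108 CPM in Pax5 cells (SD, n = 7), a log2 fold change of -1.19 (standard error 0.21, adjusted p = 0.00284 from edgeR) and 6 of 7 plates lower. An unadjusted p under 0.05 was found for 6 of the 17 genes, 5 of them lower in Six3 cells, and 4 passed when adjusted over the list alone. Epha5 had a log2 fold change of -0.68 with 6 of 7 plates lower (adjusted p = 0.0841 from edgeR). It passed with spliced counts (-0.66), without cells of more than 2 times the plate median (-0.78) and without the filter on low counts (-0.61). It also passed without VGAT E16.5 replicate 1 (-0.81). Without VGAT P0.5 replicate 1, which had 5 Pax5 cells, the log2 fold change of Epha5 was -0.43. Over all its alternatives the adjusted p was between 2.18e-05 and 0.254. Efna5 had a log2 fold change of -0.32 (adjusted p = 0.307 from edgeR). Ephb1 did not differ, at 0.11 (adjusted p = 0.878 from edgeR), and was -0.04 without VGAT P0.5 replicate 1.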

In all, our work unveils a high level of molecular diversity both between and within developing GABAergic neuron subtypes in specific regions of the midbrain. These molecular codes may be instrumental for ventral midbrain development and, as many SNr subregion markers are detected also at postnatal and adult stages, may serve functions in the more mature midbrain.

### Developing GABAergic neuron subtypes that express mDA markers

Increasing experimental evidence shows co-existence of different neurotransmitters in mDA neurons. For example, SNc mDA neurons can release GABA through unconventional mechanisms using GAT1 for reuptake as well as VMAT2 for packaging.^46^ Further, co-expression of TH with various other neurotransmitters or proteins required for their function has been reported at the RNA and protein levels.^66^^,^^67^^,^^68^^,^^69^ Previous single cell profiling studies focusing on mDA neurons have identified clusters co-expressing *Pitx3* and *VGAT*, but these neurons have remained largely uncharacterized, especially also at developmental stages.^17^^,^^33^ Here, we further defined some of the molecular, functional, and wiring properties of these VGAT^+^Pitx3^+^ neurons. These neurons expressed several genes involved in DA synthesis (*Th*, *Slc6a3*, *Ddc*, and *Slc18a2*) as well as *Gad2*. Interestingly, comparison of the different VGAT^+^Pitx3^+^ subtypes also revealed subtype-specific differences. For example, *Aldh1a1*, involved in DA synthesis, was restricted to cluster 1, while cluster 8 showed *Slc18a2* expression and low levels of *Th* but no *Slc6a3* and only low levels of *Slc6a1*. 

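In the rebuilt clusters, Aldh1a1 was found in 65.6% of thinned cells of the DA-SNc-like cluster (interval 59.3 to 71.5) and in 38.7% (interval 31.4 to 46.4) and 34.1% (interval 26.1 to 42.8) of those of the DA-VTA-like clusters. Its level in the DA-VTA-like cells was 80.2 CPM at E16.5 and 249 CPM at P0.5, against 3870 and 3502 CPM in the DA-SNc-like cells of the same plates. Of thinned VGAT+Pitx3 cells with Slc6a3, 60.4% had Aldh1a1 at E16.5 (interval 52.1 to 68.3) and 70.2% at P0.5 (interval 60.9 to 78.4), and of those without Slc6a3, 28.0% (interval 21.0 to 35.9) and 46.7% (interval 38.0 to 55.4). The DA-VTA-like cluster of 136 cells had Slc18a2 in 21.2% of thinned cells (interval 14.6 to 29.2), Th in 15.9% (interval 10.1 to 23.3) and Slc6a3 in 14.4% (interval 8.89 to 21.6). In the one of 188 cells these shares were 51.4%, 32.4% and 14.5%.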

At the functional level, we found that the electrophysiological properties of VGAT^+^Pitx3^+^ neurons in the VTA resembled those of adjacent VGAT^+^ but not Pitx3^+^ neurons. Further work is needed to integrate these molecular and cellular observations and link them to, for example, afferent and efferent connectivity patterns.

To begin to define the efferent connections of VGAT^+^Pitx3^+^ neurons, we established and applied an intersectional genetic labeling strategy in mice. This approach exploits the overlapping expression of genes to target cell populations with high selectivity.^28^ The *Pitx3-FlpE:VGAT-Cre:Ai65* mouse model facilitated specific labeling of VGAT^+^Pitx3^+^ neurons in the midbrain and their axonal connections. GABAergic neurons in the VTA can have short- and long-range axon projections^70^^,^^71^^,^^72^^,^^73^ and partially overlapping but also clearly distinct projection targets as compared to VTA mDA neurons.^69^,^71^^,^^74^ Here, we focused on long-range projections and a developmental stage (P5) at which axon pathfinding of mDA neurons has been largely concluded.^75^ FLSM of cleared *Pitx3-FlpE:VGAT-Cre:Ai65* mouse brains showed that the overall projection patterns of VGAT^+^Pitx3^+^ and TH^+^ mDA neurons are similar but also revealed several areas of more selective innervation, such as potentially enriched innervation of striatal patches and more restricted, medial, targeting of the habenula. It should be noted that tdT labeling appeared sometimes (but not always, e.g., MFB or habenula) more widespread than TH labeling in *Pitx3-FlpE:VGAT-Cre:Ai65* mice which in part may be attributed to the presence of VGAT^+^/Pitx3^+^/TH^−^ neurons in the rostral linear nucleus or the relatively strong expression of the tdT transgene as compared to the endogenous TH protein. In addition, while we here focus on P5, further work using region-specific markers and additional (developmental) stages is needed to establish the spatiotemporal dynamics of these innervation patterns.

Together, these data show that VGAT^+^Pitx3^+^ neuron subtypes are molecularly heterogeneous at early stages and share electrophysiological properties with GABAergic neurons. Further, connectivity patterns of VGAT^+^Pitx3^+^ neurons resemble those of mDA neurons but show region-specific selective innervation.

### Subtype-specific migration is regulated by specific netrin-1 sources and receptors

The development of ventral midbrain GABAergic neuron subtypes requires subtype-specific mechanisms as, for example, different subtypes have different origins, migratory routes, and synaptic partners. Previous work shows that axon-derived netrin-1 is responsible for positioning Six3^+^ GABAergic neurons into the rostral but not caudal SNr.^28^ However, the molecular mechanisms controlling the positioning of most other GABAergic subtypes in the ventral midbrain remain largely elusive. Our current study reveals a broad and tightly controlled role for netrin-1 in the migration and positioning of multiple distinct GABAergic subtypes (*Pax5*^*+*^, *Pax7*^*+*^, *Otx2*^*+*^, and *Nkx2*,*2*^*+*^) in the ventral midbrain. Although these different subtypes are present in the ventral midbrain of *netrin-1*^*−/−*^ mice their positioning is disrupted. Intriguingly, these effects are mediated different cellular sources of netrin-1 (striatal axon-derived^28^ and midbrain/r1) and require different receptors (DSCAM and DCC).^28^^,^^43^ It is currently unknown how specific neuron subtypes are able to respond to one but not another closeby source of netrin-1. Additional netrin-1 receptors are detected in GABAergic neurons (Figure S6I) and may contribute to this differential sensitivity. In addition, further work is needed to dissect more precisely the cellular source of netrin-1 for *Pax7*^*+*^, *Otx2*^*+*^, and *Nkx2.2*^*+*^ subtypes, as these sources may be spatially segregated. It is also possible that some of the defects observed are an indirect consequence of netrin-1 deficiency. For example, lack of netrin-1 causes flattening of the mDA neuron pool which could impede the rostral migration of *Pax7*^*+*^ neurons into the IPN.^43^^,^^76^^,^^77^ Vice versa, failed *Pax7*^*+*^ neuron migration may impact the mDA neuron pool. In all, these data show a subtype-specific role for netrin-1 in the migration and positioning of GABAergic neurons in the ventral midbrain. This function is highly regulated with respect to the origin of netrin-1 and netrin-1 receptor involvement and adds further complexity to the role of netrin-1 in ventral midbrain development, i.e., in addition to reported functions in mDA neuron migration,^28^^,^^50^ fasciculus retroflexus bundling,^78^^,^^79^^,^^80^ and synaptic signaling.^81^ Further, netrin-1 has been associated with several psychiatric and neurodegenerative disorders^82^^,^^83^^,^^84^ and our data implicating this cue in GABAergic neuron subtype development provide a potential avenue for further comprehending underlying pathogenic mechanisms and for developing therapeutic interventions.

In conclusion, our work reveals an unexpected level of molecular heterogeneity in GABAergic neuron populations flanking the mDA neuron pool and provides a molecular starting point for the further dissection of the mechanisms underlying the development and function of ventral midbrain GABAergic subtypes in the healthy and diseased brain.

### Limitations of the study

One limitation of a FACS-based strategy as used in our study is that it includes cells that at any moment up to the time point of analysis express *VGAT* and not cells that perse express *VGAT* at the selected time point. However, the expression of *Slc32a1* in all scRNA-seq clusters suggests that in the current study this is not a major confounding factor.

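In the 16 rebuilt clusters, the share of thinned cells with Slc32a1 was lowest in the DA-SNc-like cluster, 68 of 247 cells (27.5%, interval 22.1 to 33.6), and highest in a DA-VTA-like cluster, 91 of 132 cells (68.9%, interval 60.3 to 76.7). Thinning to 4000 counts lowers these shares. From the expression of Slc32a1 in all clusters, the paper proposes that cells that expressed VGAT only at an earlier time were not a major confounder.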

Further, while our study highlights developmental aspects of GABAergic neurons, an important future goal is to investigate whether the GABAergic subpopulations identified here maintain their identity toward adult stages. Transcript levels can fluctuate over time and early developmental stages often feature high expression of specific markers that help to define and distinguish subclusters. However, this expression may decrease as cells progress toward subsequent developmental stages. For example, vGlut2 is broadly expressed in mDA neurons during development but becomes more restricted in adulthood.^85^ Future studies are needed to determine whether VGAT expression exhibits a similar temporal expression profile.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Jeroen Pasterkamp ().

### Materials availability

All unique reagents, plasmids, and transgenic mouse lines generated in this study are available from the lead contact with a completed Materials Transfer Agreement.

### Data and code availability

• Data: scRNA-seq data generated in this paper are deposited at GEO database (GEO: GSE268378) and are publicly available. This information is listed in the key resources table.
• Code: This paper does not report original code.
• Other: Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon reasonable request.

## Acknowledgments

We thank Christiaan van der Meer and Anna de Ruiter for technical assistance; Robert Burgess, Lisa Goodrich, Anton Berns, Marten Smidt, Mario Capecchi, Alain Chedotal, Jean-Francois Cloutier, Alessandra Pierani, and Corette Wierenga for mouse lines and tissues; Rudolf Jaenisch for *PCAGS-FLPe-puro*; and Juha Partanen for cDNAs for ISH probes. This research was supported by the 10.13039/501100003246Netherlands Organisation for Scientific Research (ALW-VICI 865.14.004) and 10.13039/501100008383Stichting ParkinsonFonds (to R.J.P.). Partially supported by NWO Gravitation program BRAINSCAPES: Roadmap from Neurogenetics to Neurobiology (NWO: 024.004.012) (to R.J.P.).

## Author contributions

Ö.D., D.D.A.R., and R.J.P. designed the study; Ö.D. and R.J.P. wrote the manuscript with help from all authors; Ö.D. and D.D.A.R. designed and performed experiments with help from L.L.vd.H., L.M.G. L.E.L., O.G., Y.A., N.C.H.v.K., M.H.B., and T.H.W.K.; F.J.M. designed experiments and aided in data analysis; supervision and funding acquisition by R.J.P.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

rabbit anti-TH	Millipore	Cat# AB152 RRID: AB_390204
sheep anti-TH	Millipore	Cat# AB1542; RRID: AB_90755
mouse anti-TH	Millipore	Cat# MAB318; RRID: AB_2201528
chicken anti-TH	Aves labs	Cat#: TYH; RRID: AB_10013440
rabbit anti-Six3	Rockland	Cat# 600-401-A26; RRID: AB_11180063
rabbit anti-Pax5	Abcam	Cat# ab109443; RRID: AB_10862070
goat anti-Sox21	R&D Systems	Cat# AF3538; RRID: AB_2195947
rat anti-CTIP2	Abcam	Cat# AB18465; RRID: AB_2064130
rabbit anti-Pou6f2	Sigma-Aldrich	Cat# HPA008699; RRID: AB_1079664
goat anti-Otx2	R&D Systems	Cat# Af1979; RRID: AB_2157172
mouse anti-En1	DSHB	Cat#4G11; RRID: AB_528219
mouse anti-Nkx2.2	DSHB	Cat#74.5A5; RRID: AB_531794
mouse anti-Pax7	DSHB	DSHB, Cat#pax7; RRID: AB_528428
goat anti-tdTomato	SICGEN	Cat#AB8181; RRID: AB_2722750
rabbit anti-RFP	Rockland	Cat#600-401-379; RRID: AB_2209751
rabbit anti-GFP	Life technologies	Cat#A11122; RRID: AB_221569
anti-DIG-AP	Sigma	Cat#11207733910; RRID: AB_2734716
donkey anti-rabbit Alexa Fluor 488	Invitrogen	Cat#A21206; RRID: AB_2535792
donkey anti-sheep Alexa Fluor 488	Invitrogen	Cat#A11015; RRID: AB_2534082
donkey anti-mouse Alexa Fluor 488	Invitrogen	Cat#A21202; RRID:AB_141607
donkey anti-rabbit Alexa Fluor 568	Abcam	Cat#ab175470; RRID: AB_2783823
donkey anti-goat Alexa Fluor 568	Abcam	Cat#ab175474; RRID: AB_2636995
donkey anti-mouse Alexa Fluor 568	Invitrogen	Cat#A10037; RRID: AB_11180865
donkey anti-rabbit Alexa Fluor 647	Invitrogen	Cat#A31573; RRID: AB_2536183
donkey anti-rat Alexa Fluor 647	Abcam	Cat#ab150155; RRID: AB_2813835
donkey anti-mouse Alexa Fluor 647	Invitrogen	Cat#A32787; RRID: AB_2762830
donkey anti-goat IgG Alexa Fluor 647	Abcam	Cat#ab150135; RRID: AB_2687955
donkey anti-rabbit IgG H&L Alexa Fluor 750	Abcam	Abcam Cat# ab175731; RRID: AB_2943056

**Chemicals, peptides, and recombinant proteins**		

HBSS – Ca2+ - Mg2+	Thermo-Fisher	Cat#24020117
D-Trehalose Dihydrate	Alfa Aesar	Cat#A19434
Bovine Serum Albumine	Jackson	Cat#001-00-162
HEPES	Thermo-Fisher	Cat#15630106
Methanol	Merck Millipore	Cat#1060092500
Hydrogen peroxide	Merck Millipore	Cat#1072091000
Triton X-100	Sigma	Cat#x100-500mL
Thimerosal	Gerbu	Cat#1031/USP35
Saponin	Sigma	Cat#S7900
Tetrahydroflurane	Sigma	Cat#186562-1L
Dichloromethane	Sigma	Cat#270997-1L
Dibenzyl ether	Sigma	Cat#108014-1kg
Heparin	Sigma	Cat#H3393
Formaldehyde	Riedel-de Hain	Cat#33200
Glutaraldehyde	Acros Organics	Cat#119989925
Sodium deoxycholate	Sigma	Cat#D6750-100G
K-ferricyanide	Merck	Cat#231-847-6
K-ferrocyanide	Sigma	Cat#p8131-100G
Magnesium Chloride	Merck	Cat#A0344733339
DNase	Roche	Cat#776785
EDTA	Sigma	Cat#E5134-500G
Lithium Chloride	Merck	Cat#7447-41-8
Triethanolamine	Fluka	Cat#90279
Acetic anhydride	Sigma	Cat#A6404
Deionized formamide	ICN	Cat#800686
Ficoll-400	Sigma	Cat#F4375
Polyvinylpyrrolidone	Merck	Cat#7443
BSA-fraction V	ICN	Cat#103703
tRNA baker’s yeast	Sigma	Cat#R-6750
SonifiCated Salmon Sperm DNA	Sigma	Cat#D-91565
NBT/BCIP	Boehringer Mannheim	Cat#1681451
Levamisol	Sigma	Cat#L9756
Normal Donkey Serum	Jackson Immunoresearch	Cat#017-000-121
Fluorsave	VWR international	Cat# 345789-20P
DAPI - 4′,6-diamidino-2-phenylindole	Sigma	Cat#D9564
Papain	Worthington Biochemical	Cat#LK003178
DNase I type IV	Sigma	Cat#D5025
L-cysteine	Sigma-Aldrich	Cat#C7352
NaHCO3	Sigma-Aldrich	Cat#S5761
FluorSave	VWR international	Cat#345789-20
ProLong Gold antifade mountant	Invitrogen	Cat#P36984

**Critical commercial assays**		

PureLink Quick Gel Extraction kit	Thermo-Fisher	Cat#K210025

**Deposited data**		

scRNA-seq data (FastQ and count table for GABAergic neurons in the ventral midbrain)	this paper	GEO: GSE268378

**Experimental models: Organisms/strains**		

Mouse: C57BL/6j	Charles River	Cat#027; RRID:IMSR_JAX:000664
Mouse: STOP-tdTomato (Ai14)	The Jackson Laboratory	JAX stock #007914, RRID:IMSR_JAX:007914
Mouse: Ai65F	The Jackson Laboratory	JAX stock #032864, RRID:IMSR_JAX:032864
Mouse: RCE:FRT	The Jackson Laboratory	JAX stock #032038, RRID: MMRRC_032038
Mouse: VGAT-Cre	The Jackson Laboratory	JAX stock #016962, RRID:IMSR_JAX:016962
Mouse: DSCAM−/−	The Jackson Laboratory	JAX stock # 006038, RRID:IMSR_JAX:006038
Mouse: FoxG1-Cre	The Jackson Laboratory	JAX stock #029690, RRID:IMSR_JAX:029690
Mouse: Tag1-Cre	Brignani et al.^28^	N/A
Mouse: netrin-1−/−	gift of Lisa Goodrich (Harvard Medical School)	N/A
Mouse: netrin-1ffl/f	gift of Lisa Goodrich (Harvard Medical School)	N/A
Mouse: DCCfl/fl	gift from Anton Berns (Netherlands Cancer Institute)	N/A
Mouse: Dbx1-Cre	Alessandra Pierani (INSERM)	N/A
Mouse: EIIa-Cre	The Jackson Laboratory	JAX stock # 003724, RRID:IMSR_JAX:003724
Mouse: DCC−/−	Generated by crossing DCCfl/fl and EIIa-Cre	N/A
Mouse: Pitx3-Cre	gift from Marten Smidt (University of Amsterdam)^86^	N/A
Mouse: Pitx3-GFP	gift from Marten Smidt (University of Amsterdam)^86^	N/A
Mouse: HoxB1-Cre	gift from Mario Capecchi (University of Utah)	N/A
Mouse: DTA	The Jackson Laboratory	JAX stock # 009669; RRID:IMSR_JAX:009669
Mouse brain: En1-Cre:netrin-1fL/fL	provided by Alain Chédotal^53^	N/A
Mouse: Pitx3-FlpE	this paper	N/A

**Oligonucleotides**		

See Table S5		

**Software and algorithms**		

Scanpy	Theis lab SCANPY: large-scale single-cell gene expression data analysis F. Alexander Wolf, Philipp Angerer, Fabian J. Theis Genome Biology 2018 Feb 06. https://doi.org/10.1186/s13059-017-1382-0.	https://github.com/theislab/scanpy; RRID:SCR_018139
MapAndGo2 STARmap	Anna Alemany	https://github.com/anna-alemany/transcriptomics/tree/master/mapandgo
Python Software Foundation	Python Software Foundation	RRID:SCR_008394; https://www.python.org/
Louvain	vtraag/louvain-igraph: 0.6.1	https://doi.org/10.5281/zenodo.595481
Graphpad Prism version 9.1.1	GraphPad Software	RRID:SCR_002798; https://www.graphpad.com/
PatchMaster v2x90.2	HEKA Elektronik GmbH	N/A
Imaris software (version >9.4, Bitplane)	Bitplane	RRID:SCR_007370; http://www.bitplane.com/imaris/imaris
Imspector software version 7.6.3.	LaVision BioTec	N/A
Zen 2 (blue edition)	Zeiss	N/A
ImageJ version 1.54f	ImageJ	RRID:SCR_003070
Cell Counter version 3.0.0	ImageJ	N/A

### Experimental model and subject details

#### Animals

All mice used in this study were housed socially and kept under a normal 12 h:12 h light-dark cycle. Mice were kept at room temperature (RT; 22 ± 1°C) and were fed with chow and water *ad libitum*. All mouse experiments were approved by the Animal Ethics Committee of Utrecht University (Dierexperimenten Ethische Commissie) (CCD license: AVD115002016532 until June 2021; AVD11500202114777 after June 2021) and conducted in agreement with Dutch law (Wet op de Dierproeven, 1996; revised 2014) and European regulations (Guideline 86/609/EEC; Directive 2010/63/EU). The sex of embryos was not considered in this study.

The following mice were used: C57bl6J (Charles Rivers Laboratories), *STOP-tdTomato (Ai14)* (JAX stock #007914, RRID:IMSR_JAX:007914),^87^ *Ai65F* (JAX stock #032864, RRID:IMSR_JAX:032864), *RCE:FRT* (JAX stock #032038, RRID: MMRRC_032038), *VGAT-Cre* (JAX stock #016962, RRID:IMSR_JAX:016962),^88^ *DSCAM*^*−/−*^ (JAX stock # 006038, RRID:IMSR_JAX:006038),^89^ *FoxG1-Cre* (JAX stock #029690, RRID:IMSR_JAX:029690),^90^ and *Tag1-Cre*.^28^ *netrin-1*^*−/−*^ and *netrin-1*^*ffl/fl*^ mice were a kind gift of Lisa Goodrich (Harvard Medical School).^91^ *DCC*^*fl/fl*^ mice were a kind gift from Anton Berns (Netherlands Cancer Institute).^92^ *Dbx1-Cre* mice were a kind gift from Alessandra Pierani (INSERM). *DCC*^*−/−*^ mice were generated by crossing *DCC*^*fl/fl*^ and *EIIa-Cre* (JAX stock # 003724, RRID:IMSR_JAX:003724) mice. *Pitx3-Cre* and *Pitx3-GFP* mice were a kind gift from Marten Smidt (University of Amsterdam).^86^ *HoxB1-Cre* mice were a kind gift from Mario Capecchi (University of Utah).^93^ *En1-Cre:netrin-1*^*f*^^*l*^^*/f*^^*l*^ and control brains were provided by Alain Chedotal.^53^ Genotyping was performed as described previously (Table S5).^28^

#### Generation of Pitx3-FlpE mice

*Pitx3-FlpE* mice were generated by the ETH Phenomics Center (EPIC) of ETH Zürich (Switzerland) using a similar strategy as used for the generation of *Pitx3-Cre* mice.^86^ In short, *Pitx3* BAC *RP23-125F3* (BACPAC Resources Center at Children’s Hospital Oakland Research Institute (CHORI)) was used as a template for the generation of homologous sequences resulting in the substitution of *Pitx3* exons 2–4 by FlpE. The FlpE sequence was amplified from *PCAGS-FLPe-puro*^94^ (Addgene, #20733), which was a kind gift from Rudolf Jaenisch. PCR fragments containing Pitx3 homology arms, FlpE recombinase containing *loxP* sites, splice acceptors, and a poly-A tail were inserted into the cloning vector pBS-KS in a multi-step cloning process. The final targeting vector, 17004.5a TV, was verified by restriction digestion and sequencing, and electroporated into *C57bl/6N* based ESCs. Positive clones were identified by Southern blot analysis and microinjected into blastocytes. *Pitx3-FlpE* mice were genotyped by PCR (Table S5).

### Method details

#### Immunohistochemistry and image quantification

To collect embryos, pregnant mice were sacrificed by cervical dislocation. The morning on which a vaginal plug was observed was considered embryonic (E) day 0.5. Embryos were harvested at E16.5, E18.5 and postnatal (P) day 0.5 and placed in ice-cold 1× PBS. Both postnatal and embryonic brains were isolated and fixed overnight (ON) at 4°C in 4% PFA prepared in PBS. Brains were cryoprotected in 30% sucrose prepared in 1× PBS for 24 h. After the brains sunk, they were frozen in isopentane and stored at −80°C. Brain sections of 25 μm thickness were generated on a cryostat. First, sections were blocked with blocking solution (0.4% Triton X-100 and 1% bovine serum albumin (BSA), in 1× PBS) for 1 h at RT. Primary antibodies diluted in blocking solution were added to the sections and incubated ON at 4°C. The following primary antibodies were used: rabbit anti-TH 1:500 (Millipore, Cat# AB152, RRID: AB_390204), sheep anti-TH 1:500 (Millipore, Cat# AB1542, RRID: AB_90755), mouse anti-TH 1:500 (Millipore, Cat# MAB318, RRID: AB_2201528), chicken anti-TH (Aves labs, Cat#TYH, RRID: AB_10013440), rabbit anti-Six3 1:1000 (Rockland, Cat# 600-401-A26, RRID: AB_11180063), rabbit anti-Pax5 1:500 (Abcam, Cat# ab109443; RRID: AB_10862070), goat anti-Sox21 1:200 (R&D Systems, Cat# AF3538, RRID: AB_2195947), rat anti-CTIP2 1:1000 (Abcam, Cat# AB18465, RRID: AB_2064130), rabbit anti-Pou6f2 1:500 (Sigma-Aldrich, Cat# HPA008699, RRID: AB_1079664), goat anti-Otx2 1:500 (R&D Systems, Cat# Af1979, RRID: AB_2157172), mouse anti-En1 1:40 (DSHB, Cat#4G11, RRID: AB_528219), mouse anti-Nkx2.2 1:10 (DSHB, Cat#74.5A5, RRID: AB_531794), mouse anti-Pax7 1:50 (DSHB, Cat#pax7, RRID: AB_528428), goat anti-tdTomato 1:500 (SICGEN, Cat#AB8181, RRID: AB_2722750), rabbit anti-RFP 1:500 (Rockland, Cat#600-401-379, RRID: AB_2209751), rabbit anti-GFP 1:2000 (Life technologies, Cat#A11122, RRID: AB_221569). Sections were washed with 1× PBS and subsequently incubated with secondary antibodies (1:750) in 1× PBS for 1 h at RT. The following secondary antibodies were used: donkey anti-rabbit Alexa Fluor 488 (Invitrogen, Cat#A21206, RRID: AB_2535792), donkey anti-sheep Alexa Fluor 488 (Invitrogen, Cat#A11015, RRID: AB_2534082), donkey anti-mouse Alexa Fluor 488 (Invitrogen, Cat#A21202, RRID: AB_141607), donkey anti-rabbit Alexa Fluor 568 (Abcam, Cat#ab175470, RRID: AB_2783823), donkey anti-goat Alexa Fluor 568 (Abcam, Cat#ab175474, RRID: AB_2636995), donkey anti-mouse Alexa Fluor 568 (Invitrogen, Cat#A21202, RRID: AB_11180865), donkey anti-rabbit Alexa Fluor 647 (Invitrogen, Cat#A31573, RRID: AB_2536183), donkey anti-rat Alexa Fluor 647 (Abcam, Cat#ab175750, RRID: AB_2813835), and donkey anti-mouse Alexa Fluor 647 (Invitrogen, Cat#A21202, RRID: AB_2762830). Next, sections were washed with 1× PBS and counterstained with DAPI (4′,6′-diamidino-2-phenylindole; 0.1 mg/mL in 1× PBS, Invitrogen). Slides were mounted with FluorSave reagent (VWR international, Cat#345789-20) or ProLong Gold antifade mountant (Invitrogen, Cat# P36984). Images were obtained using an Axioscope A1 fluorescence microscope (Zeiss) or by confocal laser-scanning microscopy (LSM880, Zeiss).

Cell counts were obtained using the Cell Counter ImageJ plugin. En1^+^ and Otx2^+^ cells (Figure 4I) were quantified in both sides of the lateral VTA (*n* = 4, 2 different levels on the rostral-caudal axis on both sides of the DA system when staining allowed). TH^+^ and tdT^+^ cells (Figures S5C and S5D) were quantified in the mDA neuron pool (*n* = 3, 3 different levels on the rostral-caudal axis).

#### *In situ* hybridization

##### Probe generation

Probes were generated as described previously.^95^ In brief, primers were designed using the primer designing tool from NCBI (link) or taken from the Allen Brain atlas. A two-step PCR was performed. First probe sequences were amplified from whole brain mouse cDNA. cDNA for *En1*, *Tal1*, *Six3* and *Gad1* were a kind gift from Juha Partanen (University of Helsinki) (Table S5). For the second PCR, the purified product of the first PCR or cDNAs were used as a template. Primers for the second PCR contained a T7 overhang for antisense and T3 overhang for sense probe generation. After purification of the second PCR product, *in vitro* transcription was performed to synthesize digoxigenin (DIG)-labeled antisense RNA probes using T7 RNA polymerase and sense RNA probes using T3 RNA polymerase (Table S5). No specific signals were detected in *in situ* hybridization experiments in which sense probes were used.

##### *In situ* hybridization

Nonradioactive *in situ* hybridization was performed as described previously.^28^ In brief, PFA-fixed sections were dried 2 h at RT and washed 3 × 5 min in 1x PBS containing 1% Tween 20. Sections were permeabilized with 5 μg/mL proteinase K in 1x PBS for 5 min and post-fixed in 4% PFA for 10 min. Slides were washed 3 × 3 min in 1× PBS. To prevent aspecific binding of RNA probes, sections were acetylated (0.25% acetic anhydride in 0.1 M triethanolamine and 0.06% HCl) for 10 min at RT. Hybridization solution (5× saline sodium citrate (SSC; 0.75 M NaCl, 75 mM sodium citrate, pH 7.0), 5× Denhardts, 50% deionized formamide, 250 mg/mL tRNA baker’s yeast, 500 mg/mL sonicated salmon sperm DNA) was added to the sections for 2 h at RT. Next, 0.5–2 μg of DIG-labeled RNA probe was diluted in the hybridization mix and added to the sections. Slides were covered with NESCO-film and placed in a humidified chamber at 68°C ON. The next day, slides were placed in 2× SSC and washed in 0.2× SSC for 2 h at 68°C. Samples were washed again in 0.2× SSC for 5 min at RT and with Buffer 1 (100 mM Tris hydrochloride (HCl), pH 7.4) for another 5 min. Sections were blocked with Buffer 1 containing 10% heat inactivated FCS for 1 h at RT and incubated with anti-DIG AP antibody (1:5000 in Buffer 1 containing 1% FCS) in combination with other primary antibodies ON at 4°C. The next day, sections were washed 3 × 5 min in Buffer 1 on a shaker. Secondary antibodies were added for 1 h at RT and washed 3 × 5 min in Buffer 1 and another 5 min in Buffer 2 (100 mM Tris HCl, 50 mM MgCl_2_, 100 mM NaCl, pH 9.5). For the color reaction, BCIP/NBT (1:20 ratio) and 0.24 mg/mL Levamisole were diluted in Buffer 2 and added to the sections for 2- 24 h. Sections were mounted in ProLong Gold antifade reagent or FluorSave. Images were obtained using a digital slide scanner (Hamamatsu Nanozoomer), using a Zeiss Axioscope A1 fluorescence microscope (Zeiss) or by confocal laser-scanning microscopy (LSM 880, Zeiss).

#### Tissue clearing and fluorescent light sheet microscopy

P5 *VGAT-Cre:Pitx3-FlpE:Ai65* mouse brains were cleared and stained using the iDISCO protocol as described previously.^96^^,^^97^ In short, perfused, isolated, and post-fixed brains were gradually dehydrated in a series of 20% MeOH, 40% MeOH, 60% MeOH, 80% MeOH, and 100% MeOH (2×), for 1 h at RT each, followed by ON incubation at RT in 66% DCM and 33% MeOH. The next day, samples were incubated in 100% MeOH (2×) for 1 h at RT, followed by incubation at 4°C > 1 h (to cool the sample for bleaching). Next, samples were bleached ON in 5% hydrogen peroxide in MeOH at 4°C. The following day, samples were gradually rehydrated using a series of 80% MeOH, 60% MeOH, 40% MeOH, 20% MeOH for 1 h each at RT. Samples were then washed with 1× PBS for 1 h at RT. Subsequently, samples were incubated twice in Ptx.2 (1× PBS and 0.2% Triton X-100) for 1 h at RT and transferred into permeabilization solution (80% Ptx.2, 20% DMSO, 2.3% glycine) for 24 h at 37°C on a horizontal shaker (70 rpm). This shaker was also used for blocking and antibody incubations with the same settings. Samples were incubated in blocking solution for 4 days, followed by incubation in primary antibody solution (PwtH (1× PBS, 0.2% Triton X-100, 0.1% Heparin (Sigma, Cat#H3393, 10 mg/mL)) stock solution, 5% DMSO and 3% normal donkey serum (NDS) (Jackson Immunoresearch, Cat#017-000-121)) for 7 days at 37°C while shaking. Then, samples were washed 5 times for 1 h at RT in a 15 mL Falcon tube containing PtwH. Samples were incubated in secondary antibody solution (PwtH and 3% NDS (Jackson Immunoresearch, Cat#017-000-121)) for 7 days at 37°C on a horizontal shaker (70 rpm) in a 5 mL Eppendorf.

Primary antibodies used were goat anti-tdTomato 1:500 (SICGEN, Cat#AB8181, RRID: AB_2722750) in combination with secondary donkey anti-goat IgG Alexa Fluor 647 1:750 (Abcam, Cat#ab150135; RRID: AB_2687955), and rabbit anti-TH 1:500 (Millipore, Cat# AB152, RRID: AB_390204) with secondary donkey anti-rabbit IgG H&L Alexa Fluor 750 1:750 (Abcam Cat# ab175731, RRID: AB_2943056). Then, samples were dehydrated using a series of 20% MeOH, 40% MeOH, 60% MeOH, 80% MeOH and 2 times 100% MeOH, each step for 1 h at RT. Samples then were placed in 66% DCM and 33% MeOH for 3 h at RT, followed by 2 washes in 100% DCM for 15 min at RT each. After removing lipids with Dichlormethan (DCM), clearing was finalized by incubation in Dibenzylether (DBE). For clearing, tissue samples were placed in 100% DBE overnight at RT. Samples were stored in 100% DBE at RT until imaging. All washing, dehydration and clearing steps were performed in dark Falcon tubes to protect against light and on a rotator (14 rpm).

Samples were imaged in horizontal orientation using an UltraMicroscope Blaze (Miltenyi Biotec) light sheet microscope equipped with a tube lens magnification change unit (0.6×, 1×, 1.67× and 2.5×), and MI Plan objective lenses, 4.2 Megapixel sCMOS camera (2048 × 2048 pixels, pixel size: 6.5 × 6.5 μm2) and Imspector software (7.6.3.). Samples were scanned using single-sided illumination, a sheet NA of 0.108 and a step-size of 2.5 μm using the horizontal focusing light sheet scanning method with 11 steps (optimal) and using the blend algorithm. For all images shown, a 4× objective was used (MI Plan 4×/0.35 NA). The effective magnification was 2.4× (tube lens magnification ∗ objective = 0.6× ∗ 4×). Imaris software (version >9.4, Bitplane) was used for image processing and analysis.

#### Electrophysiology

*VGAT-Cre:Ai14:Pitx3-GFP* mice were sacrificed between postnatal day 3 and 12. Coronal brain slices of 250 μm were cut on a vibratome (1200 VTs, Leica, Rijswijk, The Netherlands) in ice-cold carbonated (95% O_2_, 5% CO_2_) cutting solution, containing (in mM) choline chloride 92; ascorbic acid 10; CaCl_2_ 0.5; glucose 25; HEPES 20; KCl 2.5; N-Acetyl L Cysteine 3.1; NaHCO_3_ 25; NaH_2_PO4 1.2; NMDG 29; MgCl_2_ 7; sodium pyruvate 3; Thiourea 2. Slices were transferred for 5 min to warmed solution (34°C) of identical composition, before they were stored at RT in carbonated incubation medium containing (in mM) ascorbic acid 3; CaCl_2_ 2; glucose 25; HEPES 20; KCl 2.5; NaCl 92; NaHCO_3_ 20; NaH_2_PO_4_ 1.2; NMDG 29; MgCl_2_ 2; sodium pyruvate 3 and Thiourea 2. During recordings, slices were immersed in artificial cerebrospinal fluid (ACSF) containing (in mM) CaCl_2_ 2.5; glucose 11; HEPES 5; KCl 2.5; NaCl 124; NaHCO_3_ 26; NaH_2_PO_4_ 1; MgCl_2_ 1.3 and were continuously superfused at a flow rate of 2.5 mL min^−1^ at 32°C.

Neurons were patch-clamped using borosilicate glass pipettes (2.7–4 MΩ; glass capillaries, GC150-10, Harvard apparatus, UK), under a TH4-200 Olympus microscope (Olympus, France). For voltage or current clamp recordings, signal was amplified, low-pass filtered at 2.9 kHz with a 4-pole Bessel filter, and digitized at 20 kHz with an EPC10 dual patch-clamp USB amplifier (HEKA Elektronik GmbH). Data were acquired using PatchMaster v2x90.2software. Patch clamp recordings were made in solution containing (in mM), Potassium Gluconate 139; HEPES 10; EGTA 0.2; creatine phosphate 10; KCl 5; Na_2_ATP 4; Na_3_GTP 0.3; MgCl_2_ 2. Intrinsic excitability recordings were made in current clamp as before.^98^ To assess the membrane resistance, firing pattern, action potential threshold and voltage sag, neurons were subjected to current steps of 800 ms length, starting from −100 pA, with a 25 pA increasing increment/step, and 10 s inter-sweep intervals. Cellular capacitance was calculated by applying a −4 mV step in voltage clamp to determine the membrane time constant tau by exponential curve fitting of the current recovery and dividing it by the series resistance. A Patch map was based on the position of recorded neurons post hoc, scored blindly with respect to cell type, and drawn into a Paxinos schematic of the midbrain.

#### Tissue collection and FACS

The brains of E16.5 and P0.5 *VGAT-Cre:Ai14:Pitx3-GFP* mice were isolated and dissected in medium-A (HBSS containing 0.6% D-Glucose, 15 mM HEPES buffer and 50% D-Trehalose Dihydrate (Alfa Aesar)) on ice. In total, 14 brains from 6 litters of E16 embryos and 13 brains from 6 litters of P0 pups were used for scRNA-seq analysis. The meninges was removed and brains were cut in 300 μm slices using a tissue chopper. The ventral midbrain was cut out with a knife and collected into a tube. Tissue pieces were dissociated by papain treatment (12 U/mL papain (Worthington Biochemical); 250 U/mL DNase I type IV (Sigma); 3.5 mM L-cysteine (Sigma-Aldrich); 0.215% NaHCO_3_ (Sigma-Aldrich); 5 mM EDTA (Life Technologies); 0.2% Phenol Red (Sigma-Aldrich); 1 mM sodium pyruvate (Life Technologies); 1.8 mg/mL D-Trehalose Dihydrate (Alfa Aesar); 50 U/mL penicillin and 50 mg/mL streptomycin (Life Technologies) in HBSS without Ca^2+^and Mg^+^ (Life Technologies)). After aspiration of papain, tissue was mechanically dissociated using fire polished Pasteur pipettes in Trituration solution (0.2% BSA (Sigma-Aldrich); 50 U/mL penicillin, 50 mg/mL streptomycin; 1 mM sodium pyruvate; 1.8 mg/mL glucose; 250 U/mL DNase I type IV in Neurobasal medium (Life Technologies)). Dissociated cells were purified on BSA columns (1.8% (w/v) BSA; 50 U/mL penicillin; 50 mg/mL streptomycin; 1 mM sodium pyruvate; 1.8 mg/mL glucose; 250 U/mL DNase I type IV; 3 mM NaOH (Fisher Scientific) in Neurobasal medium) and separated from debris by centrifugation at 300 *g* for 5 min. Cells were resuspended in medium-A and filtered through a 70 μm filter into a FACS tube. Five minutes prior to sorting, 3 μL of 1 μg/mL DAPI solution was added to the cells. Cells were sorted and collected into 384 well plates in a BD FACSAria II Flow Cytometer (BD Biosciences) with a 100 μm nozzle. Plates were subsequently centrifuged for 1 min at 1000 rpm and stored at −80°C. Nine plates were collected and VGAT^+^Pitx3^+^ cells were collected to fill one plate for each developmental stage (Figure S1). Therefore, while VGAT^+^Pitx3^+^ cells normally represent approximately 2% of all VGAT^+^ cells, they are overrepresented in the study due to more extensive sampling to aid their analysis.

#### Single-cell RNA sequencing

Single-cell RNA sequencing (scRNA-seq) was performed at Single Cell Discoveries (Utrecht, The Netherlands) using the SORT-seq technique, based on CEL-Seq2.^99^ In brief, cells were lysed, after which the poly-T stretch of the barcoded primers were hybridized to the poly-A tail of the mRNA molecules. Primers consisted of a 24 bp poly-T stretch, a 4 bp random molecular barcode (UMI), a cell-specific 8 bp barcode, the 5′ Illumina TruSeq small RNA kit adapter and a T7 promoter. DNA-RNA hybrids were then reverse transcribed, converted to cDNA, containing the mRNA and the primer sequence and subsequently converted into second stranded DNA by a DNA polymerase I step. The cDNA was pooled and *in vitro* transcribed for amplification. Next, the amplified RNA was reverse transcribed using random hexamer primers. Illumina sequencing libraries were prepared with TruSeq small RNA primers (Illumina) and sequenced paired-end at 75 bp read length using Illumina NextSeq.

The mapping process was carried out utilizing the MapAndGo255 STARmap pipeline. Briefly, fastq files from different lanes were merged to consolidate the data, followed by the removal of reads without a CEL-Seq2 barcode during the demultiplexing step. To enhance data quality, Illumina adapter sequences and low-quality base calls from the 3′ end of the reads were trimmed. The subsequent step involved aligning the reads to a reference mouse genome (Ensemble GRC38 release 93) using STAR v-2.5.3a. This alignment procedure generated three distinct count files: the unspliced file containing reads mapped to intronic regions, the spliced file containing reads mapped to exons, and a file comprising both types of reads. These three files were then utilized as input for the SCANPY pipeline.

##### scRNA-seq data filtering, normalization and analysis

Data analysis was conducted using Python (version 3.7.6) and the SCANPY package (version 1.4.6.).^100^ The *VGAT-Cre:Ai14* dataset consisted of 3,455 cells, expressing a total of 32,787 genes. 

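Over all wells, spliced counts made up 75.6% and unspliced counts 24.4% of the sum of both, as counts of molecules after correction for shared barcodes and not as reads. Per plate, the spliced share in the kept cells was lowest on VGAT E16.5 replicate 4, at 71.8%, and highest on VGAT P0.5 replicate 3, at 80.9%.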

Among the reads, 82% were mapped to exonic regions, while 18% were mapped to intronic regions. The median read depth per cell was 7,260 reads, and the median number of genes detected per cell was 3,219. 

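With the ERCC entries included, the median count per well over all 3455 wells was 7258, and without them 6878. The median number of genes per well was 3228.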

To assess sequencing quality, External RNA Control Consortium (ERCC) spike-ins, which are synthetic RNA molecules, were added to each cell.^101^ By examining the number of ERCC reads per cell, the quality of sequencing could be determined. 

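The ERCC share of the counts per well had a median of 4.83% over all wells and 3.72% over the kept cells. On single plates the median over the kept cells was between 2.67% (VGAT E16.5 replicate 4) and 4.87% (VGAT P0.5 replicate 1).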

The dataset exhibited a median sequencing quality of 0.04% ERCC spike-ins per cell. For further processing, cell filtering was performed, and ERCC genes along with mitochondrial genes were removed. Cells expressing a range of 2,000–50,000 genes were retained, with less than 15% mitochondrial genes, 20% ribosomal genes, and 30% ERCC spike-ins. Additionally, at least 85% of the genes had to be mapped to exonic regions. In addition to cell filtering, gene filtering was also applied to select genes with the highest fraction of counts within each cell, as well as genes expressed in more than 3 cells. 

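The kept cells had a median of 75.3% spliced counts. All 2035 of them had at least 85% of their counts in protein-coding genes. The threshold was therefore tried as a minimum of spliced counts only among the alternatives and was not part of the filter used.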

After filtering, the dataset contained 2,042 cells, expressing a total of 25,122 genes. 

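The kept cells had a median of 15242 counts and 5073 genes. With a minimum of 1000 genes in place of 2000, 2272 cells were kept with medians of 13973 counts and 4836 genes. The median per plate differed widely, from 7587 counts on VGAT P0.5 replicate 2 to 34751 on VGAT P0.5 replicate 1, which is why cells were thinned before shares of cells were compared.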

The median read depth per cell was 14,468 reads, and the median number of genes detected per cell was 5,070. The raw gene expression matrix was normalized to 10,000 reads per cell and log-transformed. Genes with expression levels ranging from 0.0125 to 3 and a minimum dispersion of 0.5 were considered highly variable and retained for clustering analysis. To account for the effects of total counts per cell and the percentage of mitochondrial reads, regression was performed, and data were scaled to a maximum value of 10.

Principal Component Analysis (PCA) was conducted, considering fifty components. The nearest neighbors were then determined based on the first forty principal components. Subsequently, t-SNE coordinates were computed utilizing the first forty principal components. For clustering analysis, the Louvain algorithm^102^ was used. To determine marker genes for each Louvain cluster, the Wilcoxon rank-sum test was employed using the sc.tl.rank_genes_groups() function in SCANPY. To identify more specific marker genes, the marker genes were filtered based on the following criteria: a minimum fraction of occurrence within the group of 0.5, a maximum fraction of occurrence outside the group of 0.3, and a minimum fold change of 1.5. These ranked gene groups were then used to annotate cluster groups by determining whether marker genes had previously been described as marker genes for specific regions or cell types in the ventral midbrain using literature searches. Subsequently their spatial expression was checked at E18 and P0 using the Allen Brain Atlas (ABA) to confirm this anatomical location. If no ABA data were available additional immunostainings or *in situ* hybridizations were performed.

### Quantification and statistical analysis

Correlational analysis was performed to evaluate the relationship between postnatal age (P3-P12) and electrophysiological properties. Parameters assessed include the number of action potentials (APs) fired spontaneously at 0 pA, and in response to 100 pA and 200 pA inputs, along with resting membrane potential, membrane resistance, action potential threshold, cellular capacitance, and voltage sag (elicited by a −100 pA step). Pearson’s correlation analysis was used, and unadjusted *p*-values were reported. Significance was considered at both unadjusted (α = 0.05) and adjusted (α = 0.00625) levels. Bonferroni correction was applied for eight comparisons within each cell type.

All statistical analyses were conducted using GraphPad Prism version 9.1.1. two-Way ANOVA with repeated measures was used for comparisons between cell types, followed by Tukey post hoc tests. For main effects of cell type, One-Way ANOVA was employed. Sample size for each experiment is indicated in the figure legends. All statistical details of experiments can be found in the figure legends.

For quantification, data are presented as means ± SEM. The number of En1^+^/Otx2^+^ and Otx2^+^/En1^+^ cells was analyzed using the Shapiro-Wilk test for normality, followed by two-tailed t-tests (∗∗∗∗*p* < 0.0001).

# Supplementary material for: Molecular diversity and migration of GABAergic neurons in the developing ventral midbrain
**Source:** iScience. 2024 Oct 23;27(11):111239. doi: 10.1016/j.isci.2024.111239
**Supplement:** Document S1. Figures S1–S6 and Table S1–S5

## **Supplemental information**

### **Molecular diversity and migration of GABAergic neurons in the developing ventral midbrain**

**Özge Dündükcü, Divya D.A. Raj, Lieke L. van de Haar, Laurens M. Grossouw, Louisa E. Linders, Oxana Garritsen, Youri Adolfs, Nicky C.H. van Kronenburg, Mark H. Broekhoven, Troy H.W. Kapteijns, Frank J. Meye, and R. Jeroen Pasterkamp**

**Figure S1. FACS-based strategy to isolate GABAergic neurons from the mouse ventral midbrain and scRNA-seq control data. Related to Figure 1.**

(A) Timeline of GABAergic neuron migration to the substantia nigra pars reticulata (SNr) and interpeduncular nucleus (IPN). Positioning of GABAergic neurons in the SNr requires interactions with mDAergic neurons and starts around E16.5 and is finalized around E18.5. (B) Fluorescence-activated cell sorting (FACS) gating strategy to select VGAT<sup>+</sup> or VGAT<sup>+</sup>Pitx3<sup>+</sup> neurons from E16.5 or P0.5 VGAT-*Cre:Ail4:Pitx3-GFP* mice. FSC, forward-scattered light; SSC, side-scattered light. See STAR Methods for more details. (C) t-SNE embedding showing VGAT<sup>+</sup> or VGAT<sup>+</sup>Pitx3<sup>+</sup> (boxed area) clusters as detected by the Louvain algorithm per single cell. (D) t-SNE embedding showing stage, plate-batch and plates data. In total, 14 brains from 6 litters of E16 embryos and 13 brains from 6 litters of P0 pups were used for scRNA-seq analysis. Nine plates were collected (see right panel) and VGAT<sup>+</sup>Pitx3<sup>+</sup> cells were collected to fill one entire plate for each developmental stage (E16.5 and P0.5). Therefore, while VGAT<sup>+</sup>Pitx3<sup>+</sup> cells normally represent approximately 2% of all VGAT<sup>+</sup> cells they are overrepresented in the study due to more extensive sampling to aid their analysis. (E, F) Violin plots showing the distribution of cells across multiple features before (E) and after (F) filtering. A relatively high number of reads is detected per cell while the percentage of mitochondrial and ribosomal reads is relatively low, indicating that the quality of the cells is good. 

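Genes per well were counted without the ERCC entries, and 1378 wells had fewer than 2000.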

After filtering for cells with more than 2,000 genes 1,378 cells were removed. Additionally, 7,539 genes detected in fewer than 3 cells were filtered out. (G) Dot-plots showing the number of genes and the percentage of mitochondrial reads, ERCC reads, ribosomal reads and protein coding reads of the identified cells. After filtering, the percentage of mitochondrial and protein coding genes is comparable across ages. (H) Dot-plot showing unfiltered scaled and normalized expression of the top 4 differentially expressed genes (DEGs) per cluster calculated by Wilcoxon rank sum test (minimum normalized expression within cluster = 0.5, maximum normalized expression in other groups = 0.3, minimum fold change = 1.5). Disk size indicates positive fraction of cell within the group (%).

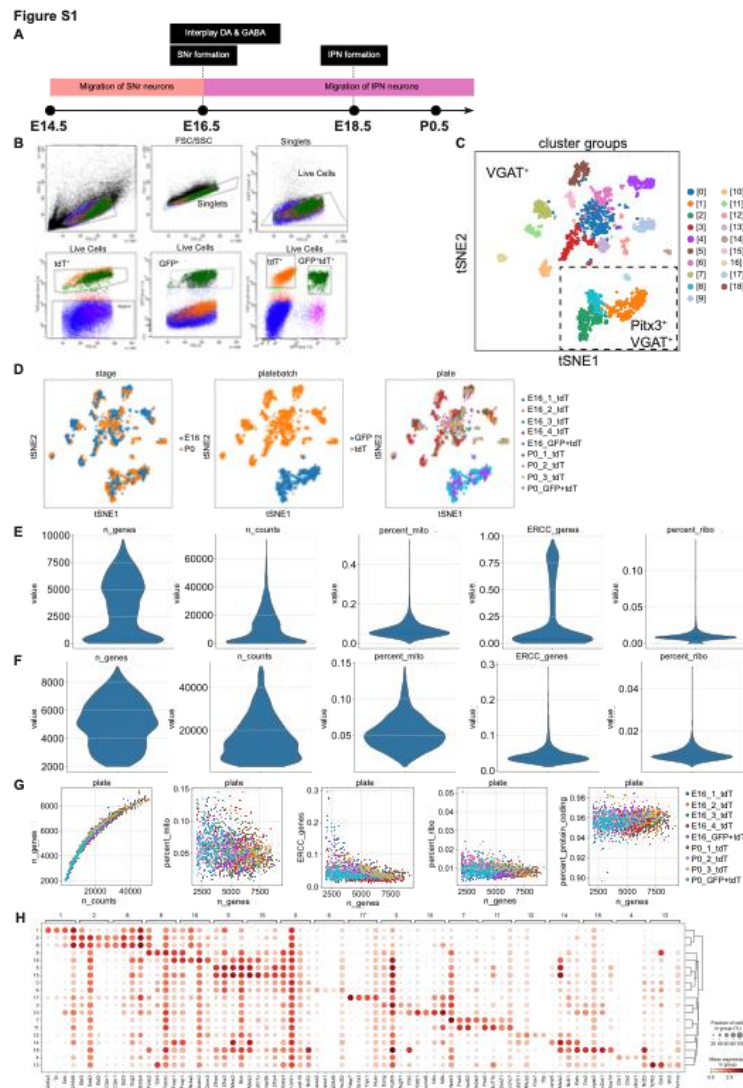

**Figure S2. GABAergic neuron subtypes in the substantia nigra pars reticulata. Related to Figure 2.**

**(A)** Upper panels: *in situ* hybridization for *Pax5* and other substantia nigra pars reticulata (SNr) markers identified by (sub)clustering (Figure 2) on sagittal sections of the E18.5 ventral midbrain (from the Allen Brain Atlas). Dashed line indicates SNr. Arrows indicate labelling in caudal SNr. Rostral is to the left. c, caudal; d, dorsal; r, rostral; v, ventral; SNr, substantia nigra pars reticulata. Lower panels: UMAP embedding showing the expression of the selected (sub)cluster marker genes in the SNr subclusters. **(B)** *In situ* hybridization for different SNr markers identified by (sub)clustering (Figure 2) on sagittal sections of the postnatal ventral midbrain (from the Allen Brain Atlas). Dashed line indicates SNr. Rostral is to the left. dSNr, dorsal SNr; vSNr, ventral SNr. **(C)** *In situ* hybridization for different SNr markers identified by (sub)clustering (Figure 2) on coronal sections of the postnatal ventral midbrain (from the Allen Brain Atlas). Dashed line indicates SNr. VTA, ventral tegmental area. Scale bar, 100  $\mu$ m.

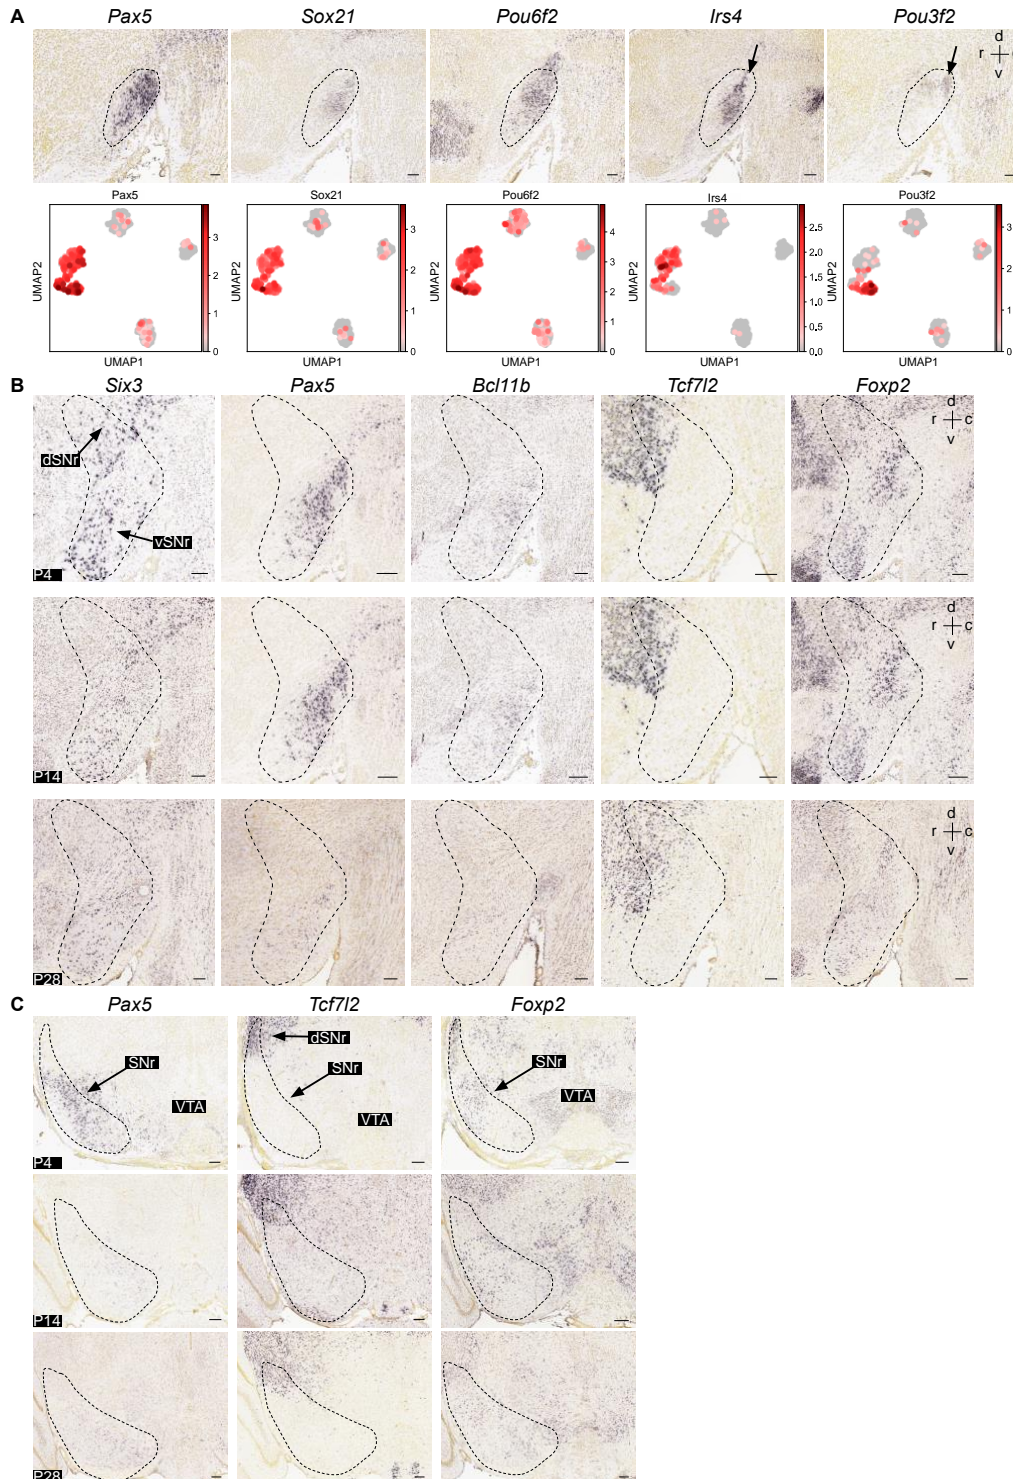

**Figure S3. GABAergic neuron subtypes in the developing midbrain reticular formation and midbrain dopamine (mDA) system. Related to Figures 3 and 4.**

(A) Double immunohistochemistry for tyrosine hydroxylase (TH) and Nkx2.2 on coronal sections of the ventral midbrain of E18.5 wildtype mice at rostral (left panel) and medial (right panel) levels. RN, red nucleus (indicated by dashed line); SNc, substantia nigra pars compacta. (B) Immunohistochemistry for TH, Nkx2.2 and tdTomato (tdT) on coronal sections of the ventral midbrain of E18.5 *VGAT-Cre: Ai14* mice. Dashed line indicates RN. Left panel: TH and Nkx2.2 labelling. Right panel: labelling for all three (TH, Nkx2.2, tdT) proteins. (C-E) *In situ* hybridization for *Nkx2.2* in sagittal (upper panels; rostral is to the left) and coronal (lower panels) sections of the ventral midbrain of P4, P14 or P28 mice (from the Allen Brain Atlas). Dashed lines indicate the SNr (upper panels) or mDA system (lower panels). c, caudal; d, dorsal; IPN, interpeduncular nucleus; MRF, midbrain reticular formation; r, rostral; v, ventral; VTA, ventral tegmental area. (F-H) *In situ* hybridization for *En1* in sagittal (upper panels; rostral is to the left) and coronal (lower panels) sections of the ventral midbrain of P4, P14 or P28 mice (from the Allen Brain Atlas). Dashed lines indicate the SNr (upper panels) or mDA system (lower panels). (I) Left panel: *in situ* hybridization for the hypothalamic marker *Dlx1* (subcluster 4) identified by (sub)clustering (Figure 4) on sagittal sections of the E18.5 ventral midbrain (from the Allen Brain Atlas). Dashed line indicates SNr. Rostral is to the left. Hy, Hypothalamus. Right panel: UMAP embedding showing the expression of *Dlx1* in the hypothalamic subcluster. (J) Left panel: *in situ* hybridization for hindbrain marker *Lamp5* (subcluster 14) identified by (sub)clustering (Figure 1) on sagittal sections of the E18.5 ventral midbrain (from the Allen Brain Atlas). Dashed line indicates SNr. Rostral is to the left. Hb, Hindbrain. Right panel: UMAP embedding showing the expression of *Lamp5* in the hindbrain subcluster. Scale bar, 100  $\mu$ m.

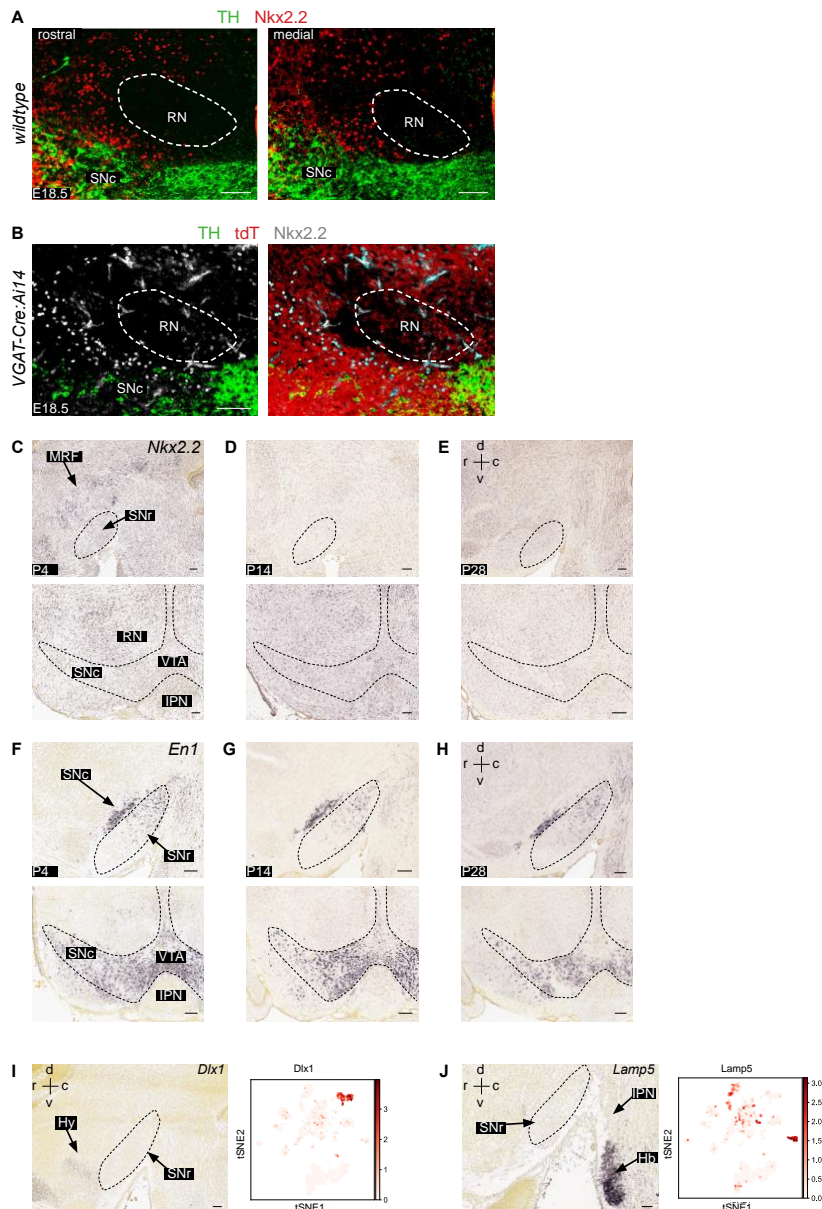

**Figure S4. *In situ* hybridization for *Gad1* and *Gad2* and electrophysiological data. Related to Figure 5.**

(A, B) *In situ* hybridization *Gad1* and *Gad2* in coronal sections of the ventral midbrain of P56 mice. VTA, ventral tegmental area; SNc, substantia nigra pars compacta; SNr, substantia nigra pars reticulata; IPN, interpeduncular nucleus; RN, red nucleus. Dashed line indicates mDA system and SNr. (B-F) Electrophysiological recordings of VGAT<sup>+</sup> and Pitx3<sup>+</sup> subtypes in the midbrain. (B) The action potential threshold is set more hyperpolarized for VGAT<sup>+</sup>Pitx3<sup>+</sup> neurons compared to Pitx3<sup>+</sup> neurons (n VGAT<sup>+</sup>=13, n Pitx3<sup>+</sup>=12, n double VGAT<sup>+</sup>Pitx3<sup>+</sup>=20, ANOVA, F(2,42)=4.2, p=0.034, Pitx3<sup>+</sup> vs VGAT<sup>+</sup>Pitx3<sup>+</sup> p=0.03). Resting membrane potential (V<sub>rest</sub>) (C), Membrane resistance (R<sub>Membrane</sub>) (D), Cellular capacitance (E) and voltage sag (F) are similar between VGAT<sup>+</sup>, Pitx3<sup>+</sup> and VGAT<sup>+</sup>Pitx3<sup>+</sup> neurons. Scale bar, 500  $\mu$ m.

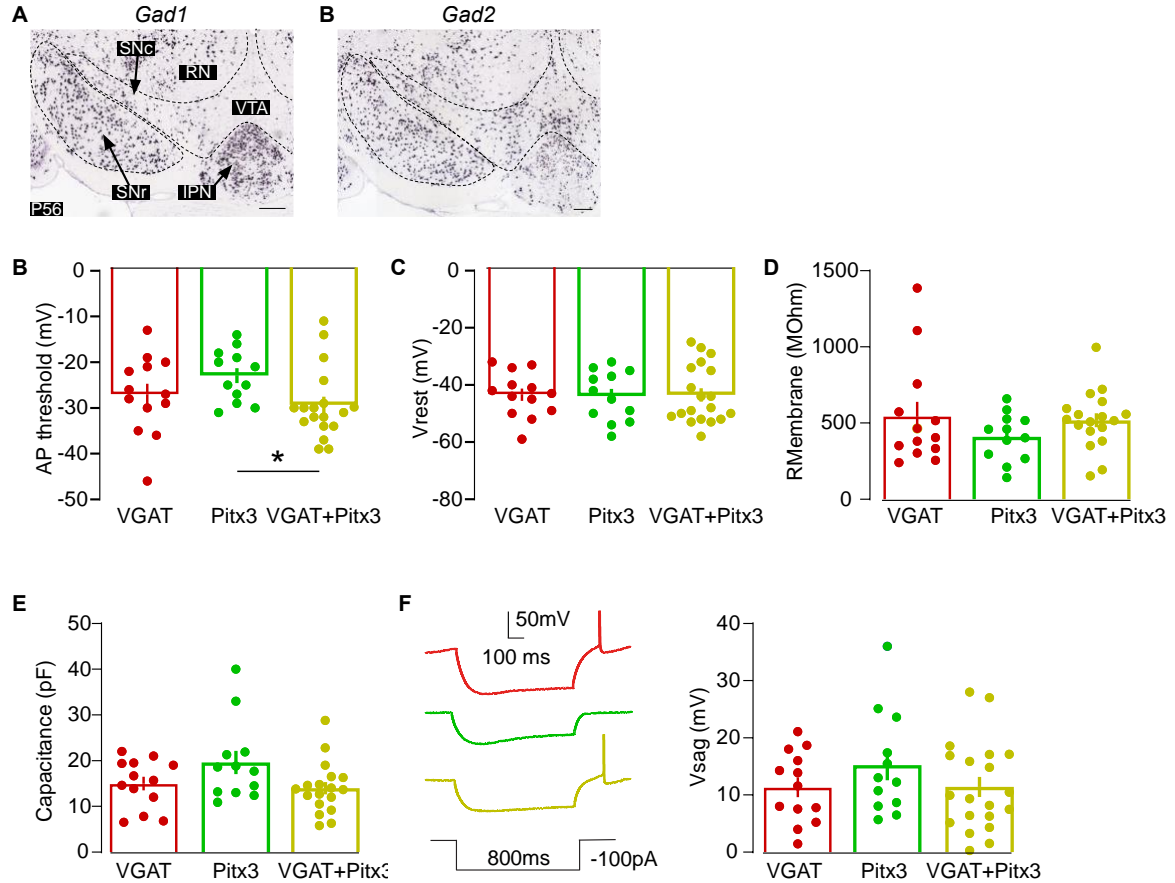

**Figure S5. FLSM analysis of P5 *VGAT-Cre: Pitx3-FlpE: Ai65* mice. Related to Figure 5.**

(A) Double immunohistochemistry for TH (green) and GFP (red) on coronal sections of E18.5 *Pitx3-FlpE:RCE* mice. Sections show ventral midbrain at medial levels. VTA, ventral tegmental area; RN, red nucleus; SNc, substantia nigra pars compacta. (B) Double immunohistochemistry for TH (green) and tdTomato (tdT, red) on coronal sections of the P0.5 *VGAT-Cre: Pitx3-FlpE: Ai65* mice. Sections show ventral midbrain at rostral (left panel), medial (middle panel), and caudal (right panel) levels. (C, D) Cell quantification in the DA neuron pool. Per mouse three sections obtained from three different rostral-caudal levels were used ( $n = 3$  mice). Datapoints indicate sections and data are presented as means  $\pm$  SEM. (C) Quantification of the number of TH<sup>+</sup> cells that express tdT. (D) Quantification of the number of tdT<sup>+</sup> cells that express TH<sup>+</sup>. (E-G) P5 *VGAT-Cre: Pitx3-FlpE: Ai65* mice were immunostained for TH and tdT, optically cleared and imaged in a horizontal plane using fluorescent light sheet microscopy (FLSM). Representative max projection of 200  $\mu$ m sections of a hemisphere from a horizontal plane z stack. Three different levels are shown to visualize all tdT<sup>+</sup> projections at P5 (schematics on the left). Boxed areas are shown at higher magnification on the right in colour and black/white. Boxed areas show higher magnification images of 50  $\mu$ m sections in the cortex (CTX), lateral habenula (LHB), thalamus (Thal), striatum (STR), septum (Sept), and medial forebrain bundle (MFB): right panel: tdT, middle panel: TH, left panel: merged image. Dashed line indicates tdT labelling margins in the LHB, TH labelling in the medial habenula and labelling in the MFB. Stainings were performed on >3 mice with similar results. Scale bar, 100  $\mu$ m.

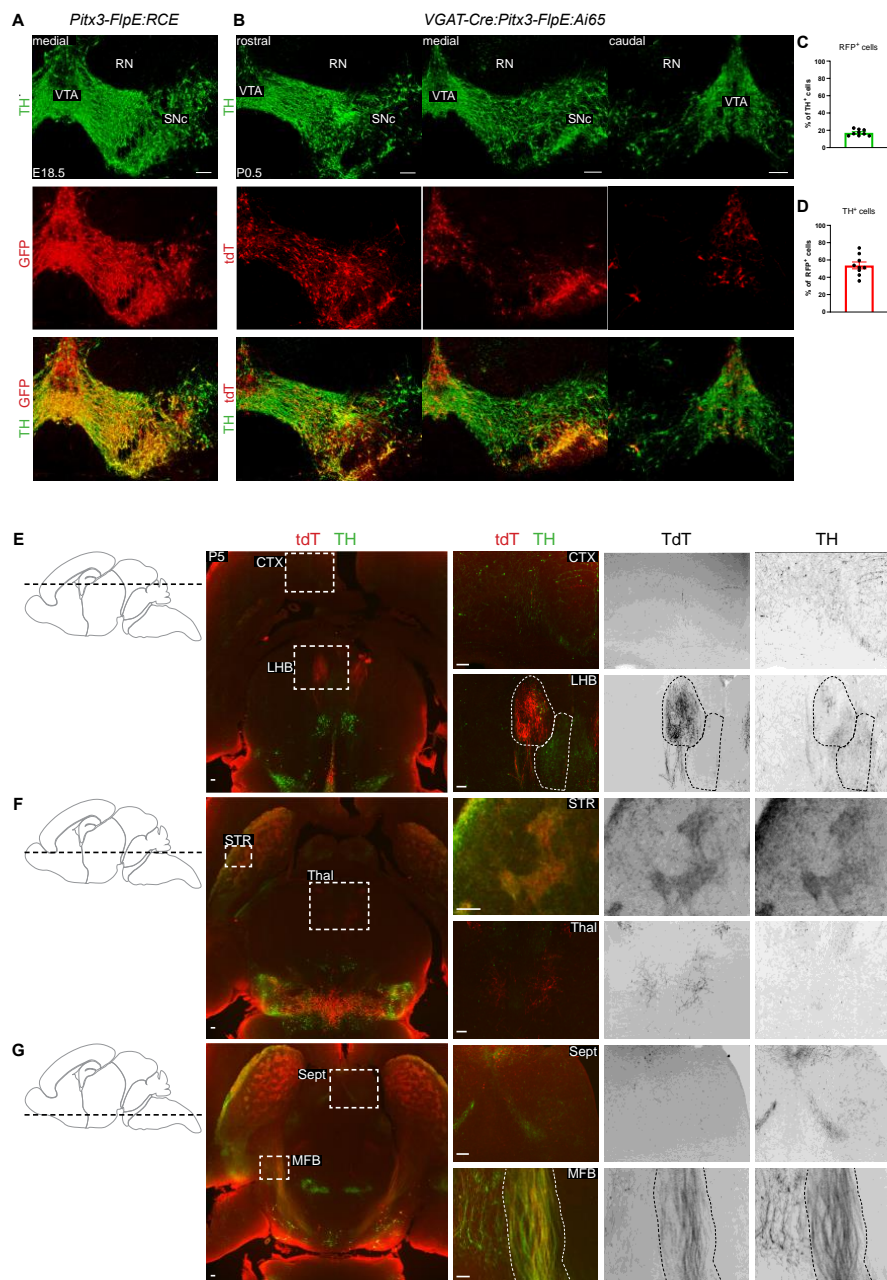

**Figure S6. Ventral midbrain GABAergic neuron migration requires specific netrin-1 sources and receptors. Related to Figures 6 and 7.**

(A-C) *in situ* hybridization for the GABAergic markers *Gad1*, *Gad2* and *Tal1* on coronal sections of the ventral midbrain of E18.5 *netrin-1*<sup>+/-</sup> and *netrin-1*<sup>-/-</sup> mice. Red dashed line indicates mDA system. Red arrows indicate ectopic cells in and around the SNc. RN, red nucleus; MRF, midbrain reticular formation; SNc, substantia nigra pars compacta; SNr, substantia nigra pars reticulata; VTA, ventral tegmental area. (D-H) Double immunohistochemistry for tyrosine hydroxylase (TH) and the indicated proteins on coronal sections of the ventral midbrain of E18.5 *netrin-1*<sup>fl/fl</sup> or *DTA* mice crossed with the indicated Cre lines. Each staining was performed on >3 embryos with similar results. Dashed line indicates border VTA and IPN. IPN, interpeduncular nucleus. (I) Dot-plot showing the expression levels of different netrin-1 receptors (deleted in colorectal cancer (DCC), down syndrome cell adhesion molecule (DSCAM), UNC5, a-integrins) in the different GABAergic clusters. Disk size indicates positive fraction of cell within the group (%). (J) Double immunohistochemistry for TH and Sox21 in coronal sections of the ventral midbrain of P0.5 *DCC*<sup>-/-</sup> embryos and littermate controls. SNr, substantia nigra pars reticulata. (K) Double immunohistochemistry for TH and Pax7 in coronal sections of the ventral midbrain of P0.5 *DSCAM*<sup>-/-</sup> embryos and littermate controls. Scale bar, 100  $\mu$ m.

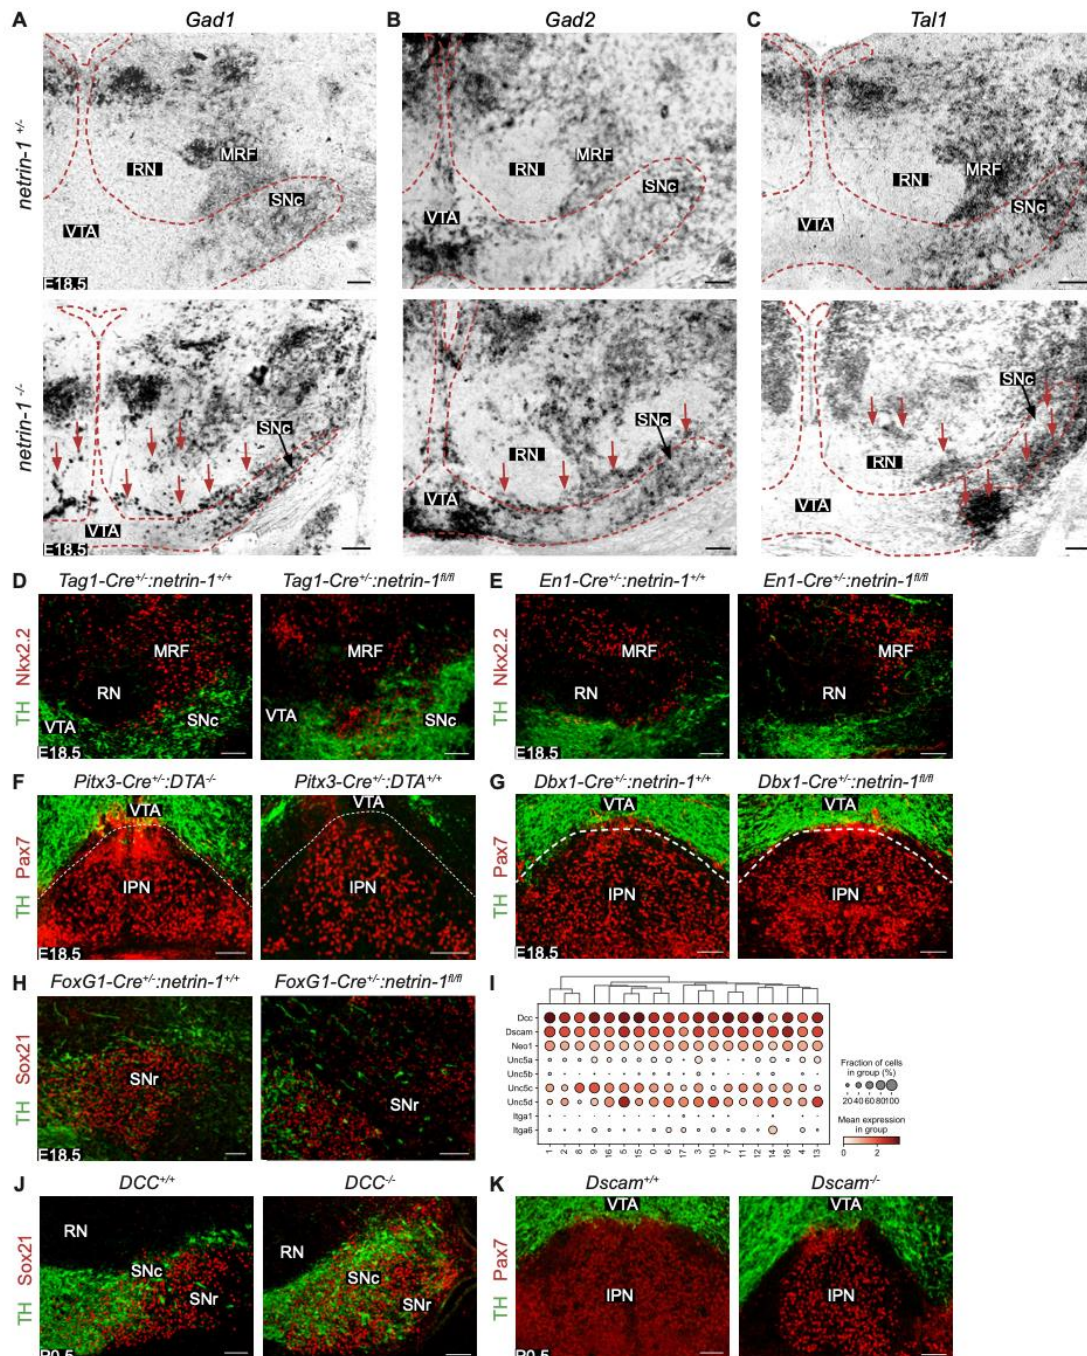

**Table S1.** Top 100 differentially expressed genes (DEGs) in scRNA-seq clusters, related to Figure 1 and S1.

|   |   |   |   |   |   |   |   |   |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |    |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |     |      |
|---|---|---|---|---|---|---|---|---|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|------|
| 1 | 2 | 3 | 4 | 5 | 6 | 7 | 8 | 9 | 10 | 11 | 12 | 13 | 14 | 15 | 16 | 17 | 18 | 19 | 20 | 21 | 22 | 23 | 24 | 25 | 26 | 27 | 28 | 29 | 30 | 31 | 32 | 33 | 34 | 35 | 36 | 37 | 38 | 39 | 40 | 41 | 42 | 43 | 44 | 45 | 46 | 47 | 48 | 49 | 50 | 51 | 52 | 53 | 54 | 55 | 56 | 57 | 58 | 59 | 60 | 61 | 62 | 63 | 64 | 65 | 66 | 67 | 68 | 69 | 70 | 71 | 72 | 73 | 74 | 75 | 76 | 77 | 78 | 79 | 80 | 81 | 82 | 83 | 84 | 85 | 86 | 87 | 88 | 89 | 90 | 91 | 92 | 93 | 94 | 95 | 96 | 97 | 98 | 99 | 100 | 101 | 102 | 103 | 104 | 105 | 106 | 107 | 108 | 109 | 110 | 111 | 112 | 113 | 114 | 115 | 116 | 117 | 118 | 119 | 120 | 121 | 122 | 123 | 124 | 125 | 126 | 127 | 128 | 129 | 130 | 131 | 132 | 133 | 134 | 135 | 136 | 137 | 138 | 139 | 140 | 141 | 142 | 143 | 144 | 145 | 146 | 147 | 148 | 149 | 150 | 151 | 152 | 153 | 154 | 155 | 156 | 157 | 158 | 159 | 160 | 161 | 162 | 163 | 164 | 165 | 166 | 167 | 168 | 169 | 170 | 171 | 172 | 173 | 174 | 175 | 176 | 177 | 178 | 179 | 180 | 181 | 182 | 183 | 184 | 185 | 186 | 187 | 188 | 189 | 190 | 191 | 192 | 193 | 194 | 195 | 196 | 197 | 198 | 199 | 200 | 201 | 202 | 203 | 204 | 205 | 206 | 207 | 208 | 209 | 210 | 211 | 212 | 213 | 214 | 215 | 216 | 217 | 218 | 219 | 220 | 221 | 222 | 223 | 224 | 225 | 226 | 227 | 228 | 229 | 230 | 231 | 232 | 233 | 234 | 235 | 236 | 237 | 238 | 239 | 240 | 241 | 242 | 243 | 244 | 245 | 246 | 247 | 248 | 249 | 250 | 251 | 252 | 253 | 254 | 255 | 256 | 257 | 258 | 259 | 260 | 261 | 262 | 263 | 264 | 265 | 266 | 267 | 268 | 269 | 270 | 271 | 272 | 273 | 274 | 275 | 276 | 277 | 278 | 279 | 280 | 281 | 282 | 283 | 284 | 285 | 286 | 287 | 288 | 289 | 290 | 291 | 292 | 293 | 294 | 295 | 296 | 297 | 298 | 299 | 300 | 301 | 302 | 303 | 304 | 305 | 306 | 307 | 308 | 309 | 310 | 311 | 312 | 313 | 314 | 315 | 316 | 317 | 318 | 319 | 320 | 321 | 322 | 323 | 324 | 325 | 326 | 327 | 328 | 329 | 330 | 331 | 332 | 333 | 334 | 335 | 336 | 337 | 338 | 339 | 340 | 341 | 342 | 343 | 344 | 345 | 346 | 347 | 348 | 349 | 350 | 351 | 352 | 353 | 354 | 355 | 356 | 357 | 358 | 359 | 360 | 361 | 362 | 363 | 364 | 365 | 366 | 367 | 368 | 369 | 370 | 371 | 372 | 373 | 374 | 375 | 376 | 377 | 378 | 379 | 380 | 381 | 382 | 383 | 384 | 385 | 386 | 387 | 388 | 389 | 390 | 391 | 392 | 393 | 394 | 395 | 396 | 397 | 398 | 399 | 400 | 401 | 402 | 403 | 404 | 405 | 406 | 407 | 408 | 409 | 410 | 411 | 412 | 413 | 414 | 415 | 416 | 417 | 418 | 419 | 420 | 421 | 422 | 423 | 424 | 425 | 426 | 427 | 428 | 429 | 430 | 431 | 432 | 433 | 434 | 435 | 436 | 437 | 438 | 439 | 440 | 441 | 442 | 443 | 444 | 445 | 446 | 447 | 448 | 449 | 450 | 451 | 452 | 453 | 454 | 455 | 456 | 457 | 458 | 459 | 460 | 461 | 462 | 463 | 464 | 465 | 466 | 467 | 468 | 469 | 470 | 471 | 472 | 473 | 474 | 475 | 476 | 477 | 478 | 479 | 480 | 481 | 482 | 483 | 484 | 485 | 486 | 487 | 488 | 489 | 490 | 491 | 492 | 493 | 494 | 495 | 496 | 497 | 498 | 499 | 500 | 501 | 502 | 503 | 504 | 505 | 506 | 507 | 508 | 509 | 510 | 511 | 512 | 513 | 514 | 515 | 516 | 517 | 518 | 519 | 520 | 521 | 522 | 523 | 524 | 525 | 526 | 527 | 528 | 529 | 530 | 531 | 532 | 533 | 534 | 535 | 536 | 537 | 538 | 539 | 540 | 541 | 542 | 543 | 544 | 545 | 546 | 547 | 548 | 549 | 550 | 551 | 552 | 553 | 554 | 555 | 556 | 557 | 558 | 559 | 560 | 561 | 562 | 563 | 564 | 565 | 566 | 567 | 568 | 569 | 570 | 571 | 572 | 573 | 574 | 575 | 576 | 577 | 578 | 579 | 580 | 581 | 582 | 583 | 584 | 585 | 586 | 587 | 588 | 589 | 590 | 591 | 592 | 593 | 594 | 595 | 596 | 597 | 598 | 599 | 600 | 601 | 602 | 603 | 604 | 605 | 606 | 607 | 608 | 609 | 610 | 611 | 612 | 613 | 614 | 615 | 616 | 617 | 618 | 619 | 620 | 621 | 622 | 623 | 624 | 625 | 626 | 627 | 628 | 629 | 630 | 631 | 632 | 633 | 634 | 635 | 636 | 637 | 638 | 639 | 640 | 641 | 642 | 643 | 644 | 645 | 646 | 647 | 648 | 649 | 650 | 651 | 652 | 653 | 654 | 655 | 656 | 657 | 658 | 659 | 660 | 661 | 662 | 663 | 664 | 665 | 666 | 667 | 668 | 669 | 670 | 671 | 672 | 673 | 674 | 675 | 676 | 677 | 678 | 679 | 680 | 681 | 682 | 683 | 684 | 685 | 686 | 687 | 688 | 689 | 690 | 691 | 692 | 693 | 694 | 695 | 696 | 697 | 698 | 699 | 700 | 701 | 702 | 703 | 704 | 705 | 706 | 707 | 708 | 709 | 710 | 711 | 712 | 713 | 714 | 715 | 716 | 717 | 718 | 719 | 720 | 721 | 722 | 723 | 724 | 725 | 726 | 727 | 728 | 729 | 730 | 731 | 732 | 733 | 734 | 735 | 736 | 737 | 738 | 739 | 740 | 741 | 742 | 743 | 744 | 745 | 746 | 747 | 748 | 749 | 750 | 751 | 752 | 753 | 754 | 755 | 756 | 757 | 758 | 759 | 760 | 761 | 762 | 763 | 764 | 765 | 766 | 767 | 768 | 769 | 770 | 771 | 772 | 773 | 774 | 775 | 776 | 777 | 778 | 779 | 780 | 781 | 782 | 783 | 784 | 785 | 786 | 787 | 788 | 789 | 790 | 791 | 792 | 793 | 794 | 795 | 796 | 797 | 798 | 799 | 800 | 801 | 802 | 803 | 804 | 805 | 806 | 807 | 808 | 809 | 810 | 811 | 812 | 813 | 814 | 815 | 816 | 817 | 818 | 819 | 820 | 821 | 822 | 823 | 824 | 825 | 826 | 827 | 828 | 829 | 830 | 831 | 832 | 833 | 834 | 835 | 836 | 837 | 838 | 839 | 840 | 841 | 842 | 843 | 844 | 845 | 846 | 847 | 848 | 849 | 850 | 851 | 852 | 853 | 854 | 855 | 856 | 857 | 858 | 859 | 860 | 861 | 862 | 863 | 864 | 865 | 866 | 867 | 868 | 869 | 870 | 871 | 872 | 873 | 874 | 875 | 876 | 877 | 878 | 879 | 880 | 881 | 882 | 883 | 884 | 885 | 886 | 887 | 888 | 889 | 890 | 891 | 892 | 893 | 894 | 895 | 896 | 897 | 898 | 899 | 900 | 901 | 902 | 903 | 904 | 905 | 906 | 907 | 908 | 909 | 910 | 911 | 912 | 913 | 914 | 915 | 916 | 917 | 918 | 919 | 920 | 921 | 922 | 923 | 924 | 925 | 926 | 927 | 928 | 929 | 930 | 931 | 932 | 933 | 934 | 935 | 936 | 937 | 938 | 939 | 940 | 941 | 942 | 943 | 944 | 945 | 946 | 947 | 948 | 949 | 950 | 951 | 952 | 953 | 954 | 955 | 956 | 957 | 958 | 959 | 960 | 961 | 962 | 963 | 964 | 965 | 966 | 967 | 968 | 969 | 970 | 971 | 972 | 973 | 974 | 975 | 976 | 977 | 978 | 979 | 980 | 981 | 982 | 983 | 984 | 985 | 986 | 987 | 988 | 989 | 990 | 991 | 992 | 993 | 994 | 995 | 996 | 997 | 998 | 999 | 1000 |
|---|---|---|---|---|---|---|---|---|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|------|

**Table S2.** Electrophysiological data VGAT, VGAT+Pitx3 and Pitx3 neurons. Related to Figure 5 and S4.

| Figure | Variable                                      | Group              | N mice | N data points | Statistical test                | Comparison                | DF   | Test value    | P value |            |
|--------|-----------------------------------------------|--------------------|--------|---------------|---------------------------------|---------------------------|------|---------------|---------|------------|
| S5D    | Action potentials (AP) per current step       | VGAT               | 10     | 13            | Repeated Measures Two-Way ANOVA | Cell type between subject | 2,42 | F=4.2         | p=0.022 | Tukey post |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 20            |                                 |                           |      |               |         |            |
|        |                                               | Post-Hoc contrasts |        |               |                                 | DA vs GABA                | 2,42 | mean i-j=-9.3 | p=0.031 |            |
|        |                                               |                    |        |               |                                 | DA vs GABA-DA             | 2,42 | mean i-j=-7.9 | p=0.045 |            |
| S4B    | AP threshold                                  | VGAT               | 10     | 13            | 1 way ANOVA                     | Main effect cell type     | 2,42 | F=3.7         | p=0.034 |            |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 20            |                                 |                           |      |               |         |            |
|        |                                               | Post-Hoc contrasts |        |               |                                 | DA vs GABA                | 2,42 | mean i-j=5.5  | p=0.14  |            |
|        |                                               |                    |        |               |                                 | DA vs GABA-DA             | 2,42 | mean i-j=6.98 | p=0.03  |            |
| S4C    | Vrest                                         | VGAT               | 10     | 13            | 1 way ANOVA                     | Main effect cell type     | 2,42 | F=0.11        | p=0.98  |            |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 19            |                                 |                           |      |               |         |            |
| S4D    | Membrane resistance                           | VGAT               | 10     | 13            | 1 way ANOVA                     | Main effect cell type     | 2,40 | F=1.1         | p=0.3   |            |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 18            |                                 |                           |      |               |         |            |
| S4E    | Capacitance                                   | VGAT               | 10     | 13            | 1 way ANOVA                     | Main effect cell type     | 2,40 | F=2.8         | p=0.07  |            |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 18            |                                 |                           |      |               |         |            |
| S4F    | Voltage sag                                   | VGAT               | 10     | 13            | 1 way ANOVA                     | Main effect cell type     | 2,42 | F=0.9         | p=0.4   |            |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 20            |                                 |                           |      |               |         |            |
|        | Age of the animals at time of recording (PND) | VGAT               | 10     | 13            | 1 way ANOVA                     | main effect cell type     | 2,42 | F=0.01        | p=0.99  |            |
|        |                                               | Pitx3              |        | 12            |                                 |                           |      |               |         |            |
|        |                                               | VGAT + Pitx3       |        | 20            |                                 |                           |      |               |         |            |

**Table S3.** Correlational analysis of age in postnatal days (over the P3-P12 range) with electrophysiological properties of the cells. Related to Figure 5 and S4.

| VGAT-Single Neurons               |             |                    |                    |                        |
|-----------------------------------|-------------|--------------------|--------------------|------------------------|
| Measure                           | Pearson's R | P value unadjusted | Signif with alpha? | Signif with alpha adj? |
| Age vs APs at 0 pA                | 0,1293      | 0,6737             | No                 | No                     |
| Age vs APs at 100 pA              | 0,07568     | 0,8059             | No                 | No                     |
| Age vs APs at 200 pA              | 0,1068      | 0,7285             | No                 | No                     |
| Age vs Resting membrane potential | 0,1961      | 0,5209             | No                 | No                     |
| Age vs Membrane Resistance        | -0,1758     | 0,5656             | No                 | No                     |
| Age vs AP threshold               | -0,5454     | 0,0539             | No                 | No                     |
| Age vs Capacitance                | -0,4028     | 0,1724             | No                 | No                     |
| Age vs voltage sag -100 pA        | -0,3025     | 0,3151             | No                 | No                     |
| Pitx3-Single Neurons              |             |                    |                    |                        |
| Measure                           | Pearson's R | P value unadjusted | Signif with alpha? | Signif with alpha adj? |
| Age vs APs at 0 pA                | 0,2221      | 0,4878             | No                 | No                     |
| Age vs APs at 100 pA              | 0,2929      | 0,3556             | No                 | No                     |
| Age vs APs at 200 pA              | 0,5899      | 0,0435             | Yes                | No                     |
| Age vs Resting membrane potential | 0,1094      | 0,735              | No                 | No                     |
| Age vs Membrane Resistance        | -0,2028     | 0,5272             | No                 | No                     |
| Age vs AP threshold               | -0,1802     | 0,5751             | No                 | No                     |
| Age vs Capacitance                | 0,4962      | 0,1008             | No                 | No                     |
| Age vs voltage sag -100 pA        | -0,2836     | 0,3717             | No                 | No                     |
| VGAT+ Pitx3 Neurons               |             |                    |                    |                        |
| Measure                           | Pearson's R | P value unadjusted | Signif with alpha? | Signif with alpha adj? |
| Age vs APs at 0 pA                | 0,04025     | 0,8662             | No                 | No                     |
| Age vs APs at 100 pA              | 0,0502      | 0,8335             | No                 | No                     |
| Age vs APs at 200 pA              | 0,2367      | 0,315              | No                 | No                     |
| Age vs Resting membrane potential | 0,3256      | 0,1873             | No                 | No                     |
| Age vs Membrane Resistance        | 0,2089      | 0,4054             | No                 | No                     |
| Age vs AP threshold               | 0,1037      | 0,6822             | No                 | No                     |
| Age vs Capacitance                | 0,02051     | 0,9356             | No                 | No                     |
| Age vs voltage sag -100 pA        | -0,2655     | 0,2579             | No                 | No                     |

**Table S4.** Overview of netrin-1 receptors and cellular sources required for the migration of different GABAergic subtypes. Related to Figure 6, 7.

| Subset            | SNr 1     | 3                                      | IPN                   | VTA                   | MRF                   |
|-------------------|-----------|----------------------------------------|-----------------------|-----------------------|-----------------------|
| regional marker   | Six3      | Pax5, Sox21, Pou6f2,<br>Bcl11b (Ctip2) | Pax7                  | Otx2                  | Nkx2.2                |
| Netrin-1 receptor | Dscam     | Dscam (data not shown)                 | DCC (data not shown)  | DCC                   | DCC                   |
| Netrin-1 source   | forebrain | forebrain (data not shown)             | midbrain/rhombomere 1 | midbrain/rhombomere 1 | midbrain/rhombomere 1 |

**Table S5.** Overview of oligonucleotides. Related to the STAR Methods.

| Genotyping                       |                           |                            |                   |
|----------------------------------|---------------------------|----------------------------|-------------------|
| locus                            | forward primer            | reverse primer             | product size (bp) |
| <i>tdTomato</i> WT               | AAGGGAGCTGCAGTGGAGTA      | CCGAAAATCTGTGGGAAGTC       | 279               |
| <i>tdTomato</i> mutant           | GGCATTAAAGCAGCGTATCC      | CTGTTCTGTACGGCATGG         | 196               |
| <i>VGAT-Cre</i> WT               | CTTCGTATCGGCGCATCTG       | CAGGCGCATGTGGAATAGAAA      | 320               |
| <i>VGAT-Cre</i> mutant           | CTTCGTATCGGCGCATCTG       | CCAAAGACGGCAATATGGT        | 200               |
| <i>Foxg1-Cre</i> WT              | ACCCTGCCCTGTGAGTCTT       | TTCTCCACATTGCACCTC         | 310               |
| <i>Foxg1-Cre</i> mutant          | TAGTGAACAGGGGCAATGG       | TTCTCCACATTGCACCTC         | 300               |
| <i>Netrin-1</i> KO WT            | CTCAATAACCCGACAACT        | CTCCGAGTGTCTTCTTCT         | 468               |
| <i>Netrin-1</i> KO mutant        | CAGGTGGCAAGAGAAAGGA       | TCCGTTTGATCTGGGATTA        | 432               |
| <i>Netrin-1</i> fl 2nd loxp site | TTGCAAGCCTTCCACTACGA      | AAGCAACTGTAAAGTCTCCGAAA    | WT 241, MUT 375   |
| <i>DCC</i> WT                    | TGCTCACCTTGGTGTCTC        | GTGCGTGATGCAACTTCTC        | 766               |
| <i>DCC</i> mutant                | CAAGACACATGGAAGGTGAAATG   | CCCAATCTTCTATATTACAATATC   | 374               |
| <i>Pitx3-Cre</i>                 | TTCTCTGAACACACTGGGAAGAT   | GATGTCTTCACTCTGATTCTGG     | 450               |
| <i>HoxB1-Cre</i>                 | TTCCCGCAGAACCTGAAGATGTTTG | GGGTGTTATAAGCAATCCAGAAATGC | 320               |
| <i>DTA</i> WT                    | CGTGATCTGCACTCAGTC        | GGAGCGGAGAAATGGATATG       | 462               |
| <i>DTA</i> mutant                | CGACCTGCAGGTCTCG          | CTCGAGTTTGTCCAATTATGTCAC   | 650               |
| <i>Pitx3-Flp</i> WT              | AAATTCAAACACGCTCCTG       | GTGTGTGTTGTGCTTTGG         | 366               |
| <i>Pitx3-Flp</i> mutant          | TTGTTGCTTTTGGCTCTTG       | GTGTGTGTTGTGCTTTGG         | 683               |
| <i>Tag1-Cre</i>                  | TGAGTGCTTAGCTCTACAGC      | GACACAGCATTGGAGTCAGA       | 550               |
| <i>Dbx1-Cre</i> WT               | GAGGATGAGGAAATCACGGTG     | GCAAGGAAATGTCTCTGGGAC      | 200               |
| <i>Dbx1-Cre</i> mutant           | GTCCAATTTACTGACCTACACC    | GTTATTGCGATCATCAGCTACACC   | 700               |
| <i>DSCAM</i> WT                  | TCCTCCGTACGTTGTGTG        | GATGGGCAATGTCAAAGGT        | 398               |
| <i>DSCAM</i> mutant              | GCGAGATTAAGAAGCAAC        | TCCTCCTTGGTACGGGTA         | 400               |
| <i>RCE:FRT</i> WT                | CCCAAAGTCGCTCTGAGTTGTTATC | GAAGGAGCGGGAGAAATGGATATG   | 550               |
| <i>RCE:FRT</i> mutant            | CCCAAAGTCGCTCTGAGTTGTTATC | CAAGGCGGGCCATTTACCGTAAG    | 350               |
| <i>Ella-cre</i>                  | TTCCGCAGAACTGAAGATGTTTG   | GGGTGTTATAAGCAATCCAGAAAT   | 300               |
| <i>DCC</i> fl                    | CAAGACACATGGAAGGTGAAATG   | GACCTCACTTACATATCAAAATGG   | WT 200, MUT 300   |

| <i>in situ</i> hybridization probes |                                                   |              |
|-------------------------------------|---------------------------------------------------|--------------|
| probe                               | Source                                            | Method       |
| <i>En1</i>                          | cDNA on filter paper (kind gift from J. Partanen) | Vector-based |
| <i>Tal1</i>                         | cDNA on filter paper (kind gift from J. Partanen) | Vector-based |
| <i>Gad1</i>                         | cDNA on filter paper (kind gift from J. Partanen) | Vector-based |
| <i>Pax5</i>                         | Primers ABA                                       | PCR based    |
| <i>Gad2</i>                         | Primers ncbi primer blast                         | PCR based    |

| <i>in situ</i> hybridization probes (PCR) |                        |                        |                   |             |
|-------------------------------------------|------------------------|------------------------|-------------------|-------------|
| probe                                     | primer FW              | primer RV              | product size (bp) | transcript  |
| <i>Pax5</i>                               | GTATTGAGGAGTCTCCAGTGCC | GAATACTGAGGGTGGCTGTAGG | 451               | NM_008782.1 |
| <i>Gad2</i>                               | TCTTTTCTCCTGGTGCG      | TTGAGAGGCGGCTCATTC     | 870               | NM_008078.2 |

How the deposited data were processed for this re-analysis (not part of the article)

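Single cells of the ventral midbrain of VGAT-Cre:Ai14:Pitx3-GFP mice were profiled with SORT-seq on 9 plates of up to 384 wells. Of these, 4 plates at E16.5 and 3 at P0.5 held cells with tdTomato (VGAT plates), and 1 plate at each stage held cells with tdTomato and GFP (VGAT+Pitx3 plates). The cell names carry 2 plate labels that differ in stage or sort for 6 of the 9 plates. The first was used, since it is spelled as the plate list of Figure S1D, and Pitx3 was looked at per plate as a check of it before the assignment of plates was final.

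The authors removed reads without a well barcode, trimmed adapters and low-quality bases, aligned the reads to GRCm38 (Ensembl release 93) with STAR and counted exonic reads, intronic reads and both per gene and well. The deposited values are expected counts: the authors counted distinct molecular barcodes and corrected each count for molecules that share a barcode, without scaling to depth and without a filter on wells or genes. The methods give a molecular barcode of 4 bases and the sample labels one of 6, and 100% of the non-zero values lay within 0.001 of the correction for 6 bases. Of the non-zero values of exons and introns together, 51.7% were not whole numbers, and they were rounded, after summing for tests on plate sums. Strandedness of the counting is not stated in the text of the paper, so overlapping genes on opposite strands are marked at their values.

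Wells were kept with at least 2000 genes, at most 50000 counts and less than 15% mitochondrial, 20% ribosomal protein and 30% ERCC counts. The methods give the upper limit in genes; it was applied to counts, since the tables hold 32787 entries. The ways of counting genes and of applying the limits were looked at in 6 forms, which gave between 2023 and 2043 cells, before this form was kept. The form kept leaves out genes of the spike-ins and gives the paper's number of wells under 2000 genes. ERCC and mitochondrial entries were left out after this filter. Clusters were computed with scanpy 1.11.5 and python-igraph 0.11.9 (Leiden: leidenalg 0.10.2). They were named from marker lists taken from figure labels, with at least 3 markers found in 25% of cells at 2 times the level elsewhere. A name was withdrawn where the 10 highest-ranked genes of the cluster held more markers of another list than of its own, a check that was coded after the clusters had been seen. The lists were those of DA-SNc, DA-VTA, DA-prog, MRF, SNr-1, SNr-2, GABA-VTA, rIPN, cIPN, Hy and Hb, and DA-prog and cIPN gave no cluster a name.

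Counts were summed per plate and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05). The models were stage and population over 9 plates, stage over the 7 VGAT plates, their interaction over 9 plates, and Six3 against Pax5 cells with the plate as a block over the 7 VGAT plates, without Six3 and Pax5 themselves. DESeq2 1.42.0 was an alternative. Shares of cells with a gene were taken after thinning each cell to 4000 counts, which left out 78 of 2035 cells. Differences in shares and between receptor genes were tested with two-sided exact sign-flip tests over plates, adjusted over 22 pairs and over 6 comparisons. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. The tests were tested on simulated data, in which 200 genes were changed 4-fold up or down. Of these, 82.0%, 89.5%, 50.0% and 89.0% were called in the comparisons of populations, stages, their interaction, and Six3 and Pax5 cells. Other genes called numbered 14, 6, 4 and 14. Smaller changes were not simulated, so that the share of them that the tests call is not known. For gene levels of plates far from the others, a Poisson test of the counts was replaced by draws of whole cells after its p-values had been seen. For shares, a test of 1 share was likewise replaced by a test of the difference, and the p-values were then weighed against the number of plates in the group. Of 200 simulated co-detection runs without association on 7 plates, 9 had a p under 0.05. Pairs with fewer plates or with few cells carrying the first gene were not simulated.

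The total counts per plate were between 1435919 and 5408710, so that a gene at 3 counts has between 0.555 and 2.09 CPM, and levels under these values are not resolved on a single plate. The genes named are those the paper names for the single-cell data and, for each test across all genes, the 5 with the largest log2 fold change in each direction among genes past the threshold whose groups of plates did not overlap, or whose direction was the same on all plates. Some of these genes and pairs of genes are not reported here. The alternatives were DESeq2, RLE factors, no filter on low counts, spliced counts, other cell filters, leaving out cells with more than 2 times the median count of their plate, other depths and detection limits, other clustering settings, each plate left out, and the replicate number as a block. The authors' own assignment of cells to clusters is not used here, and the imaging and physiology data are not analysed here.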

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

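The tests of counting error, of the sex-linked genes and of the stages for Npy were chosen only after the results were seen, while the test of gene length for Dcc was set out before its result was seen.

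In 94 groups of at least 4 plates, 12 held a plate far from all others. Chance gives about 1 in 20 such groups, here 4.7. Among VGAT plates at E16.5, En1 had 27.8 CPM in replicate 1 against 67.9 to 75.7 CPM in the other 3, and Lmx1a had 3.45 CPM there against 0.380 to 0.793 CPM. In replicate 2, Dlx1 had 137.3 CPM against 25.7 to 33.3 CPM and Dlx2 had 43.0 CPM against 8.87 to 10.1 CPM. When as many cells were drawn at random from another E16.5 plate, a share of 0.0019 of draws came out as far from the middle of the draws for En1 and 0.0016 for Lmx1a, which rests on 14 counts. For Dlx1 and Dlx2 the share was 1e-04, the smallest that 10000 draws can give. Each plate was picked as the farthest of 4, and 4 times these shares are still at most 0.0076, which argues against counting error and the choice of cells alone. A different piece of tissue or batch may have reached these plates, which stays open and untested. The plates share 1 condition, so that no biological explanation was tested. Gm43187 had 7.09 CPM in replicate 3 against 5.81 to 5.97 CPM, and a share of 0.355 of draws came out as far, so that counting error can give this value.

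Between Six3 cells and Pax5 cells, VGAT P0.5 replicate 1 was far from the other plates for Epha5 (log2 ratio -2.23 against -0.74 to 0.38), Ephb1 (1.30 against -0.27 to 0.18) and En2 (-0.43 against -4.27 to -3.06). That plate had 19 Six3 cells and 5 Pax5 cells. Draws of as many cells from the other plates came out as far in a share of 0.0744, 0.0505 and 0.115, so that counting error may account for them. Nr2f2 had a log2 ratio of 8.58 in VGAT P0.5 replicate 3 against 1.85 to 4.71, with a share of 0.016 of draws as far. The plate was picked as the farthest of 7, and 7 times this share is 0.112. Its 7 Pax5 cells had no Nr2f2 count, so that the ratio depends on the 1 CPM added to both levels, and counting error stays open. No biological explanation was tested for these plates.

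For pairs of genes, the difference in the share with Chrm2 by Nkx2-2 was 23.9 points in VGAT P0.5 replicate 3 against -4.41 to 3.58 points, where 8 of 20 cells with Nkx2-2 and 24 of 149 cells without had Chrm2. The difference in Tac1 by Nkx2-2 was 31.8 points in VGAT P0.5 replicate 1 against -1.04 to 11.3 points, where 3 of 8 cells with Nkx2-2 and 2 of 35 cells without had Tac1. Against the differences at the shares of the other plates, these had two-sided exact binomial p-values of 0.0488 and 0.0357. Each plate was picked as the farthest of 7, and 7 times these values are 0.342 and 0.250, so that counting error stays open. No biological explanation was tested.

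The difference in the share with Npy by Nkx2-2 was positive on all 4 VGAT plates at E16.5 (6.81 ± 7.68 points, SD, 0.163 to 17.9) and negative on all 3 at P0.5 (-6.32 ± 2.68 points, SD, -8.57 to -3.36). The means differed by 13.1 points, with a two-sided exact permutation p of 0.0571 over the 35 splits of the plates, which does not pass 0.05. The plates had between 8 and 92 cells with Nkx2-2. No technical explanation was tested for it, and the stage as a biological explanation stays open.

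The paper does not report spliced and unspliced counts of single genes, and 99.1% of the Dcc counts were unspliced. Across 6626 genes, the unspliced percentage rose with gene length (Spearman rho 0.842), with a median of 6.23% in genes under 100 kb and 86.3% in genes of 500 kb or more. Counts from long introns may therefore account for the place of Dcc among the netrin-1 receptors in total counts. The share of Dcc was above that of 95.4% of 174 other genes of 0.5 to 2 times its length, which length leaves open. Whether the level of its mRNA follows the total counts was not tested, and no biological explanation was tested.

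The paper does not report sex-linked genes. Y-linked genes reached 187 CPM in VGAT E16.5 replicate 2, where Xist had 2 counts, and Xist reached 369 CPM in VGAT P0.5 replicate 3, where Y-linked genes had 0 counts. At the levels of the other VGAT plates, 1103 Xist counts and 444 Y-linked counts would be found on these plates, which argues against low depth. On each of the other 7 plates, cells with Xist and cells with Y-linked counts were both present. Between 5 and 22 cells on each of these had both kinds of counts, against 2 cells on VGAT E16.5 replicate 2 and 0 on VGAT P0.5 replicate 3. RNA from other wells or 2 cells in 1 well may give such cells, which was not tested further. The 2 plates may therefore hold cells of 1 sex and the others of both. This stays a hypothesis, since the labels do not give the sex, and whether it bears on the comparison of the stages was not tested.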

How the results depend on the processing

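The alternatives were chosen before the data were examined, apart from thinning every plate to the smallest total, which was chosen only after the number of genes that differ between stages was seen.

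A minimum of 85% spliced counts per cell kept 152 of 2035 cells. It gave 5 clusters, 1 of them a VGAT+Pitx3 cluster, and 201 genes past the threshold between populations. Between the stages edgeR called 0 genes (259 at an unadjusted p under 0.05; DESeq2 was not run on these cells), and between Six3 and Pax5 cells 1 gene. Fewer genes could be tested (3391, 2674 and 753). The log2 fold changes between populations of Slc32a1 and Gad2 became -0.53 and -0.24, and that of Ephb1 between Six3 and Pax5 cells -0.0195. Without the filter on low counts, 1588 genes were called between stages, 66 for the interaction and 541 between Six3 and Pax5 cells; DESeq2 called 944 between stages and 3 for the interaction. The cause was not tested. With every plate thinned to the smallest total, 380 genes were called between stages. At a resolution of 1.2, 5 clusters were VGAT+Pitx3 clusters.

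Plates with the same replicate number did not deviate together (correlations of 0.0337, 0.0238 and 0.0331 over 13705 genes), so that the numbers do not pair the plates. With the replicate number as a block, 210 genes were called between stages and 908 between populations. With no replicate block in the comparison of Six3 and Pax5 cells, where the plate pairs the sums, 148 were called.

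With spliced counts, the differences of Dcc from Neo1, Unc5c and Unc5d became -3.17, -2.24 and -2.09 on the log2 scale, that of Dscam from Neo1 -0.52, and that of Sox14 by Pax7 5.43 points. Sox14 by Otx2 differed by 0.482 points without cells of more than 2 times the plate median and by 6.74 points with 2 or more counts, and Npy by Nkx2-2 by -0.238 points without such cells. Tac1 by Npy differed by 0.156 points with cells thinned to 8000 counts and by 1.26 points with 1000 or more genes per cell. The cause was not tested. The other 104 of 110 values for pairs of genes kept their direction; no pair passed the threshold in any setting, which few plates and the adjustment over 22 pairs make hard to reach. For receptors, 14 of 18 values kept their direction and their side of the threshold. Shares without thinning are not among these values; without it, Bcl11b by Six3 differed by 1.62 points and so reversed.

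With each plate left out, between 625 genes (without VGAT+Pitx3 E16.5) and 1397 (without VGAT P0.5 replicate 2) were called between populations, between 76 (without VGAT P0.5 replicate 3) and 833 (without VGAT E16.5 replicate 2) between stages, and between 131 (without VGAT E16.5 replicate 3) and 371 (without VGAT P0.5 replicate 1) between Six3 and Pax5 cells. The interaction could not be fitted without a VGAT+Pitx3 plate; in the other 7 fits edgeR called 0 genes, with between 734 and 1419 at an unadjusted p under 0.05, and DESeq2 was not run on them. The log2 fold change of Slc32a1 was between -0.0475 (without VGAT+Pitx3 E16.5) and 0.22 (without VGAT+Pitx3 P0.5), and that of Ephb1 between Six3 and Pax5 cells between -0.0389 (without VGAT P0.5 replicate 1) and 0.18. En1 by Otx2 differed by -1.95 (without VGAT E16.5 replicate 4) to 1.37 points, and Npy by Nkx2-2 by -1.60 (without VGAT E16.5 replicate 1) to 2.81 points. The difference between Dscam and Unc5d was between 0.23 and 0.44 and lost the threshold in 5 of 9 fits. Of the genes named between stages, 40 of 70 values kept their direction and side of the threshold and 30 lost the threshold; between populations 254 of 261 kept both, and between Six3 and Pax5 cells 127 of 130. With the other alternatives these were 59 of 69, 217 of 225 and 126 of 133, and Tcf7l2 and Epha5 passed the threshold in 3 each.

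Depth limits genes with few counts: at 4000 counts per cell, a gene with few counts may be missed in cells that express it. Whether this accounts for the change of Sox14 by Otx2 to 6.74 points was not tested.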

Differences from the paper's values

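The paper gives a median of 0.04% ERCC spike-ins per cell, while the median here was 4.83% over all wells, or 0.0483 as a fraction. No alternative set before the data were examined changes this value. For the number of clusters and of VGAT+Pitx3 clusters, a minimum of 1000 genes per cell and the Leiden algorithm gave the paper's 4 VGAT+Pitx3 clusters, with 20 and 18 clusters in all.

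The paper describes the transcriptomes of the stages as without clear differences, from an embedding of the cells (Figure S1D). On another measure, a test of each gene, 624 of 13639 genes passed the threshold between the stages on VGAT plates with edgeR. The paper states that the Pax5 clusters of the SNr lack Six3. Here 12.4% of thinned cells of the SNr-1-like clusters had a Six3 count, 16.8% in the one and 5.97% in the other. The interval of the 12.4% (7.86 to 18.4) includes the 10.2% and 11.0% of 2 MRF-like clusters, and RNA from other wells cannot be told apart from expression in any of them. The paper states that Aldh1a1 is restricted to the SNc cluster. Here it was found in 38.7% and 34.1% of thinned cells of the DA-VTA-like clusters, and in 65.6% of those of the DA-SNc-like cluster. Its level in DA-VTA-like cells was 2.07% (E16.5) and 7.10% (P0.5) of that in DA-SNc-like cells, and RNA from other wells cannot be told apart from expression at such levels. The paper states that a VTA cluster with Slc18a2 lacks Slc6a3. Here the 2 DA-VTA-like clusters had Slc6a3 in 14.5% and 14.4% of thinned cells, at 2.14% (E16.5) and 3.47% (P0.5) of the level in DA-SNc-like cells, where the same limit holds. The paper finds a small cluster of progenitors among the VGAT+Pitx3 clusters and a caudal IPN cluster marked by Sox14. Here no cluster could be given either name. The paper describes Tal1 as present in most GABA clusters other than those of the IPN and of VGAT+Pitx3 cells. Here 11 of 13 other clusters had it in 39.6% to 70.2% of thinned cells, and the exceptions were the rIPN-like cluster (2.94%) and the Hy-like cluster (2.84%). The paper describes Dcc as prominent and Neo1, Unc5c and Unc5d as weaker. In total counts this order held, and in spliced counts Dcc had the lowest level, 18.8 CPM. The paper describes Gad1 as present in all VGAT clusters, less so in the SNc. Here it was found in 0.810% of thinned cells of the DA-SNc-like cluster.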

Other observations

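The tests of the plate names, of depth, of the mixture of cell types and of other groupings of the plates were chosen only after the results were seen; those of cells with both Six3 and Pax5 and of Aldh1a1 were set out before their results were seen.

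Of the 35 splits of the 7 VGAT plates into groups of 3 and 4, 1, the split by stage, gave as many genes as the 624 between the stages; the largest other number was 176. This argues against a random grouping of the plates as the explanation. The E16.5 plates were deeper than the P0.5 plates. With every plate thinned to the smallest total, 380 genes passed the threshold with edgeR, which argues against depth as the whole explanation. The mixture of cell types differed between the plates of the stages. Of 1026 VGAT cells at E16.5 and 434 at P0.5, the Hy-like cluster held 128 and 17. The Hb-like cluster held 16 and 44, and the rIPN-like cluster 6 and 28. Of 290 genes called outside the largest cluster and tested inside it, 93.1% changed in the same direction inside it, where 47 genes passed the threshold. The changes were smaller inside it. The median log2 change of genes higher outside was 0.92 outside and 0.69 inside, and that of genes lower outside was -0.80 and -0.45. The shared direction argues against the mixture of clusters as the whole explanation and leaves open that it gives a part. Sex and litter stay open, and the stage as the explanation stays a hypothesis.

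Of the 64 ways to swap the Six3 and Pax5 cells within plates, 1, the unswapped one, gave as many genes as the 284 between them; the largest other number was 164, with the cells of VGAT P0.5 replicate 1 swapped. A random grouping is thus argued against. RNA from other wells or 2 cells in 1 well may put both genes into a cell. Thinned cells with both had a median over plates of 0.927 times the counts of cells with 1 of them, where 2 cells in a well would give about 2 (exact permutation p = 0.0313, the smallest possible). This argues against 2 cells in 1 well. Six3 was found in 12.4% of thinned SNr-1-like cells (16.8% and 5.97% in the 2 clusters; interval 7.86 to 18.4, which includes 10.2%, the lowest share among the other clusters of VGAT plates), so that RNA of Six3 cells in other wells may give these counts. A true presence of both stays open, and no biological explanation was tested.

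Aldh1a1 in DA-VTA-like cells had a mean of 4.59% of its level in DA-SNc-like cells over the 2 VGAT+Pitx3 plates. At E16.5 it was 2.07%, against 2.14% for Slc6a3, and at P0.5 it was 7.10%, against 3.47% for Slc6a3. RNA of DA-SNc-like cells in other wells and expression in DA-VTA-like cells cannot be told apart, since the plates differ and there is 1 per stage.

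The cell names carry a second plate label that differs in stage or sort from the one used for 6 of 9 plates. Pitx3 had at least 74.5 CPM on the 2 plates whose first label names GFP and at most 0.370 CPM on the others, which argues against a mistake in the first label about the sort. By the stages in the second label, the VGAT plates would split into E16.5 replicates 3 and 4 with P0.5 replicate 2 against the others. Between these groups 1 gene passed the threshold with edgeR, against 624 between those of the first label, which argues against the stages of the second label. A mistake in the first label about the stage of a single plate stays open.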
